# Collagen denaturation in post-run Achilles tendons and Achilles tendinopathy: In vivo mechanophysiology and magnetic resonance imaging

**DOI:** 10.1126/sciadv.ado2015

**Published:** 2024-10-02

**Authors:** Yijie Fang, Dantian Zhu, Jingyue Wei, Lei Qian, Rongmao Qiu, Taoyu Jia, Kui Huang, Suwen Zhao, Jun Ouyang, Man Li, Shaolin Li, Yang Li

## Abstract

Achilles tendinopathy is often attributed to overuse, but its pathophysiology remains poorly understood. Disruption to the molecular structure of collagen is fundamental for the onset and progression of tendinopathy but has mostly been investigated in vitro. Here, we interrogated the in vivo molecular structure changes of collagen in rat Achilles tendons following treadmill running. Unexpectedly, the tendons’ collagen molecules were not mechanically unfolded by running but denatured through proteolysis during physiological post-run remodeling. We further revealed that running induces inflammatory gene expressions in Achilles tendons and that long-term running causes prolonged, elevated collagen degradation, leading to the accumulation of denatured collagen and tendinopathy development. For applications, we demonstrated magnetic resonance imaging of collagenase-induced Achilles tendon injury in vivo using a denatured collagen targeting contrast agent. Our findings may help close the knowledge gaps in the mechanobiology and pathogenesis of Achilles tendinopathy and initiate new strategies for its imaging-based diagnosis.

## INTRODUCTION

Achilles tendinopathy is an increasingly prevalent condition in the general population and substantially affects the careers of more than 20% of athletes (*1*, *2*). The Achilles tendon is the thickest tendon in the human body. It is responsible for transmitting the force generated by the foot’s plantar flexor muscles and maintaining stability and proper movement of the lower limb (*3*). The predominant component of the Achilles tendon is type I collagen, which exhibits a hierarchical fibrous structure (*4*). Disruption of the collagen fibers represents a notable pathological manifestation of Achilles tendinopathy and is closely associated with the progression of the condition (*1*, *5*, *6*). Although prolonged fatigue loading has been recognized as a crucial independent risk factor for Achilles tendinopathy, the underlying pathophysiology involved in the progressive damage to the structure of this collagenous tissue remains poorly understood (*1*, *7*).

In recent years, a collagen hybridizing peptide (CHP) has been developed to specifically bind to denatured collagen molecules with the unfolded triple-helical structure; it has enabled molecular detection of damage to collagen caused by overloading or cyclic loading of tendon tissue in situ (*5*, *8*). Using this collagen hybridization technique, investigations on tendon biomechanics have revealed the structure-property relationship of tendons with different anatomical functions from a molecular level (*9*, *10*) and indicated that denatured collagen molecules can accumulate during cyclic fatigue loadings before changes in local tissue mechanics (*11*–*14*). Nonetheless, these biomechanical studies have exclusively relied on in vitro and (rarely) ex vivo experiments (*5*, *9*–*15*), sometimes with damages occurring at the physical limits of the tissues (e.g., rupture) (*5*, *9*). Consequently, whether mechanical disruptions occur to the collagen molecules in vivo in tendons due to physical activities is still unknown.

The Achilles tendon is a living tissue that exhibits dynamic responses to stimuli (*6*, *7*, *16*). Current tendon mechanobiology research often relies on in vitro cell assays and ex vivo tests on living explants under mechanical loading (*15*, *17*–*23*). Meanwhile, most animal studies focus on tendon healing from acute injuries, such as a sharp transection (*24*–*31*). In contrast, in vivo investigations on the matrix and cellular responses to mechanical stimuli or overuse in healthy tendons are limited to date, most of which were carried out through exerting controlled fatigue loading on anesthetized animals (*32*–*36*). These studies have reported changes in the number and morphology of fibrocytes (*37*), as well as the expression of type III collagen and factors corresponding to oxidative stress (e.g., inducible nitric oxide synthase) in rat Achilles tendons after fatigue loading (*34*). Meanwhile, few clinical microdialysis studies in humans after physical exercises have detected elevated expressions and activities of matrix metalloproteinases (MMPs) and their inhibitors (*38*), as well as peptide markers of collagen synthesis and degradation in tissues surrounding the Achilles tendon (*39*, *40*).

These studies suggest that the collagenous tendon tissue undergoes biological remodeling during fatigue loading. Still strikingly little is known about the mechanisms by which healthy tendon accumulates damage (*6*, *41*). A series of topics concerning collagen structure and remodeling remains to be explored in vivo to better elucidate the pathophysiology of Achilles tendinopathy, such as the changes in the structure of collagen molecules in the Achilles tendon following exercises, the distinctive roles of mechanical loading and cellular responses in this process, and the impact of overuse on the collagenous architecture. Furthermore, diagnostic methods for Achilles tendinopathy are lacking unless the tissue morphology has already been irreversibly altered. For instance, conventional magnetic resonance imaging (MRI), the most common imaging modality for musculoskeletal soft tissues, does not visualize the Achilles tendon including its internal structures and lesions (*42*–*44*). Therefore, studying the subtle changes in the collagen structure of fatigued Achilles tendons in vivo may lead to much-needed new imaging biomarkers for detecting and assessing tendinopathy and injuries (*45*).

Here, utilizing the CHPs, we interrogated the in vivo changes in the micro- and molecular structure of collagen along with cellular responses in rat Achilles tendons following short- and long-term treadmill running. Our findings may help close the knowledge gaps in tendon mechanophysiology and the pathophysiology of Achilles tendinopathy. They may also lead to new MR contrast agents for noninvasive detection and imaging of Achilles tendinopathy.

## RESULTS

### In vivo collagen denaturation in the post-run Achilles tendons

We first confirmed the ability of CHP to recognize the collagen molecules denatured by mechanical loading in vitro in the Achilles tendon (Fig. 1, A to C). Full-size Achilles tendons of Sprague-Dawley (SD) rats were subjected to incremental strains up to complete failure (Fig. 1A) with a mechanical test system (fig. S1A). After loading and unloading, each tendon sample was cryosectioned longitudinally and stained with cyanine 5 (Cy5)–labeled CHP (Cy5-CHP) before being washed and fluorescently scanned (Fig. 1B). The measured Cy5-CHP fluorescence intensity increased remarkably with the applied high strain (Fig. 1B and figs. S2 and S3): the 20.4 and 27.3% strained groups (i.e., approximately 60 and 80% of the failure strain) exhibited intensities several folds greater than the unloaded control (Fig. 1C), confirming that monotonical loading to nonphysiological strains can denature collagen molecules in rat Achilles tendons.

**Fig. 1.**
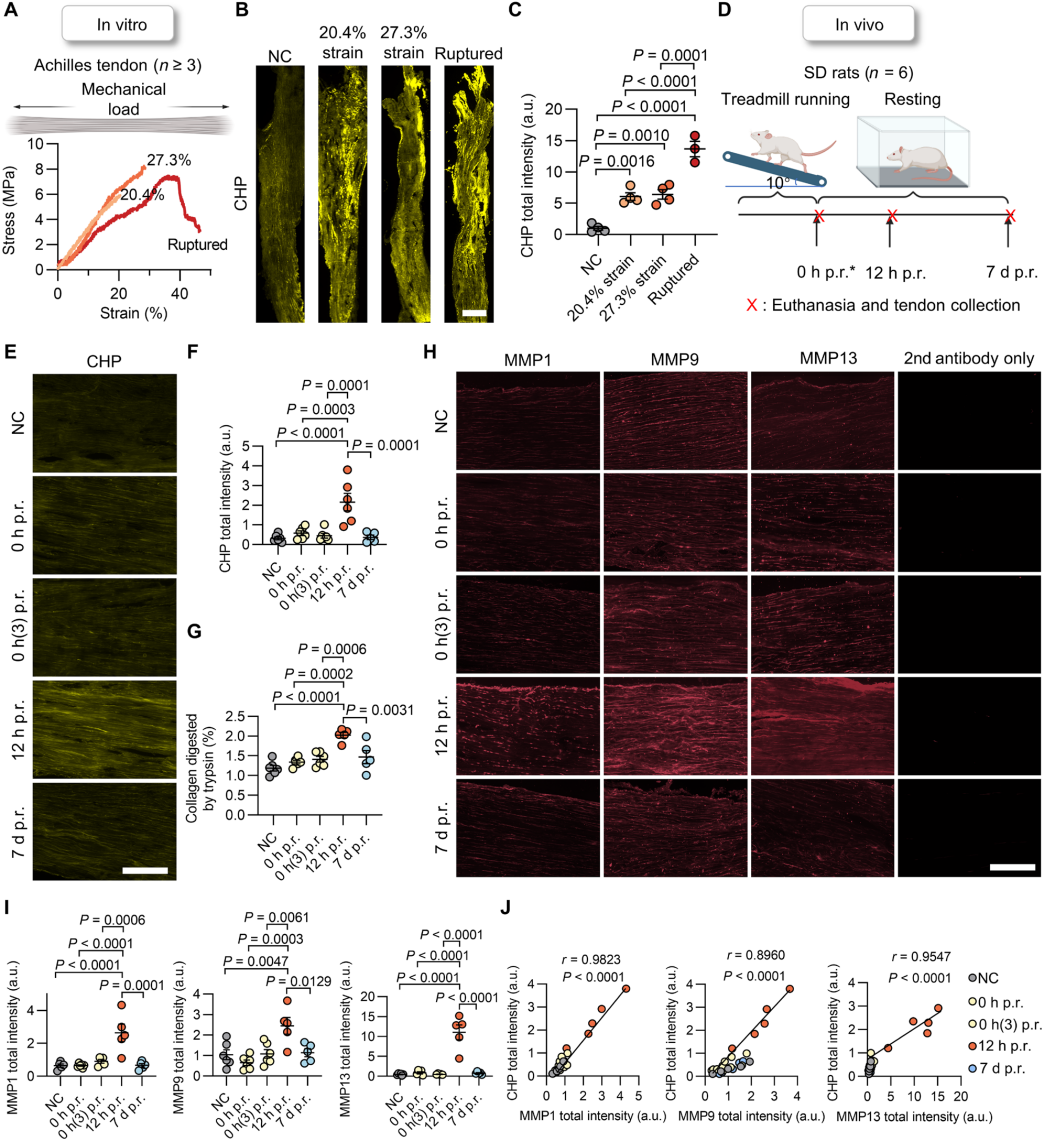
In vivo collagen denaturation in the post-run Achilles tendons. (**A**) Representative stress-strain curves of SD rats’ Achilles tendons following in vitro monotonical straining to 20.4 and 27.3% (~60 and 80% of the failure strain) or rupture. (**B** and **C**) Representative images (B) and quantified fluorescence (C) of the Cy5-CHP–stained whole-tendon cryosections from (A). (**D**) Design of the one-time treadmill study. After 1 hour of uphill running, rats were sacrificed with their Achilles tendons collected at 0 hours (immediately) p.r., 12 hours p.r., and 7 days p.r. (p.r., post-running). *0 hours (3) p.r.: run for 3 hours with tendons collected at 0 hours p.r.. NC: rats in the control group maintained normal activity without running until they were sacrificed simultaneously with the 12-hour p.r. group. (**E**) Representative Cy5-CHP staining of the Achilles tendon cryosections. (**F**) Quantified total Cy5-CHP fluorescence of the whole-section scans of the Achilles tendons (fig. S4). (**G**) Denatured collagen contents in the Achilles tendons by the trypsin-hydroxyproline assay. (**H** and **I**) Representative images (H) and quantitative analysis (I) of the whole-cryosection scans of the Achilles tendons immunostained against MMP1, MMP9, and MMP13 (fig. S4). The sections in the second antibody–only group were stained without primary antibodies (fig. S6). (**J**) Correlations between the histologic MMP and CHP signals. *r*: Pearson correlation coefficient. Each image represents results from at least three (B) or five rats per group [(E) and (H)]. Scale bars, 1 mm (B) and 150 μm [(E) and (H)]. Data were expressed by means ± standard error of the mean; statistical analysis: one-way analysis of variance (ANOVA) and Tukey [(C), (F), (G), and (I)]. Panels (A) and (D) were created with BioRender.com. a.u., arbitrary units.

In contrast, to find out whether physiological-level exercises can cause collagen denaturation in the Achilles tendon in vivo, SD rats were made to run uphill for 1 hour on a treadmill (Fig. 1D; fig. S1, B and C; tables S1 and S2; and Movie S1), and their Achilles tendons were collected immediately post-running (0 hour p.r.) or after 12 hours or 7 days of rest (12 hours p.r. and 7 days p.r., Fig. 1D); their left Achilles tendons were also cryosectioned longitudinally for Cy5-CHP staining and fluorescence scanning. Unexpectedly, the CHP fluorescence intensity of the tendons did not increase after running compared to the control rats at rest (Fig. 1, E and F, and fig. S4A); no higher-than-normal collagen denaturation was detected even with 3 hours of continuous running [0 hours (3) p.r.] and some rats’ paws swelling up (Fig. 1, E and F). To verify this, we collected the right Achilles tendons of these rats and treated them with trypsin, which selectively digests denatured collagen from the tissue, allowing us to determine the denatured collagen content in the tendons by measuring the cleaved collagen in the solutions by the hydroxyproline assay (*5*). This trypsin-hydroxyproline test also revealed no significant increase in collagen denaturation in the Achilles tendons with 1 or 3 hours of running (Fig. 1G), suggesting that even intense exercise may not cause the collagen molecules to unfold in the Achilles tendon in vivo.

Intriguingly, the Cy5-CHP staining and the trypsin-hydroxyproline test both indicated that the denatured collagen content in the Achilles tendons increased notably at 12 hours p.r. but decreased to nearly the baseline level after 7 days of rest. At 12 hours p.r., the CHP fluorescence intensity was fourfolds that of the control group (Fig. 1, E and F, and fig. S4; also see fig. S5 for negative results from our sequence-scrambled control peptide); correspondingly, an additional 0.6 to 0.8% of the tendons’ total collagen became denatured at 12 hours p.r. compared to the control and the 0-hour p.r. groups (Fig. 1G). Meanwhile, the collagen denaturation level for the 7-day p.r. group was not significantly different from the resting control or the 0-hour p.r. groups (Fig. 1, F and G). In seeking possible biological factors of collagen denaturation of the Achilles tendon during post-run resting, we carried out immunofluorescence staining of the tendon sections against MMPs (Fig. 1H and fig. S6). We found that the concentrations of MMP1, MMP9, and MMP13 in the Achilles tendon remained at the prerun level at 0 hours p.r. but rose considerably at 12 hours (especially MMP13) before decreasing to baseline at 7 days (Fig. 1, H and I, and fig. S4). The quantified fluorescence intensities from the MMP immunostainings were nearly proportional to those of the CHP stain in a linear fashion, indicating strong correlations (Fig. 1J). Meanwhile, quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR) analysis showed that the gene transcription of *Mmp13* and *Mmp1* was also up-regulated in the Achilles tendons at 0 and 12 hours p.r., respectively (fig. S7), supporting our MMP immunofluorescence findings. Last, we further profiled collagen denaturation during the latter stage of recovery at 12 hours, 2 days, 4 days, and 7 days p.r. in a separate animal study (fig. S8A). The CHP intensity and immunofluorescence of the MMPs had all decreased to almost baseline levels around 4 days p.r. (fig. S8, B and C) while consistently maintaining a linear correlation during this phase (fig. S8D).

### Restoration of collagen fiber organization in rat Achilles tendons during post-run resting

We examined the collagen fiber alignment within the post-run rat Achilles tendons using second-harmonic generation (SHG) microscopy. These SHG images and their corresponding pixel orientation distribution plots showed that the originally well-aligned collagen fibers became disorganized and undulated immediately after running; this morphologic disorganization became less and less obvious from 2 to 7 days p.r. (Fig. 2, A and B, and fig. S9), with the fiber orientation becoming progressively more consistent (Fig. 2C).

**Fig. 2.**
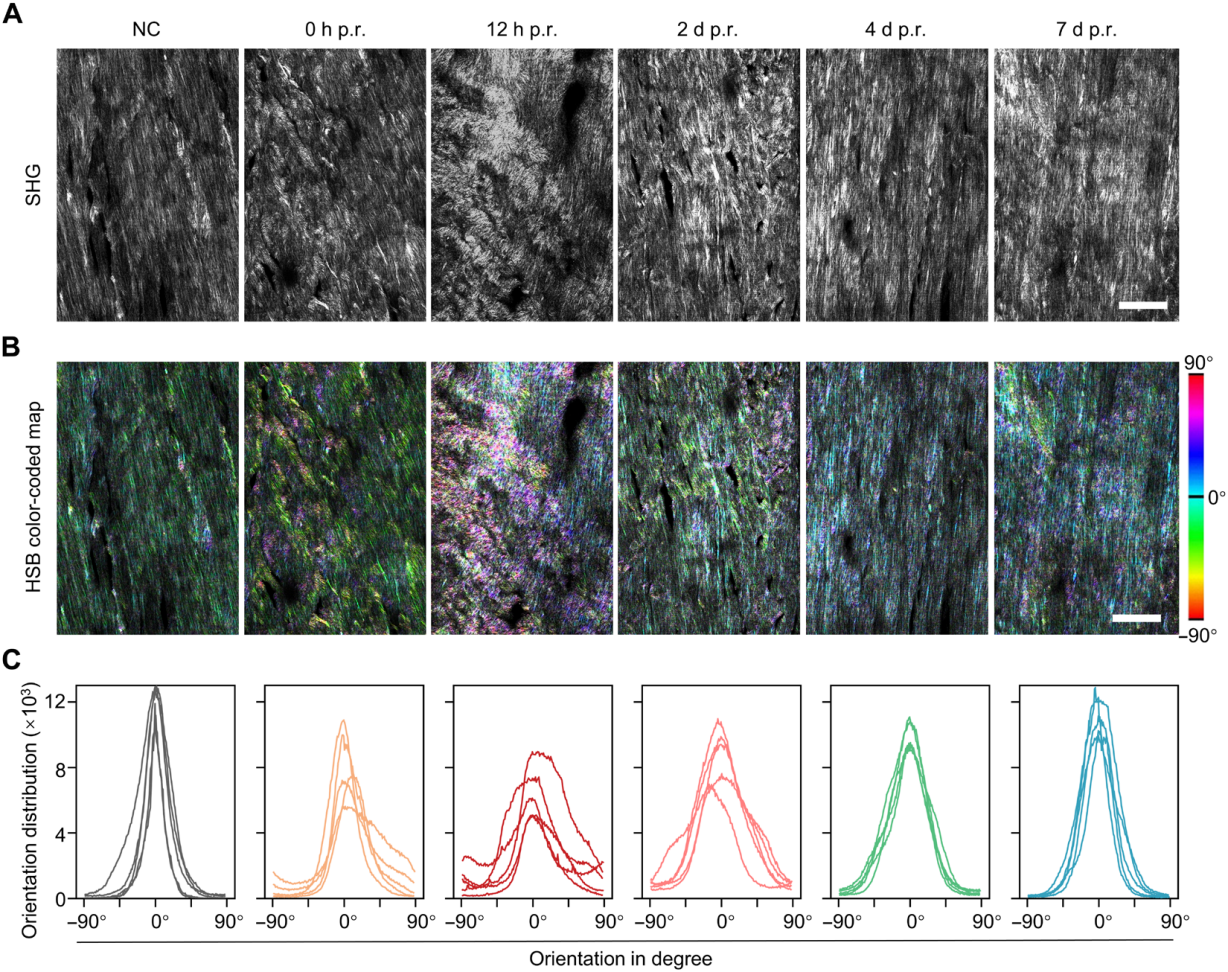
Collagen fiber disorganization in the post-run rat Achilles tendons. (**A** and **B**) Representative micrographs of the cryosections of the Achilles tendons from the one-time treadmill study acquired with SHG microscopy (A) and their HSB color-coded maps for visualization of fiber orientation (B) (Hue: local orientation; Saturation: coherency; Brightness: original image). (**C**) Distribution density plots counting the total number of pixels with a defined orientation (1-degree resolution) within each of the five microscopic views randomly acquired for each group. Additional images are in fig. S9. Scale bar, 100 μm.

### Morphological changes of Achilles tenocytes with elevated MMP and α-SMA expressions during post-run resting

We carefully examined the histological and cellular features of the Achilles tendons at each time point. Through hematoxylin and eosin (H&E) stain and 4′,6-diamidino-2-phenylindole (DAPI) staining, we noted that the cell nuclei in Achilles tendons changed from the elongated morphology for the control group to a more circular shape beginning at 0 hours p.r.; this change became most evident at 12 hours p.r. (Fig. 3A and fig. S10). Immunofluorescence against tenomodulin (TNMD) (*46*) confirmed the tenocyte identity of these cells with rounded nuclei (fig. S11). According to quantitative image analysis, the percentage of rounded nuclei increased progressively in the order of the control group, the 0 hours p.r. group, and 12 hours p.r. group (chi-square test, χ^2^ < 0.0001) (Fig. 3B). After 2 to 7 days of rest, most nuclei gradually restored the elongated shape similar to the control group (Fig. 3A and fig. S12). Moreover, the merged fluorescence images revealed that the emerging MMP1, MMP9, and MMP13 peaked at 12 hours p.r. (figs. S10 and S12) and seemed to be mostly located adjacent to the cells with rounded nuclei (Fig. 3C). Furthermore, as a marker of activated fibroblasts, the tenocytes’ α-smooth muscle actin (α-SMA) expression increased markedly, starting from 0 hours p.r., remaining elevated at 12 hours p.r., and becoming barely detectable by day 7, as revealed by our immunofluorescence stain (Fig. 3, D and E, and fig. S13). We also noted elevated CHP fluorescence intensity in close proximity to the activated tenocytes with a high α-SMA expression at 12 hours p.r. (Fig. 3F and fig. S14).

**Fig. 3.**
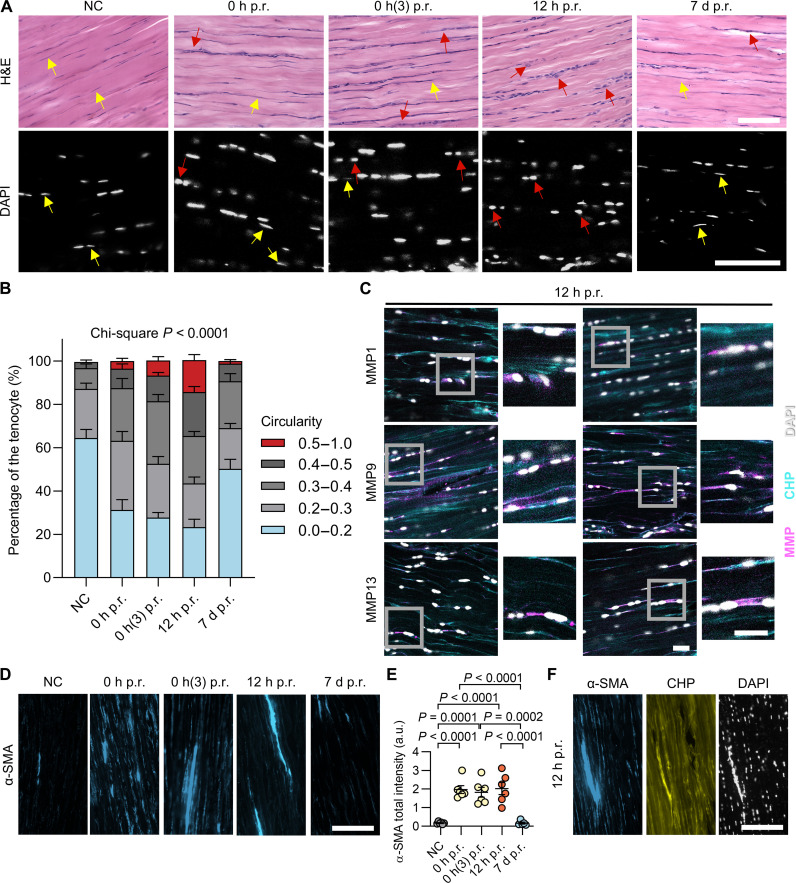
Achilles tenocytes undergo morphological changes and express MMPs and α-SMA during post-run resting. (**A**) Micrographs showing the H&E and DAPI staining of the Achilles tendon cryosections from the one-time treadmill running groups (yellow arrows: elongated nuclei, red arrows: round nuclei). (**B**) Percentage of the tenocytes with various nuclei circularities quantified from the confocal images of the DAPI staining of 12 Achilles tendon slides for each group (two fields of view per slide, *P* < 0.0001, chi-squared test). (**C**) Representative confocal scanning images of the Achilles tendon cryosections collected at 12 hours p.r., stained with DAPI, Cy5-CHP, and anti-MMP antibodies. (**D** and **E**) Immunostaining of α-SMA (D) and quantitative analysis (E) of the cryosections of the Achilles tendons from each group of the one-time treadmill experiment. Representative whole-section scans are shown in fig. S13. (**F**) Representative fluorescence images of the cryosections of the Achilles tendons from the 12-hour p.r. group, stained with DAPI, Cy5-CHP, and an anti–α-SMA antibody. The images represent similar results from at least five rats within each group [(A), (C), (D), and (F)]. Scale bars, 75 μm [(A), (D), and (F)] and 25 μm (C). Data were expressed as mean and standard error of the mean [(B) and (E)]; statistical analysis: one-way ANOVA and Tukey (E).

### Altered gene expressions in the post-run Achilles tendons

To profile the in vivo biological responses of the Achilles tendons to running, we conducted RNA sequencing (RNA-seq) using the Achilles tendon tissues collected from the rats at rest (naïve control, NC) or immediately following 1-hour treadmill running (0 hours p.r.). Compared to the NC group, we found 358 up-regulated and 281 down-regulated protein-coding genes in the post-run Achilles tendons (fold change ≥ 2; adjust *P* value < 0.05) (Fig. 4, A and B). In terms of extracellular matrix (ECM) remodeling, we noted that the *Mmp13* gene expression was moderately up-regulated following running, although this change did not appear statistically significant within the whole transcriptome (fold change = 3.66, *P* value = 0.025, adjust *P* value = 0.15; Fig. 4B). Besides, the endogenous MMP-inhibitor *Timp1* was also up-regulated after running (Fig. 4B). Moreover, aggrecan gene *Acan* and proteoglycan-degrading aggrecanases *Adamts1* and *Adamts4* were up-regulated (Fig. 4B), suggesting proteoglycan turnover (Fig. 4B). In addition, *Il6*, a cytokine that can induce MMP production and matrix degradation (*47*, *48*), was notably up-regulated in the 0-hour p.r. tendons (fold change = 212.56, adjust *P* value = 1.86 × 10^−29^) (Fig. 4B). Besides ECM remodeling, treadmill running resulted in up-regulation of genes associated with inflammatory responses, such as interleukins (*Il6* and *Il1b*), chemokines (*Cxcl1*, *Cxcl2*, *Ccl2*, *Ccl7*, and *Ccl17*), and factors of the nitric oxide (NO) and prostaglandins (PGs) synthesis pathway (*Nos1*, *Ptgs2*, and *Alox12*) (Fig. 4B). Our positive immunofluorescence against IL-6 within the tendon cryosections further supported these RNA-seq findings (fig. S15). Gene Ontology (GO) enrichment analysis indicated that a series of biological processes were enriched in the tendons after running, including responses to hypoxia and mechanical stimulus, inflammatory cell migration and chemotaxis, connective tissue development, and ossification (Fig. 4C and table S3).

**Fig. 4.**
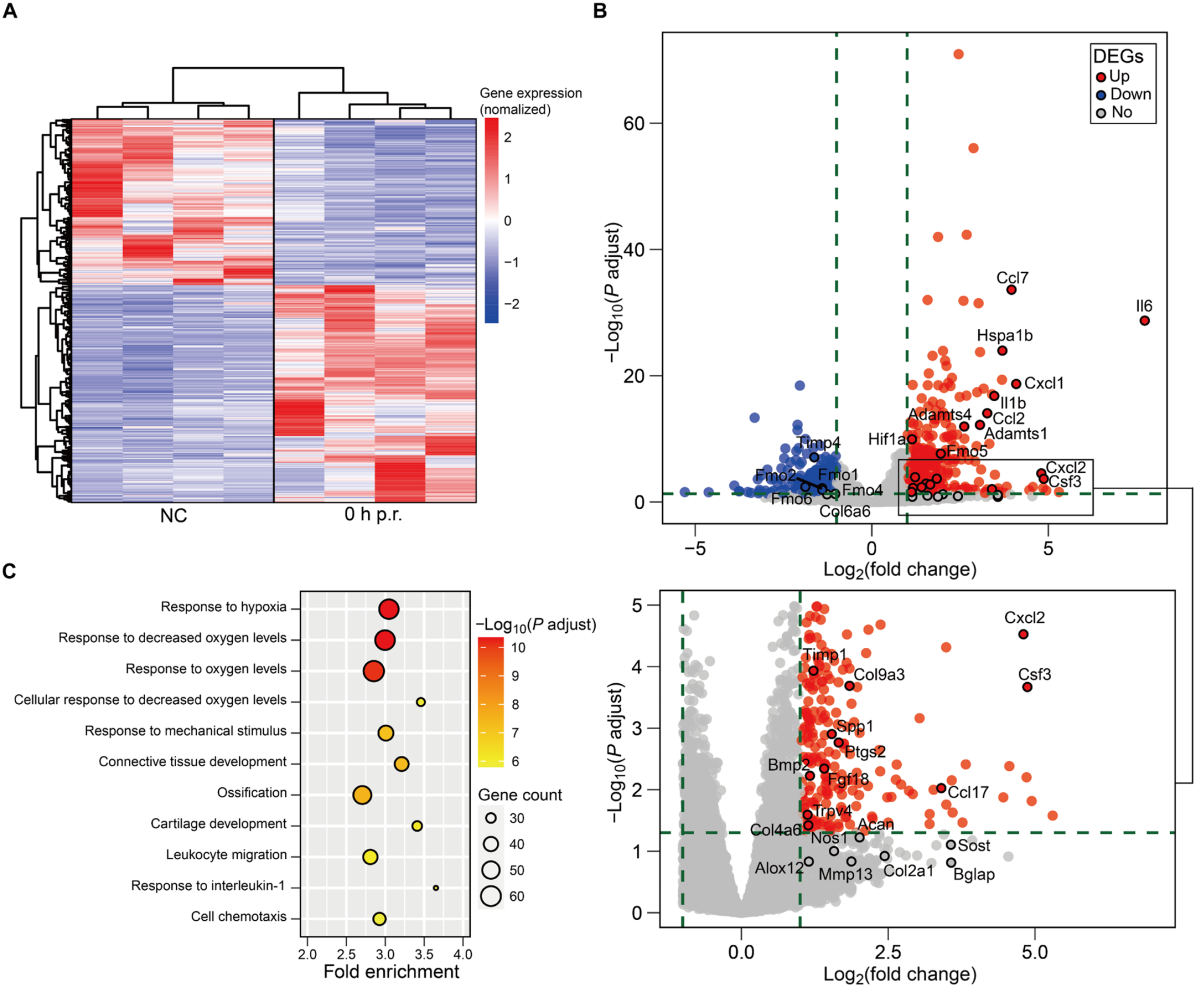
RNA-seq analysis of the tendons from the NC and 0-hour p.r. rats. (**A**) Heatmap of all differentiated expressed genes (DEGs) for the Achilles tendons in the NC and 0-hour p.r. rats. (**B**) Volcano plot of the differentially expressed genes (0 hour p.r. versus NC; fold change ≥ 2; adjust *P* value < 0.05). Significantly up-regulated genes are represented in red. Significantly down-regulated genes are in blue. Nonsignificant genes are in gray. Green vertical dotted lines highlight log fold changes of −1 and 1, whereas the green horizontal dotted line represents −log_10_(adjust *P* value) of 1.30. (**C**) Gene Ontology enrichment analysis revealed that 1 hour of running resulted in the rapid enrichment of key biological processes in the rat Achilles tendons, such as response to hypoxia and mechanical stimulus, inflammation, connective tissue development, and ossification.

We further conducted RNA-seq using the 12-hour p.r. Achilles tendons. 

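The right Achilles tendons of 4 rats killed 12 hours after a 1-hour treadmill run (12 hours p.r.) and of 4 caged control rats killed at the same time (NC) were sequenced as stranded polyadenylate mRNA libraries. The authors aligned the reads to the rat genome Rnor_6.0 with Hisat2 2.1.0, counted them on Ensembl genes with featureCounts 1.6.3 and deposited counts without normalization, with 1 library per rat, in which 21046 genes had at least 1 read. The reads counted on genes totaled 7584345, 7350509, 9334370, and 10648648 in the 12 hours p.r. rats (median, 8459358) and 12951397, 8385779, 12724796, and 11008949 in the NC rats (median, 11866872). The median of the running group was therefore 0.713 times that of the NC group. The 10 genes with the most reads took between 14.5 and 18.8% of the counts of each rat. Genes with low counts were removed with the filterByExpr function of edgeR 4.0.16, which kept 13937 genes, 13323 of them protein-coding. The counts were then scaled by TMM (trimmed mean of M values) factors and tested between the groups with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes kept. Expression of single genes is given as CPM, read counts scaled by these factors and the library size. The choices with the most room to change the gene numbers were the test, since the authors used the Wald test of DESeq2, and the thresholds on fold change and adjusted p value.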

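With a fold change of at least 2 and an adjusted p value under 0.05, 0 protein-coding genes were higher and 0 were lower at 12 hours p.r. than in the NC group by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p value under 0.05 and any fold change, 1326 genes differed, 1265 of them protein-coding, where 697 of the genes tested would do so by chance. The unadjusted p value together with the fold change of at least 2 moved the numbers most, to 60 protein-coding genes higher and 73 lower at 12 hours p.r. The Wald test of DESeq2, with the thresholds that the paper states, called 12 protein-coding genes higher and 15 lower. The authors' deposited comparison held 12 higher and 16 lower at those thresholds. It held the paper's numbers, 51 and 42, at an adjusted p value under 0.05 and any fold change. A single gene, *Enc1* (ENSRNOG00000016541), had an edgeR adjusted p value under 0.05, and it is named because of that value. Its expression was 34.7 ± 2.04 CPM (SD, n = 4 rats) at 12 hours p.r. and 68.5 ± 7.13 CPM (SD, n = 4) in the NC group. This was a log2 fold change of −0.98 (standard error 0.10, edgeR adjusted p = 0.0379), so its change was under the fold change threshold. Every 12 hours p.r. rat was below every NC rat (2-sided exact permutation test, p = 0.0286, the smallest p that 4 rats against 4 allow). The adjusted p value of the next gene was 0.118.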

Compared to the NC group, we only found 51 up-regulated and 42 down-regulated protein-coding genes, suggesting that gene transcription was returning to normal in the rats’ Achilles tendons after 12 hours (fig. S16A versus Fig. 4B). 

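The genes that table S3 lists for 3 processes enriched at 0 hours p.r. were followed to 12 hours p.r. as fixed lists. Each list was compared with all other genes tested by camera, a competitive gene set test of limma 3.58.1, on log2 CPM with an inter-gene correlation of 0.01. Of the 42 symbols listed for the response to mechanical stimulus, 34 had enough counts, and their median log2 fold change at 12 hours p.r. against the NC group was −0.05 (camera p value of 0.298). The 39 symbols of connective tissue development gave 30 genes with a median of 0.09 (camera p value of 0.896), and the sign of this median changed to −0.14 when the filter on low counts was dropped. For ossification, 40 of 52 symbols were tested, with a median of −0.18 (camera p value of 0.0567). With the inter-gene correlation estimated from these 8 rats, the camera p value of the ossification list was 0.319, the alternative that moved it most among those that kept all the rats. With 1 rat left out, the camera p value of this list was under 0.05 with a median below 0 in 6 of the 8 fits, the lowest being 0.00777 without NC replicate 4. Without NC replicate 3, which had the highest expression of cartilage and bone genes, its median was 0.10 (camera p value of 0.739). None of the 3 lists had a camera p value under 0.05 with all 8 rats in the test. Of the 35 splits of the 8 rats into 4 and 4, the real one included, 19 gave the ossification list a camera p value as small. Small camera p values of this list therefore say little about the run. Table S3 does not print the direction of its genes, so changes up and down within a list can cancel in this signed test. A list of genes for the response to hypoxia was not analysed here. *Hif1a* (ENSRNOG00000008292), which encodes a hypoxia-inducible transcription factor, had a log2 fold change of 0.17 (standard error 0.17, edgeR adjusted p = 0.772). The RNA of this single gene does not measure the response to hypoxia.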

Meanwhile, biological processes, such as responses to hypoxia or mechanical stimulus were no longer significantly enriched (fig. S16B and table S4). 

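The text names 25 genes as changed at 0 hours p.r., and 18 of them had enough counts to be tested at 12 hours p.r. Of the 14 tested genes that the paper names as up-regulated, 10 were higher and 4 lower than in the NC group, and all 4 that it names as down-regulated were lower. In all, 0 passed both thresholds over all genes tested, while 3 had an unadjusted p value under 0.05. The same 3 genes, *Ccl2*, *Ccl7*, and *Fmo2*, had an adjusted p value under 0.05 and a fold change of at least 2 when the Benjamini-Hochberg adjustment covered only the genes on this list. *Fmo2* (ENSRNOG00000003510), one of several flavin-containing monooxygenase genes, was at 13.3 ± 5.46 CPM (SD, n = 4 rats) at 12 hours p.r. and 29.4 ± 9.65 CPM (SD, n = 4) in the NC group. Its log2 fold change was −1.14 (standard error 0.32, edgeR adjusted p = 0.432), and 1 running rat, at 20.8 CPM, was above 1 NC rat, at 19.0 CPM. The mechanosensitive channel gene *Trpv4* (ENSRNOG00000001195) was at 12.9 ± 5.68 CPM (SD, n = 4) after running and 9.07 ± 2.36 CPM (SD, n = 4) in the NC group, where replicate 3 lay apart from the other NC rats at 12.6 CPM. The log2 fold change of *Trpv4* was 0.50 (standard error 0.31, edgeR adjusted p = 0.648). With each rat left out in turn it ran from 0.21, without 12 hours p.r. replicate 2, to 0.71, without NC replicate 3. Among the cartilage and ossification genes, *Bmp2* had a log2 fold change of −0.39 (standard error 0.32, edgeR adjusted p = 0.728). This value ran from −0.74, without 12 hours p.r. replicate 2, to −0.17, without 12 hours p.r. replicate 3, in the fits without 1 rat. *Bglap* was removed by the filter, since it was at 148 CPM in 12 hours p.r. replicate 1, 300.0 CPM in NC replicate 3, and at most 0.790 CPM in the other rats.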

Overall, our data reflected a range of rapidly changing mechanobiological responses in the post-run Achilles tendon (Fig. 4 and fig. S16).

### Accumulation of collagen denaturation in Achilles tendons during long-term running

To understand the effect of prolonged fatigue on collagen denaturation in the Achilles tendon, we conducted a long-term running experiment, in which SD rats ran for 1 hour 5 days per week for 4 or 12 weeks (4 w r. and 12 w r.; Fig. 5A and table S5) (*37*). Afterward, we characterized the collagen structures at different scales and the MMP expressions of the Achilles tendons. Histologically, unlike the Achilles tendons from the nonrunning controls, whose collagen fibers were straightly aligned with narrow-shaped tenocytes in between, the fibers of the tendons from the 4- and 12-week running groups had an undulated morphology populated with rounded cell nuclei (Fig. 5B). Scanning electron microscope (SEM) imaging revealed that the collagen fibers of the tendons from the 12-week running group were disorganized, whereas the disruption to the fiber structural integrity was more recognizable for the 12-week running group (Fig. 5C).

**Fig. 5.**
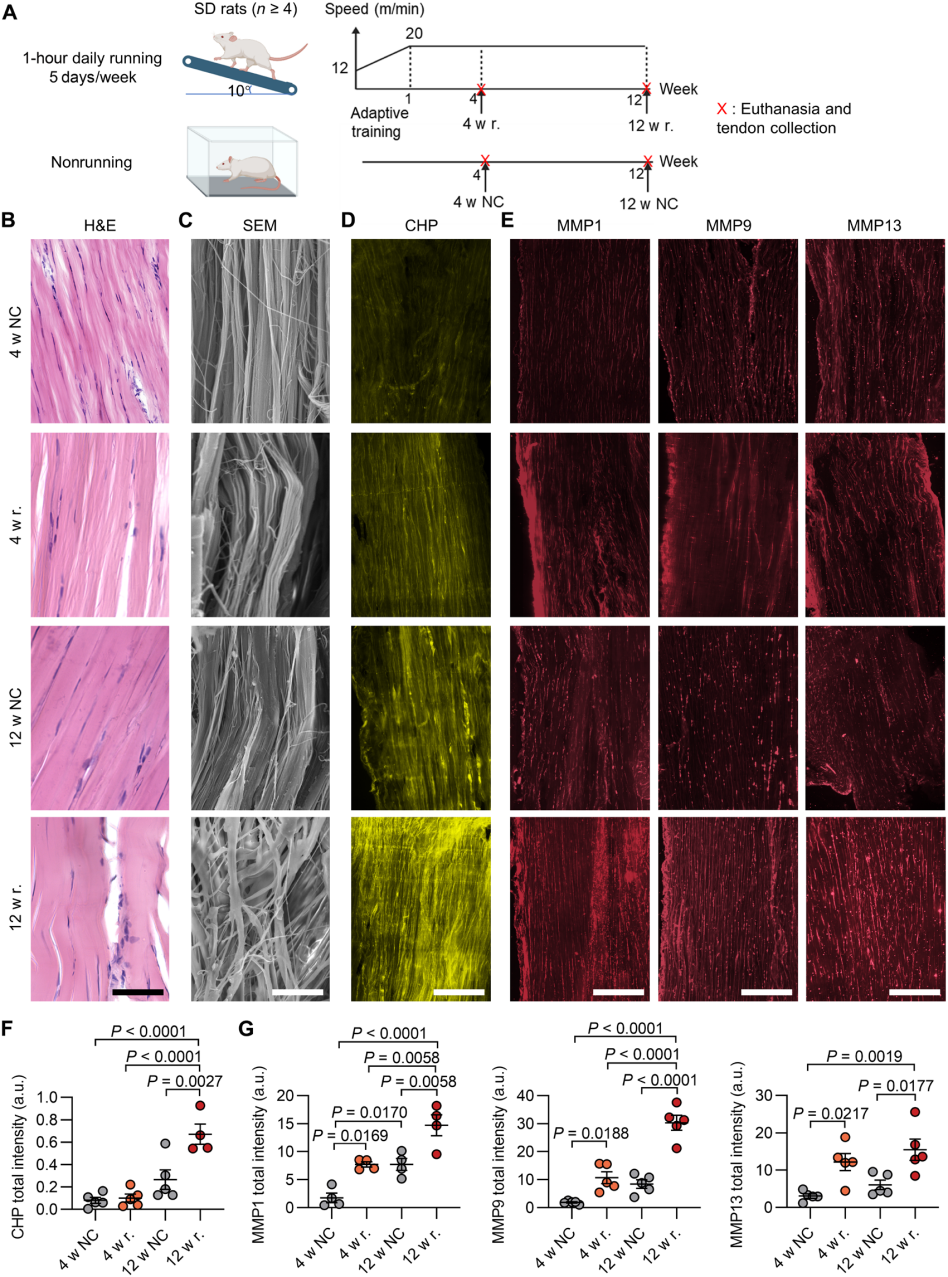
Accumulation of collagen denaturation in the rat Achilles tendons during long-term running. (**A**) Schematic of the long-term treadmill experiment. After running for 4 or 12 weeks, the rats from the running groups (4 w r. and 12 w r.) were euthanized, and the Achilles tendons were collected. Rats in the control group maintained normal activity in cages throughout the study (4 w NC and 12 w NC). To minimize the immediate effects of running, all rats were euthanized at the same time 24 hours after the running group finished the last 1-hour running session. (**B** to **E**) Micrographs of the H&E staining (B), SEM (C), Cy5-CHP staining (D), and the MMP1, MMP9, and MMP13 immunofluorescence (E) of the cryosections of the Achilles tendons obtained from each group of the long-term treadmill experiment. Representative whole-section scans are shown in fig. S17. (**F** and **G**) Quantified total Cy5-CHP (F) as well as MMP1, MMP9, and MMP13 (G) fluorescence intensities from the whole-section scans of the rats’ Achilles tendons collected from the control and long-term running groups. The images represent similar results from at least four rats within each group [(B) to (E)]. Scale bars, 75 μm [(B), (D), and (E)] and 8 μm (C). Data were expressed by mean ± standard error of the mean; statistical analysis: one-way ANOVA and Tukey [(F) and (G)]. Panel (A) was created with BioRender.com.

The variation in CHP fluorescence intensity from the cryosection staining was barely discernable between individual tendons from the running and resting groups at week 4 (Fig. 5, D and F). However, the difference in CHP fluorescence became substantial between the running and resting groups at week 12 (Fig. 5, D and F, and fig. S17A). The average total CHP fluorescence intensity of the tendon sections from the 12-week running group was over sixfold that of the 4-week running group (Fig. 5, D and F). Meanwhile, the sequence-scrambled control peptide showed no binding to any slides, confirming that the CHP binding is specifically due to the triple-helix hybridization (fig. S5B). In addition, the expressions of MMP1, MMP9, and MMP13 were elevated after 4 weeks of running, while the expression of MMP1 and MMP9 continued to rise after 12 weeks of running (Fig. 5, E and G, and fig. S17B). These results suggested that extensive overuse over a prolonged period can result in elevated expression of collagen degrading factors in Achilles tendons, leading to constant remodeling with the accumulation of denatured collagen molecules within the disrupted matrix fibers.

### Probing collagen denaturation in vivo in a mouse model of collagenase-induced Achilles tendon injury

To in vivo detect collagen denaturation in animal models that mimic the pathology of tendinopathy, we produced a mouse model with an injured Achilles tendon through three daily subcutaneous injections of collagenase to the left ankles of a group of C57BL/6 mice (Fig. 6A) (*49*); meanwhile, phosphate-buffered saline (PBS) was injected into their right ankles for comparison. After 30 days, the collagenase-treated Achilles tendons displayed clear histopathological characteristics of tendinopathy, such as clusters of round cell nuclei (Fig. 6B), disorganized collagen fibers with randomly aligned thin fibers (Fig. 6B), and minor changes in collagen composition (Fig. 6, C and D) (*50*). We injected an equal amount of Cy5-CHP subcutaneously into the peritendinous tissues of the left and right Achilles tendons of these mice in vivo. The fluorescence intensity from the Achilles tendon area of the collagenase-injected ankles was about twice that of the control side 2 hours post-CHP injection (Fig. 6E and also see fig. S18 for negative results from our sequence-scrambled control peptide). Also, the in situ fluorescence from the cryosections of the tendons dissected from the in vivo experiments showed strong CHP binding to the lesion throughout the depth of the whole tendon (Fig. 6F). Moreover, the trypsin-hydroxyproline test showed that the content of the trypsin-digestible denatured collagen in the collagenase-injected side was approximately twice that of the control side (Fig. 6G). Similarly, in a rat model of collagenase-induced Achilles tendon injury (*51*), we confirmed that the in vivo uptake of CHP in the collagenase-injected Achilles tendons was considerably greater than normal (fig. S19 and movie S2). Together, these findings demonstrated that CHP can successfully target the Achilles tendon’s denatured collagen in vivo, which may be a key molecular signature of the tendon matrix in the Achilles tendinopathy mimicking animal models.

**Fig. 6.**
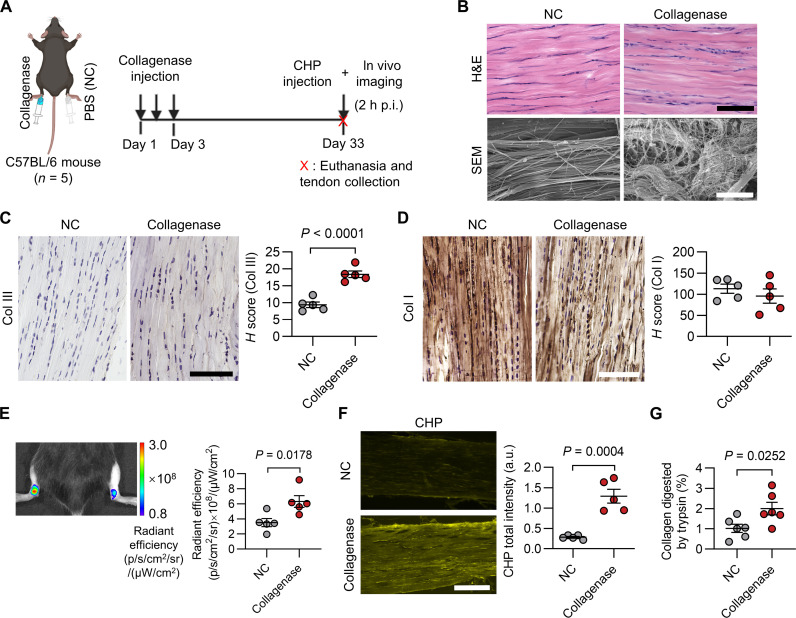
Probing collagen denaturation in the mouse model of collagenase-induced Achilles tendon injury through in vivo triple-helix hybridization. (**A**) Study timeline and schematic of the collagenase-induced Achilles tendon injury in the mice’s left ankles. (p.i.: post-injection). (**B**) H&E histology and SEM images of the model mice’s normal and diseased Achilles tendons. (**C** and **D**) Representative images and quantitative analysis of the cryosections of the model mice’s normal and diseased Achilles tendons, immunostained against type III (C) and I collagens (D). (**E**) In vivo fluorescence images and quantitative analysis of the collagenase-injured mouse model 2 hours after a subcutaneous and peritendinous injection of 0.04 nmol of Cy5-CHP to each ankle. (**F**) Fluorescence images and quantitative analysis of the Achilles tendon cryosections collected from the mice subcutaneously injected with Cy5-CHP in vivo. (**G**) Denatured collagen contents of both Achilles tendons from the mouse model mice measured by the trypsin-hydroxyproline test. The images are representative of similar results from five mice within each group [(B) to (F)]. Scale bars, 75 μm [(B): H&E, (C) and (D)], 8 μm [(B: SEM)], and 250 μm (F). Data were expressed by means ± standard error of the mean; statistical analysis: *t* test [(C) to (G)]. Panel (A) was created with BioRender.com.

### In vivo MRI of the collagenase-injured Achilles tendon

MR is the predominant clinical imaging tool for diagnosing diseases and injuries in the musculoskeletal system. However, it usually fails to detect Achilles tendinopathy early due to the lack of signals from the tendons (*42*–*44*). Toward the goal of visualizing Achilles tendinopathy by MRI, we synthesized a fluorescent MR contrast agent, namely, Gd*_n_*-Cy5-CHP, and its sequence-scrambled control probe Gd_*n*_-Cy5-^S^CHP, both with eight 1,4,7,10-tetraazacyclododecane-1,4,7,10-tetraacetic acid (DOTA) moieties for gadolinium (Gd) labeling (fig. S20A). Our final Gd_*n*_-Cy5-CHP product exhibited a relaxivity value nearly eightfold that of the clinical MR contrast agent Magnevist [gadopentetic acid (Gd-DTPA), T1 relaxivity per mM probe: 35.22 mM^−1^ s^−1^ versus 4.17 mM^−1^ s^−1^; fig. S20B]. In vitro MR imaging of heat-denatured Achilles tendons showed strong signals for the Gd_*n*_-Cy5-CHP–treated samples but not the ones incubated with Gd_*n*_-Cy5-^S^CHP, confirming the triple-helix–based specific binding of Gd_*n*_-Cy5-CHP to denatured collagen (fig. S20C). Next, we tested the probes in our mouse models of the collagenase-injured Achilles tendon by MRI (Fig. 7A). Gd_*n*_-Cy5-CHP was subcutaneously injected into the peri-Achilles tendon areas of each mouse’s two ankles for T1-weighted scanning. Before probe injection, both ankles of each mouse were prescanned with T2WI and T1WI. As expected, conventional sagittal scans with a T2W sequence showed neither enhanced signals nor marked thickening of the collagenase-injected Achilles tendons, failing to indicate the lesion (fig. S21A). Similarly, the T1WI prescans of the normal and collagenase-injected ankles showed no difference in signal (Fig. 7, B and C). In contrast, 6-hour post-probe injection, compared to the prescans, enhanced and heterogeneous signals could be observed in the diseased but not the normal Achilles tendons (Fig. 7, B and C). Meanwhile, the T1WI signals in the Achilles tendons from the collagenase-injected ankles were barely enhanced from the precontrast with Gd_*n*_-Cy5-^S^CHP (Fig. 7C, pseudo-color), suggesting that the enhanced signals in the Gd_*n*_-Cy5-CHP images were mostly due to the triple-helix hybridization of CHP with the denatured collagen in the diseased tendons. Quantitatively, the T1WI signals averaged from the regions of interest within the Achilles tendons (illustrated in fig. S21, B and C) were almost all doubled for each diseased tendon after Gd_*n*_-Cy5-CHP injection (Fig. 7E), whereas the T1WI signals remained unchanged for the normal Achilles tendons after Gd_*n*_-Cy5-CHP injection (Fig. 7D) and the diseased tendons after Gd_*n*_-Cy5-^S^CHP injection (Fig. 7F). Last, in addition to conventional histopathology (fig. S21D), we harvested these tendons following the in vivo MR scans and performed three-dimensional (3D) light sheet fluorescence microscopy imaging (Fig. 7G and movie S3), which showed strong but heterogeneously distributed Cy5 fluorescence intensity almost comparable to the T1WI signals from their individual in vivo MR images (Fig. 7C, pseudo-color). Together, we showcased the visualization of the collagenase-injured Achilles tendon in vivo via MRI by using a CHP-based MR probe targeting the denatured collagen.

**Fig. 7.**
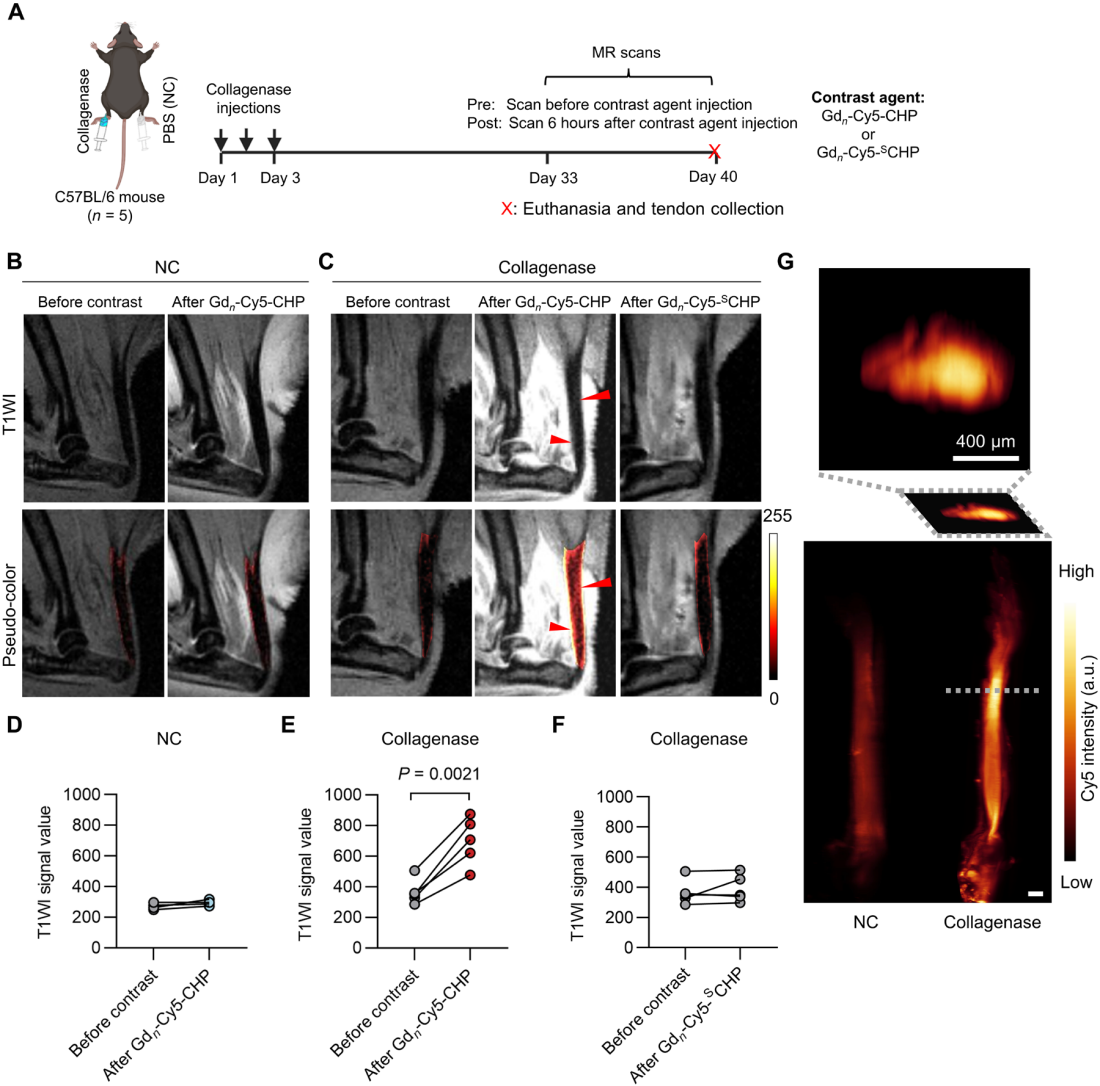
In vivo MR imaging of collagenase-induced Achilles tendon injury using Gd_*n*_-Cy5-CHP. (**A**) Study timeline, schematic of the mouse model, and the MR scan process. (**B** and **C**) Representative in vivo T1WI images (with and without pseudo-coloring within the Achilles tendons) of the normal (B) and collagenase-injured (C) ankles from the same mouse imaged on a 9.4-T MR scanner. The mice were live scanned before and 6 hours after peritendinous injection of 50 nmol of Gd_*n*_-Cy5-CHP or Gd_*n*_-Cy5-^S^CHP. The images were representative of results from five mice. (Red arrowheads: regions with notable enhancement). (**D**) Quantitative analysis of the in vivo T1W signals of the normal Achilles tendon before and after injection of Gd_*n*_-Cy5-CHP. (**E** and **F**) Quantitative analysis of the in vivo T1W signals from the Achilles tendons with collagenase-induced injury before and after injection of Gd_*n*_-Cy5-CHP (E) or Gd_*n*_-Cy5-^S^CHP (F). (**G**) Light-sheet fluorescence microscopy images of the Gd_*n*_-Cy5-CHP bound Achilles tendons collected from the model mice following in vivo MRI (top: cross-section view, bottom: 3D view). Differences in the T1W signal were compared using the paired *t* tests. Scale bars, 400 μm (G). Panel (A) was created with BioRender.com.

## DISCUSSION

Using the collagen-hybridizing techniques, which enabled direct interrogation of the molecular structure of collagen (*5*), extensive in vitro studies have shown that mechanical loading can denature collagen molecules (*5*, *9*–*12*, *14*, *52*). These studies provided great insights into the structure-property relationship of tendons at the molecular level. A fraction of them demonstrated that cyclic loading of tendons of low tensile strength and modulus (e.g., mouse Achilles tendon) in vitro produces collagen fiber disorganization but minimal molecular denaturation (*9*, *10*, *53*). Gains *et al.* (*32*) detected denatured collagen molecules in the Achilles tendons of anesthetized rats overloaded in vivo (10,000 cycles at 3 Hz) but did not examine the underlying factors. Here, we ensured the rats ran continuously at a roughly steady speed on the treadmill (*37*, *54*), but no higher-than-normal collagen denaturation was detected in the Achilles tendons even after 3 hours of running (approximating 21,600 loading cycles at 2 Hz; Fig. 1). Our results provided strong support for the in vitro findings of Pedaprolu *et al.*(*53*), which suggested that tendinopathy may not be initiated by the mechanically induced collagen denaturation.

Our study suggests that the in vivo collagen denaturation of the post-run Achilles tendon is intricately involved in biological remodeling, probably as a mechanobiological mechanism to repair the physical microdamage to the tendon matrix (Figs. 1 to 3). Consistent with the previous fatigue loading findings from anesthetized rats’ patellar tendons in vivo (*33*, *35*, *36*) and mice’s Achilles tendons in vitro (*53*), we found that altered microstructures of the collagen fibers in exercised rat Achilles tendons immediately after running (Fig. 2 and fig. S9). Following 12 hours of rest, collagen denaturation became readily detectable in the tendon specimens (Fig. 1). Yet, this level of collagen denaturation is an order of magnitude lower than the ones found in the samples stretched to denature in vitro (fig. S3), also suggesting that the in vivo collagen denaturation is different from the unfolding caused by in vitro monotonical loading to failure. Collagen denaturation was noted in our in vivo study along with a series of cellular responses to mechanical stimuli, such as up-regulation of α-SMA, the rounded cell nuclei, and the expression of several MMPs (Figs. 1 to 3), which had been studied extensively in vitro and ex vivo (*15*, *17*–*23*). Most notably, the variation in MMP concentrations synchronizes with the degree of collagen denaturation throughout the recovery stages (Fig. 1 and figs. S4 and S8), where the CHP intensity is consistently proportional to the MMP immunofluorescence (Fig. 1J and fig. S8D). These results strongly suggested that collagen denaturation in a post-exercise Achilles tendon depends on protease-mediated collagen degradation and remodeling. Furthermore, after 4 to 7 days of rest, with the denatured collagen content decreasing to the minimal (Fig. 1, E and F, and fig. S8), the organized microstructure of collagen fibers was gradually restored to the morphology of exercise states (Fig. 2 and fig. S9). We speculate that mechanical loading during the exercise causes microdestruction to and/or relaxation of the collagen fibers (*32*, *33*, *35*, *36*, *53*), within which the load-stimulated tenocytes begin to degrade collagen molecules through factors such as MMPs, to remodel the collagen fibers and restore the tissue’s intact structure (Figs. 1 to 3) (*18*–*22*, *26*, *29*, *32*, *35*, *36*). It can thus be implied that even if the exercise is moderate and there is no mechanical unfolding of the collagen triple-helix, the collagen molecules may still be degraded and denatured during post-exercise repair and remodeling. Therefore, the denatured collagen in the Achilles tendon may be a common metabolic product of the tissue mechanobiology following exercises rather than a direct physical product of the mechanics (*9*, *53*). Meanwhile, we acknowledge the need for further investigation to demonstrate the causal effect of MMPs on collagen denaturation through MMP inhibition and conditional knockout strategies. These studies can help identify the key matrix proteases (possibly beyond what we detected here) that play a dominating role during post-run collagen remodeling in the Achilles tendon.

Our RNA-seq analysis revealed several aspects of Achilles tendon mechanobiology resulting from running. First, we found that the genes involved in cell responses to mechanical stimuli were rapidly up-regulated after running (Fig. 4C and table S3). For example, the *Trpv4* gene, a stretch-activated ion channel (Fig. 4B) (*55*), was up-regulated among other protein sensors and ion channels that may be important for tenocyte mechanotransduction in mechanically stimulated tissues for detecting, processing, and responding to the load signals. Second, genes related to reactive oxygen species production (*Fmo1*, *Fmo2*, *Fmo4*, and *Fmo6*) were down-regulated after running (Fig. 4B). This is consistent with previous reports by Eliasson *et al*. (*29*) on loaded, severed rat Achilles tendons, showing that genes related to oxidative stress were down-regulated by loading. Third, we noted that genes associated with cartilage development and ossification were also up-regulated (*Bmp2*, *Bglap*, *Sost*, and *Grem1*; Fig. 4B). This is in line with previous findings from a rat model of supraspinatus tendon overuse showing increased expressions of cartilage markers (*56*, *57*). Fourth, we found that the expression of *Mmp1*, *Mmp13*, *Timp1*, and several other genes (e.g., *Adamts1* and *Adamts4*) associated with ECM remodeling (Fig. 4B and fig. S16) started to increase immediately following running. Notably, the up-regulation of several matrix proteases and inhibitors was implicated in human tendinopathy including *Mmp2*, *Mmp9*, *Mmp14*, *Mmp13*, *Mmp19*, and *Timp1* (*58*). Together, our transcriptome data profile the tendons’ overall cellular reactions to continuous running, highlighting a primarily pro-inflammatory and remodeling response (Fig. 4C and table S3) that weakens after 12 hours (fig. S16). These findings put our collagen denaturing and cellular remodeling results (Figs. 1 to 3) into perspective and show implications for fatigue-induced Achilles tendinopathy. 

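Among the inflammatory genes, the chemokine gene *Ccl2* (ENSRNOG00000007159) was at 66.9 ± 38.0 CPM (SD, n = 4 rats) at 12 hours p.r. and 18.3 ± 4.83 CPM (SD, n = 4) in the NC group. This gave a log2 fold change of 1.87 (standard error 0.42, edgeR adjusted p = 0.385). One running rat, at 23.0 CPM, lay below the highest NC rat, at 25.1 CPM (2-sided exact permutation test, p = 0.0571). *Ccl7* (ENSRNOG00000000239) was at 15.1 ± 7.59 CPM (SD, n = 4) and 5.58 ± 1.56 CPM (SD, n = 4), a log2 fold change of 1.42 (standard error 0.36, edgeR adjusted p = 0.402), with every running rat above every NC rat. DESeq2's Wald test with Benjamini-Hochberg adjustment called both genes (adjusted p = 0.00293 for *Ccl2* and adjusted p = 0.0267 for *Ccl7*). With each rat left out in turn, the log2 fold change stayed between 1.51 and 2.15 for *Ccl2* and between 1.06 and 1.6 for *Ccl7*. The 2 genes belong to one chemokine family, and the paper's text does not state how reads that match several genes were counted. *Il1b* (ENSRNOG00000004649) and *Ptgs2* (ENSRNOG00000002525), shown per rat with 6 other genes in the plot of NC and 12 hours p.r. expression, had log2 fold changes of −0.05 (standard error 0.33) and 0.41 (standard error 0.45), each smaller than its standard error. *Il6* was below the filter, with 10 reads over the 8 rats. Of the remodeling genes, *Timp1* had a log2 fold change of 0.21 (standard error 0.34, edgeR adjusted p = 0.879), which fell to −0.04 without 12 hours p.r. replicate 2. NC replicate 2 held less *Timp1* than the other NC rats, at 67.3 CPM. *Adamts1* and *Adamts4* had log2 fold changes of −0.30 (standard error 0.20) and 0.37 (standard error 0.20), with edgeR adjusted p values of 0.674 and 0.589. The paper compares the number of differentially expressed genes at 12 hours p.r. with the number at 0 hours p.r. (fig. S16A and Fig. 4B), and from these numbers it proposes that transcription was returning to normal after 12 hours. As a separate observation it compares the enriched processes at both times (fig. S16B and Fig. 4C), and it describes the inflammatory and remodeling response as weakened by then. It also reports IL6 protein staining as raised at 0 hours p.r. and less so at 12 hours p.r. (fig. S15). The gene numbers at 12 hours p.r. hold in the authors' deposited comparison without the fold change threshold, and with it they are 12 and 16.

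**Figure D1:**
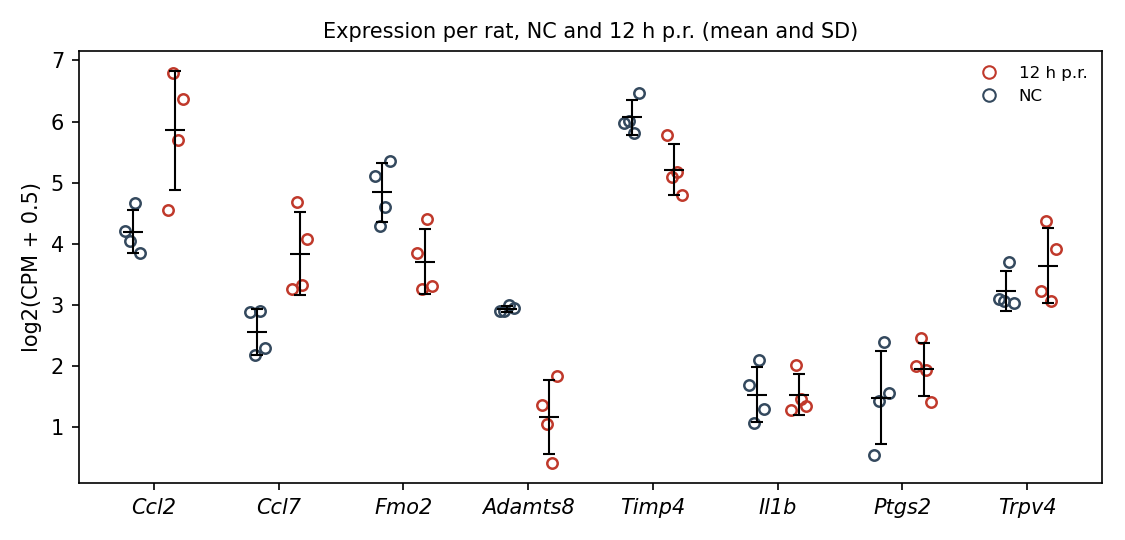
Expression of 8 genes named in the paper, as log2(CPM + 0.5), in 4 NC rats (dark circles) and 4 rats at 12 hours p.r. (red circles), with the mean (horizontal line) and SD (error bars) of each group. The groups do not overlap for *Ccl7*, *Adamts8*, and *Timp4*, and they overlap for *Ccl2*, *Fmo2*, *Il1b*, *Ptgs2*, and *Trpv4*.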

Our RNA-seq data and analyses of healthy tendons can serve as a useful reference for future investigations in tendon mechanobiology and sports medicine.

Fatigue loading and overuse are considered the major causes of Achilles tendinopathy (*1*, *12*), yet we are still far from understanding the actual mechanisms by which healthy tendon accumulates damage (*6*). In this work, we found that during 12 weeks of running, denatured collagen molecules accumulated in the rats’ Achilles tendons concomitantly with increasing MMP concentrations (Fig. 5). Eventually, the tissue manifested local pathological characteristics of tendinopathy (Fig. 5, B and C) (*37*). Our one-time running test suggested that the post-exercise collagen remodeling in tendons requires an appropriate (if not lengthy) recovery period to restore the organized collagen fiber morphology probably through MMP-mediated degradation and remodeling of collagen (Figs. 1 to 3); our long-term running experiment suggested that without enough rest, the repeated, incomplete remodeling can result in the accumulation of not only unrepaired, disorganized collagen fibers (Fig. 5, B and C) but also denatured collagen molecules probably from the ongoing collagenolytic process (Fig. 5). The buildup of disrupted fibers and denatured collagen molecules could both compromise the mechanical property of the tissue, making it prone to injury and degeneration (*54*, *59*). Our study examined the dynamics of collagen denaturation induced by active physical exercises in vivo, providing direct molecular evidence supporting the notion that chronic fatigue loading is responsible for the pathophysiology of Achilles tendinopathy.

Visualizing collagen structural disruption is a straightforward and effective approach for interrogating pathological changes in the Achilles tendons. New imaging biomarkers of tendon injury and disease are critically needed to better understand the clinical implications of altered tendon mechanobiology (*45*). Conventional analyses primarily focus on measuring proteases such as MMPs and a disintegrin and metalloproteinase with thrombospondin motifs (ADAMTSs), which cannot directly describe the structural damage within the tendon matrix (*38*, *60*, *61*). Moreover, the measurement itself usually requires destroying the tissue samples, which limits the clinical applications. Meanwhile, despite the versatile applications of MRI in musculoskeletal imaging (*62*), the Achilles tendon remains nearly invisible on conventional MRI: it has a very short echo time, which only provides extremely low signals (*63*). To visualize collagen damage in MRI, we developed a CHP-functionalized multilabeled contrast agent Gd_*n*_-Cy5-CHP and demonstrated in vivo MR imaging of Achilles tendon injury for the first time in a common collagenase-induced mouse model (Fig. 7) (*49*), showing superior results to conventional MRI and proving the concept that the damaged collagen can serve as a molecular marker for diagnostic tendon imaging. In the future, collagen probes with higher sensitivity and tissue-penetrating capacity need to be developed for early diagnosis and accurate monitoring of Achilles tendinopathy. Collagen hybridization can also be exploited to deliver therapeutics for site-specific and sustained treatment of tendinopathy (*49*). Meanwhile, CHP-based live imaging and histopathology can be used in animal models to validate emerging quantitative MR techniques, such as ultrashort echo time (UTE) MRI [e.g., UTE-T2* mapping and UTE-magnetization transfer (UTE-MT)], which reflects the structural change in tendon through measuring changes in matrix-bound water content (*42*, *64*). In combination, these techniques will establish a correlation between the level of collagen damage in tissue and the MRI signal characteristics, allowing for noninvasive monitoring of tendon overuse and early detection of not only Achilles tendinopathy but also a variety of musculoskeletal diseases and injuries.

## MATERIALS AND METHODS

### Animals

All animal experiments were approved by the animal ethics committee of the Fifth Affiliated Hospital of Sun Yat-sen University (00095) and carried out in accordance with the regulations of the committee. All mice and rats were purchased from specific pathogen–free Biotechnology (Beijing). The animals were kept in a temperature-controlled environment with a 12-hour light/12-hour dark cycle and free access to tap water and normal food pellets. Male SD rats (8 to 10 weeks old, weight 200 to 280 g) were used for the treadmill exercises. All animal studies were summarized in table S1.

#### One-time treadmill running

Thirty SD rats were randomly divided into five groups (*n* = 6): 0 hours p.r., 0 hours (3) p.r., 12 hours p.r., 7 days p.r., and the cage control group. Rats in the running groups ran for 1 hour on a treadmill (KW-PT, Nanjing Calvin Biotechnology) at a 10° incline at a speed of 20 m/min except for the 0-hour (3) p.r. group, in which the rats ran for 3 hours on the treadmill at the same speed. Before running, the rats were trained for 10 min at a progressively increasing speed from 12 to 20 m/min (*37*). The running behavior was prompted by airflow and a mild electric stimulus at the rear of each treadmill chamber (fig. S1B). Airflow was applied to all rats to urge running throughout the tests. To rats that stepped off of the belt, mild electric stimulation was applied at the rear end of the treadmill to make them return to running. At 0 hours (immediately), 12 hours, or 7 days p.r., the rats were euthanized, and their Achilles tendons were harvested (Fig. 1D and tables S1 and S2). Rats in the control group maintained normal activity without running throughout the duration of the study until they were euthanized at the same time as the 12-hour p.r. group. To better observe changes in the Achilles tendon during the rest phase after running, 16 SD rats were divided into four groups (*n* = 4): 12 hours p.r., 2 days p.r., 4 days p.r., and 7 days p.r.

#### Long-term treadmill running

Twenty animals were randomly divided into four groups (*n* = 5): the 4-week running group, 12-week running group, 4-week control group, and 12-week control group. Rats in the running group ran for 1 hour per day, 5 days per week, for 4 or 12 weeks on the treadmill with a 10° incline. During week 1, the duration and pace of running were gradually increased until the rats could run for 1 hour at 17 m/min (table S5). From week 2, the speed was set at 20 m/min (*37*). Rats in the cage control group maintained normal cage activity throughout the duration of the study. The rats of the running and control groups were euthanized after week 4 or 12, and their Achilles tendons were harvested (Fig. 5A). To minimize the immediate effects of running, all rats were euthanized at the same time 24 hours after the running group finished the last 1-hour running session.

#### Collagenase-induced Achilles tendon injury models

C57BL/6 mice (male, 8 to 10 weeks old, approximately 23 g in weight) were used for the collagenase-induced injury model. Type I collagenase (100 mg, 256 U/mg; C8140, Solarbio) was dissolved into 50 ml of TESCA buffer solution (pH = 7.4, G0150, Solarbio). Ten microliters of collagenase (about 5.3 U) was subcutaneously injected into the middle area of the mice’s left Achilles tendons with a microsyringe, and 10 μl of PBS was injected into the right Achilles tendon. The injections were repeated daily for 3 days, and the collagenase-induced injury model was developed 30 days after the last injection (*49*, *50*). The mice were injected with Cy5-CHP and imaged with an IVIS Spectrum imager (PerkinElmer Lumina III) 2-hours after injection on day 33. To exclude the difference among rodent species, six rats (male, 8 to 10 weeks old) with an average weight of 250 g were subcutaneously injected with 60 μl of collagenase I solution (about 30 U) in the left Achilles tendon every 2 days for a total of seven injections, and the collagenase-induced injury model was established at day 14 since the first injection. Meanwhile, 60 μl of PBS was injected into the right Achilles tendon of the same rats (*51*).

### In vitro tensile test

Twelve Achilles tendons were harvested from male SD rats (8 to 10 weeks old) and randomly divided into three groups. The tensile test was carried out using the BoseAT-3220 system (Bose, Electro Force Systems Group); each specimen was fixed to the clamps to ensure that the longitudinal axis of the specimens was in line with the axis of the pull-force arm. Before the test, a 0.03-N preload was applied to remove slack. Four samples were loaded to failure to determine the failure strain of the tendons at a rate of 0.05% of strain. One sample of Achilles tendon was excluded from the study because it ruptured where the claw grasped the muscle. Subsequently, eight Achilles tendon samples were divided into two groups to perform the tensile experiment at a strain rate of 0.05%/s to 20.4 and 27.3% strain (approximately 60 and 80% of the estimated failure strain). The force-displacement data were recorded.

### Peptide and probe synthesis and labeling

The CHP probes were synthesized, fluorescently labeled with sulfo-cyanine 5 (Cy5) and purified by high-performance liquid chromatography (HPLC) according to the previously reported methods (*65*, *66*). The purified peptide products were lyophilized and verified by a Shimadzu 8020 matrix-assisted laser desorption/ionization–time-off-light mass spectrometer. In this study, the Cy5-CHP used in all in vitro tissue staining experiments had a sequence of Cy5-Ahx-(GPO)_9_ (O: (2S,4R)-4-hydroxyproline, Ahx: aminohexanoic acid, MALDI-MS, calcd 3160.4 [M + Na]^+^, observed 3160.4 [M + Na]^+^); the Cy5-CHP used in all in vivo targeting experiments had a sequence of Cy5-Ahx-(GfO)_9_ (f: (2S,4S)-4-fluoroproline, MADLI-MS, calcd 3343.3 [M + Na]^+^, observed 3343.8 [M + Na]^+^). The (GfO)_9_ sequence was used due to its ability to stay as single strands at body temperature (*67*). The sequence of the noncollagen-hybridizing control peptide was Cy5-Ahx-OfGGOfGfGfOfOGOfGOOfGGOOffG (Cy5-Ahx-^S^CHP with a scrambled CHP sequence, MADLI-MS, calcd 3343.3 [M + Na]^+^, observed 3343.6 [M + Na]^+^).

The MR probe Gd_*n*_-Cy5-CHP (or Gd_*n*_-Cy5-^S^CHP) was prepared by synthesizing the Cy5-labeled sequence [NH_2_-(AhxK)_2_K]_2_KK(Cy5)-Ahx-(GfO)_9_ on resin before trifluoroacetic acid cleavage and HPLC purification (linear gradient: 5 to 35% acetonitrile in 30 min). The purified peptide precursor was conjugated to 40 equivalent p-SCN-Bn-DOTA (Macrocyclics, B-205) in dimethyl sulfoxide and purified by HPLC. The DOTA-conjugated peptide was mixed with excess GdCl_3_ (Aladdin) in a sodium acetate solution and purified by ultrafiltration [Vivaspin turbo 15 PES, molecular weight cutoff (MWCO): 3000, Sartorius] to obtain the final probe product Gd_*n*_-Cy5-CHP or the sequence-scrambled control probe Gd_*n*_-Cy5-^S^CHP.

### Histology and microscopy

All staining was performed on cryosections with a thickness of 8 μm. The sections were washed with PBS to remove the optimal cutting temperature (OCT) compound before staining. H&E staining was performed according to the manufacturer’s instructions (Phygene, PH0516).

#### Immunohistochemistry

Following blocking against endogenous peroxidases and nonspecific stains (MXB, KIT-9707, 10 min for each step) and washing, tendon sections were stained with an anti–collagen I (2 μg/ml; Abcam, ab34710) or anti–collagen III antibody (1 μg/ml; Boster, A00788-3) overnight at 4°C. After a thorough wash with PBS, each section was treated with a biotinylated goat anti–rabbit–immunoglobulin G (IgG) (10 min; MXB, KIT-9707) and a streptavidin–horseradish peroxidase conjugate (10 min; MXB, KIT-9707) before color development with 3′3-diaminobenzidine (MXB, DAB-0031). The H&E and immunohistochemistry (IHC) stains were imaged on an EVOS M7000 (Thermo Fisher Scientific) microscope using a 20× or 40× objective lens.

#### Immunofluorescence

Following blocking with 10% goat serum for 1 hour at room temperature, the tendon sections were stained with an anti-MMP1 (2 μg/ml; GeneTex, GTX100534), anti-MMP9 (2 μg/ml; Abcam, ab38898), anti-MMP13 (3 μg/ml; Proteintech, 18165-1-AP), anti–α-SMA antibody (1 μg/ml; Abcam, ab124964), anti-IL-6 antibody (2 μg/ml; Affinity, DF6087), or anti-TNMD antibody (2 μg/ml; Bioss, bs-7525R) overnight at 4°C. After a thorough wash with PBS, each section was treated with an Alexa Fluor 488–labeled goat anti–rabbit-IgG (4 μg/ml; GST, 4412S) for 1 hour at room temperature, followed by washing in PBS and DAPI staining (1:1000 dilution in PBS; Beyotime, C1002) for 20 min at room temperature. The images were scanned on the EVOS M7000 (light cubes: GFP and DAPI, 10× objective). The DAPI-stained cell nuclei were imaged by a confocal laser scanning microscopy (Zeiss LSM880) with a 60× objective.

#### CHP staining

Before staining, Cy5-CHP (5 μM in 2 ml of PBS) was heated to 80°C to dissociate the peptide into unfolded single strands and rapidly cooled down to room temperature on ice (1 min) (*5*) before being used to stain the sections overnight at 4°C. After PBS wash and DAPI staining, we performed the immunofluorescence staining after the CHP stain was complete. The slides were imaged with the EVOS M7000 (light cubes: Cy5 and DAPI, 10× objective).

The fluorescence and IHC images were analyzed using the ImageJ software (Fiji 2.14.0) by manually thresholding the images (detailed in the Supplementary Materials). The numbers of cell nuclei with different levels of circularity were quantitatively analyzed using the “Analyze Particle” function of ImageJ and counted from 12 fields of view for each group (Fig. 3B and fig. S12B) [Circularity: 4 × pi × (area/perimeter^2^), defined as the normalized ratio of the area to the perimeter with a circle having a value of 1 and a line having a value of 0].

#### Scanning electron microscope

The obtained Achilles tendon tissues were fixed overnight in a 4% (v/v) paraformaldehyde (PFA) solution. After washing with water for 1 hour, the samples were dehydrated using solutions with increasing concentrations of *t*-butanol (TB) with 15 min in each solution. The tendon tissues were fixed with a conductive adhesive (NEM-005, Nisshin EM) and sputter-coated with gold for imaging with SEM (high voltage: 10 kV, magnification: ×17,500; phenom pure, Thermo Fisher Scientific).

#### SHG microscopy

An upright laser-scanning multiphoton microscope (FVMPE-RS, Olympus) was used to perform SHG microscopy on the cryosections (8 μm thick) of Achilles tendons. To acquire the SHG signals from collagen, the slides were imaged with 860-nm excitation and detection in 420 to 441 nm. The disrupted fiber orientation in SHG images was quantitatively analyzed using the “OrientationJ” plug-in of the ImageJ software (Supplementary Materials).

### Trypsin-hydroxyproline testing

The trypsin-hydroxyproline test was performed according to a previously reported protocol (*5*). We extended the trypsinization to 2 days and added preservatives [1 mM iodoacetamide (Solarbio) and pepstatin A (10 μg/ml; Glpbio)] to the digestion buffer to ensure that the Achilles tendons were sufficiently digested. The trypsin-solubilized collagen (supernatant) and the remaining undigested tissues were separately hydrolyzed in hydrochloric acid at 110°C. The hydroxyproline content of each solution was measured by a hydroxyproline assay kit (Acmec, BC0250) according to the manufacturer’s instructions. The absorbance of the final solution was read in a 96-well plate at 560 nm using a microplate reader (BioTek, Synergy HTX). The percentage of denatured collagen solubilized from each sample was calculated by dividing the amount of hydroxyproline in the sample’s digestion solution by the total amount of hydroxyproline in both the undigested remaining and its digestion solution.

### RNA-seq and bioinformatic analysis

Rats in the running group were euthanized immediately (0 hours) or 12 hours after 1 hour of treadmill running. Fresh Achilles tendon tissues from the right legs of the running and control rats were immediately dissected and placed in RNALater (Beyotime) to prevent RNA degradation. The total RNA was extracted after the tissues were mechanically pulverized in TRIzol (Thermo Fisher Scientific). After verification of the RNA integrity by Qsep100 (BIOptic; RNA integrity number > 7.0), polyadenylate mRNAs were purified from total RNA using mRNA capture beads (Vazyme, N401). Then, the mRNA was reverse-transcribed to create a cDNA library. VAHTS Stranded mRNA-seq Library Prep Kit for Illumina V2 (Vazyme Biotech, NR612-02) was used for library preparation. RNA-seq was performed using the Illumina NovaSeq 6000 sequencer at Guangzhou Epibiotek. Reads were aligned to the rat Ensemble genome Rnor_6.0 using Hisat2 aligner (v2.1.0) under parameters: “--rna-strandness RF”. Read counts and gene length were calculated using featureCounts (v1.6.3). Normalization and differentially expressed genes (DEGs) analysis was conducted using DESeq2 v1.30.1. Genes were identified as differentially expressed with a fold change ≥ 2 and false discovery rate adjusted *P* value < 0.05. Gene expression heatmaps were generated using the ComplexHeatmap R package (*68*). We performed GO enrichment analysis for all differentially expressed genes, applying the R package clusterProfiler (v3.6.0) (*69*). To find enriched GO terms, an over-representation test based on the hypergeometric distribution of the GO terms was performed. The biological processes ontology term option was selected, and the *P* value of each pathway was calculated and adjusted using the Benjamin-Hochberg method.

### In vivo fluorescence imaging

After being anesthetized by isoflurane (2 to 3% mixed with air for mice, 3 to 5% for rats; R510-22, RWD Life Science), the animals were prepared for probe injection and imaging starting from skin depilation on both legs. Cy5-CHP (0.02 nmol/μl in PBS) was subcutaneously injected into the peritendinous tissue of the two Achilles tendons (5 μl per leg for rats and 2 μl per leg for mice). We performed fluorescence imaging on the mice 1 month after the peritendinous collagenase injections when a disease phenotype and histopathological feature mimicking human Achilles tendinopathy were developed (Fig. 6A) (*49*). The animals were imaged with an IVIS Spectrum imager (PerkinElmer Lumina III) 2 hours after injection under the following settings: excitation/emission wavelengths (Ex/Em): 620/670 nm, pixel: 4, exposure time: 1 s, visual field: D (for rats) and B (for mice). The total radiation efficiency of each Achilles tendon was quantitatively measured using the Living Image software (PerkinElmer) after circling the area of interest with the same size on each ankle.

### Light-sheet fluorescence microscopy

After subcutaneous injection of Gd_*n*_-Cy5-CHP and in vivo imaging, the Achilles tendons of the rats or mice were collected and cleared in the dark (*66*, *70*, *71*). After being fixed in 4% PFA at room temperature for 24 hours, the samples were washed with PBS for 30 min before decolorizing with Quadrol (25% v/v in water; Sigma-Aldrich, 122262) for 1 day. After being washed three times with PBS (1 hour each round), the samples were delipidated with TB (Sigma-Aldrich, 360538) [30, 50, and 70% (v/v) TB in water] and dehydrated with a TB–polyethylene glycol (PEG) solution made by 70% (v/v) TB, 27% (v/v) PEGMEMA500 (Sigma-Aldrich, 447943), and 3% (w/v) Quadrol for 2 days. Last, the samples were immersed in a clearing medium benzyl benzoate-PEG (BB-PEG) made by 75% (v/v) benzyl benzoate (Sigma-Aldrich, W213802), 22% (v/v) PEGMEMA500, and 3% (w/v) Quadrol for at least 1 day. The cleared Achilles tendon specimens were scanned unilaterally using a LaVision Biotec Ultramicroscope II equipped with an scientific complementary metal-oxide semiconductor camera and a 4× objective lens that was immersed in BB-PEG medium in the imaging chamber (Ex/Em: 630/680, attenuator: 15%, scanning layer thickness: 4 μm, optical film width of 70%). The 3D images acquired by ImSpector (LaVision BioTec) were reconstructed with the Imaris software using the blend algorithm to produce movies at a frame rate of 25 fps.

### In vivo MR imaging of collagenase-injured Achilles tendon

One month after the collagenase injections, when an Achilles tendinopathy phenotype mimicking human disease was developed histologically (Fig. 7A) (*49*), MR imaging was carried out on five mice in a 9.4-T small animal MRI scanner (Bruker BioSpec94/30 USR) with a ^1^H planar receive-only surface coils (inner diameters, 20 mm; Bruker) using a T1-weighted rapid acquisition with relaxation enhancement (T1-RARE) sequence. Mice were anesthetized under isoflurane (2 to 3% mixed with air) only during agent injections and MR scans. Both Achilles tendons of each mouse were prescanned before probe injection. Then, Gd_*n*_-Cy5-^S^CHP was subcutaneously injected into the diseased Achilles tendon area (50 nmol in 10 μl of PBS), and the T1-weighted scan was performed 6 hours after injection. After another week, the diseased and normal legs of the same mouse both received subcutaneous injection of Gd_*n*_-Cy5-CHP (50 nmol per leg in 10 μl of PBS) in the Achilles tendon areas and were scanned before and 6 hours after injection. Main imaging parameters: T1-FS: echo time (TE) = 6.1 ms; repetition time (TR) = 400 ms; slice thickness: 0.3 mm; field of view (FOV) = 20 × 20 mm; matrix dimensions = 256 × 256; bandwidth = 434.0 kHz; and echo train length (ETL) = 2; scanning time was 10 min 14 s. T2-FSE: TE = 30.0 ms; TR = 1500 ms; slice thickness: 0.3 mm; FOV = 20 × 20 mm; matrix dimensions = 228 × 228; bandwidth = 219.3 kHz; ETL = 8. The MR images were processed and analyzed by the RadiAnt DICOM Viewer software.

### Data and statistical analysis

The experimental data were statistically analyzed by GraphPad software (version 8.0.0, Dotmatics), and the quantitative data were expressed by means ± standard error of the mean. Unless otherwise noted, one-way analysis of variance (ANOVA) and Tukey’s multiple comparisons test were used. *P* values below 0.05 were regarded as statistically significant, and those above 0.05 were not shown in any figure. The correlation of MMP and CHP fluorescence changes was interpreted by the Pearson correlation coefficient (*r*) and tested with the null hypothesis *H*_0_ = true correlation between the groups is 0. An *r* value closer to 1 and a smaller *P* value suggest a strong correlation between the datasets. Chi-square analysis was used to test whether the distribution differs between the circularity of nuclei in each group in the one-time treadmill running tests. The T1 signal differences in MR detection were analyzed using a paired *t* test.

# Supplementary material for: Collagen denaturation in post-run Achilles tendons and Achilles tendinopathy: In vivo mechanophysiology and magnetic resonance imaging
**Source:** Sci Adv. 2024 Oct 2;10(40):eado2015. doi: 10.1126/sciadv.ado2015
**Supplement:** Supplementary file 1 — Supplementary Text Figs. S1 to S21 Tables S1 to S6 Legends for movies S1 to S3 Legend for data s1

Supplementary Materials for  
**Collagen denaturation in post-run Achilles tendons and Achilles  
tendinopathy: In vivo mechanophysiology and magnetic resonance imaging**

Yijie Fang *et al.*

Man Li, ; Yijie Fang, 

*Sci. Adv.* **10**, eado2015 (2024)  
DOI: 10.1126/sciadv.ado2015

**The PDF file includes:**

Supplementary Text  
Figs. S1 to S21  
Tables S1 to S6  
Legends for movies S1 to S3  
Legend for data S1

**Other Supplementary Material for this manuscript includes the following:**

Movies S1 to S3  
Data S1

## Supplementary Text

### SUPPORTING METHODS

#### Gene expression verification with qRT-PCR

We verified the transcription of four genes in the rat Achilles tendons following 1-hour treadmill running: *Mmp1* (tnt5741b, BioTNT), *Mmp9* (tnt5396a, BioTNT), and *Mmp13* (tnt5742b, BioTNT) using qRT-PCR. Fresh Achilles tendon tissues from the right legs of the running and control rats were immediately dissected and placed in RNALater™ (Beyotime) to prevent RNA degradation. The total RNA was extracted after the tissues were mechanically pulverized in TRIzol (Thermo Scientific). The total RNA was reverse-transcribed to cDNA (cDNA first strand synthesis RNA reverse transcription reagent, A2010A0601, BioTNT). The quality and quantity of RNA were checked with a NanoDrop spectrophotometer (Thermo Fisher) before conversion. qRT-PCR was performed in an Applied Biosystems 7500 Fast Real-Time PCR System (Thermo Fisher) with the SYBR-Green I quantitative polymerase chain reaction kit (A2010A012, BioTNT). *Gapdh* (tnt0274e, BioTNT) was used as the reference gene. Primer information is provided in Table S6.

#### Image analysis using ImageJ

**Fluorescence quantification.** Fluorescence quantification was performed from grayscale images (16-bit) of fluorescence images, typically scans of full-size Achilles tendon sections from an EVOS microscopy. Images of the tendon tissues were manually thresholded for fluorescence signal. The same thresholding parameters were used for each fluorescence marker throughout the entire study for consistent quantification (see below). Integrated density was used as the output value for quantitative and statistical analyses.

|                                          | CHP                                               | CHP                                               | CHP                                               | MMP1                                            | MMP9                                            | MMP13                                           | $\alpha$ -SMA                                   |
|------------------------------------------|---------------------------------------------------|---------------------------------------------------|---------------------------------------------------|-------------------------------------------------|-------------------------------------------------|-------------------------------------------------|-------------------------------------------------|
| <b>Experiment</b>                        | Fig. 1C                                           | fig. S3 only                                      | Throughout the study except Fig. 1C and fig. S3   | Fig.1 and Fig. 5                                |                                                 |                                                 | Fig. 3                                          |
| <b>Imaging parameters</b>                | Cy5 channel: Light, 25%; Exposure, 0.2 s; Gain, 1 | Cy5 channel: Light, 25%; Exposure, 0.2 s; Gain, 1 | Cy5 channel: Light, 50%; Exposure, 0.5 s; Gain, 1 | GFP channel: Light, 50%; Exposure, 1 s; Gain, 3 | GFP channel: Light, 50%; Exposure, 1 s; Gain, 3 | GFP channel: Light, 50%; Exposure, 1 s; Gain, 6 | GFP channel: Light, 50%; Exposure, 1 s; Gain, 1 |
| <b>Thresholding parameters in ImageJ</b> | Min: 1012; Max: 4095                              | Min: 1000; Max: 4095                              | Min: 1413; Max: 4079                              | Min: 514; Max: 4079                             | Min: 1220; Max: 4079                            | Min: 626; Max: 4079                             | Min: 710; Max: 4079                             |
| <b>Note</b>                              | Mechanical damage                                 | Mechanical versus <i>in vivo</i> damage           | <i>In vivo</i> damage                             |                                                 |                                                 |                                                 |                                                 |

**Quantification of damaged fiber orientation.** The ImageJ plug-in “OrientationJ” was used to quantify the orientation of the disorganized collagen fibers. This image analysis program analyzes pixel gradients in both the vertical and horizontal dimensions to determine each pixel’s local orientation and isotropic features. The dominant orientation of the injured fibers was measured using the built-in “Dominant Direction” tool. For every

image, a hue-saturation-brightness (HSB) color-coded map and distribution plot of fiber orientations were produced using the “Distribution” function. The distribution plots count the total number of pixels with a defined orientation (one-degree resolution). To provide a good comparison of the alterations in collagen fiber distribution between the groups, the dominant direction of collagen fiber in the Achilles tendon was adjusted to 0° on the distribution plots of fiber orientations.

*IHC image quantification.* Quantitation of type I and III collagen IHC was conducted in a blinded fashion with the ImageJ Software using the “IHC Profiler” plug-in. An area with a certain level of staining coloration was graded as High positive (3), Positive (2), Low Positive (1), and Negative (0) based on its gray value: High Positive (gray value 0-60), Positive (gray value 61-120), Low Positive (gray value 121-180), and Negative (gray value 181-236). The percentage area size under each coloration grade was multiplied by its grade number to calculate the total “H-score” (max: 300, min: 0) of the whole image.

### **Measurements of the T1 relaxivity of the MR probes.**

The number of Gd<sup>3+</sup> per CHP probe molecule was estimated to be 6.3 using inductively coupled plasma-optical emission spectrometers (iCAP™ Q, Thermo Fisher). T1 relaxivity of our MR probes was measured by a 9.4 T small animal MRI scanner (Bruker BioSpec94/30 USR) with <sup>1</sup>H planar receive-only surface coils (inner diameters 20 mm, Bruker) at room temperature. Probes Gd<sub>n</sub>-Cy5-CHP and Gd<sub>n</sub>-Cy5-<sup>S</sup>CHP were prepared into 200 μL solutions with Gd<sup>3+</sup> concentrations of 14, 28, 56, and 112 μM in water and scanned along with a serial dilution of Magnevist (Gadopentetate Dimeglumine). To obtain T1-weighted images, T1 mapping sequences with the following parameters were employed: echo time (TE) = 7.0 ms; repetition time (TR) = 5500, 3000, 1500, 800, 400, and 200 ms; slice thickness: 0.5 mm; Field of View (FOV) = 30 × 25 mm; matrix dimensions = 128 × 128; bandwidth = ± 610.4 kHz; and echo train length (ETL) = 2; scanning time was 12 min 9 s. Plots of 1/relaxation time (1/T1, s<sup>-1</sup>) versus Gd<sup>3+</sup> and CHP concentrations were constructed to obtain relaxivity values (r<sub>1</sub>) as their slopes.

### ***In vitro* MR and fluorescence imaging of the rat Achilles tendons.**

Nine rat Achilles tendon samples were heat denatured in boiling water for 1 min (to fully denature the collagen as positive controls) and divided into 3 groups to be incubated in 5 mL of PBS, Gd<sub>n</sub>-Cy5-CHP, and Gd<sub>n</sub>-Cy5-<sup>S</sup>CHP, respectively (n = 3, probe concentration: 5 μM) at 4 °C for at least overnight. Following extensive wash with PBS, the samples were fluorescently imaged with an IVIS Spectrum imager (PerkinElmer Lumina III, Ex/Em wavelength: 620/670 nm, pixel: 4, exposure time: 1 s, field of view: A) and a 9.4 T MRI scanner (Bruker BioSpec94/30 USR) with a <sup>1</sup>H planar receive-only surface coils (inner diameters 20 mm, Bruker) using a T1-weighted rapid acquisition with relaxation enhancement (T1-RARE) sequence (TE = 6.0 ms; TR = 200 ms; slice thickness: 0.5 mm; ETL = 2; FOV: 20 × 20 mm; matrix dimensions: 136 × 136; scanning time was 2 min 16 s).

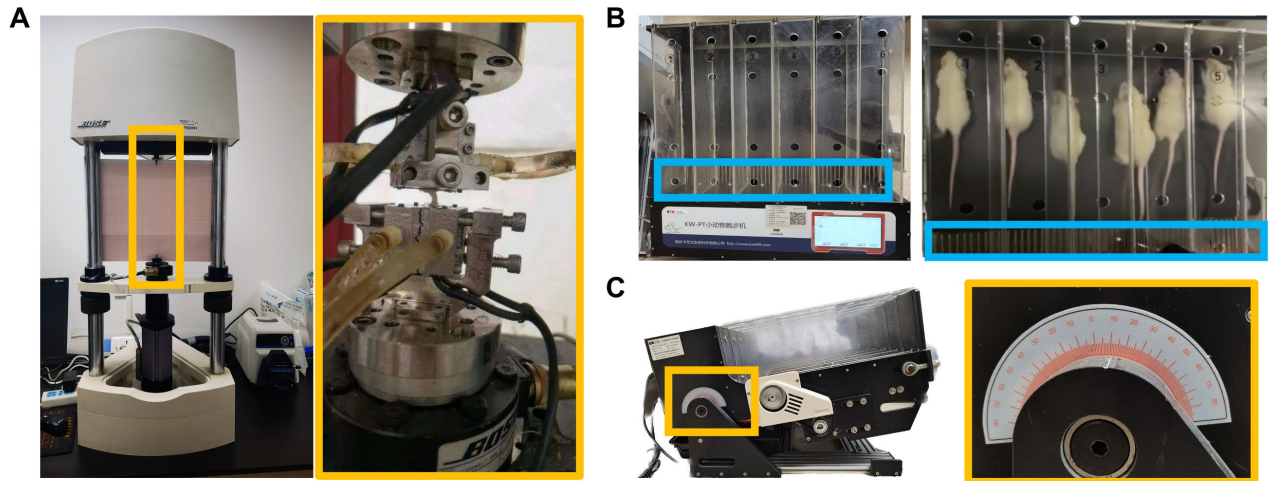

**Fig. S1. Instruments for the *in vitro* mechanical tensile testing and rat treadmill running.** (A) Using a BoseAT-3220 system (Bose, Electro Force Systems Group), rat Achilles tendons were mounted with clamps and loaded with an increase of 0.05% strain per sec. (B) In our study, the rats ran on a treadmill (KW-PT, Nanjing Calvin Biotechnology) set at a 10° incline (C) in six runways (see Movie S1). The treadmill was equipped with an electric grid (0-0.5 mA, blue box) and airflow for running stimulation.

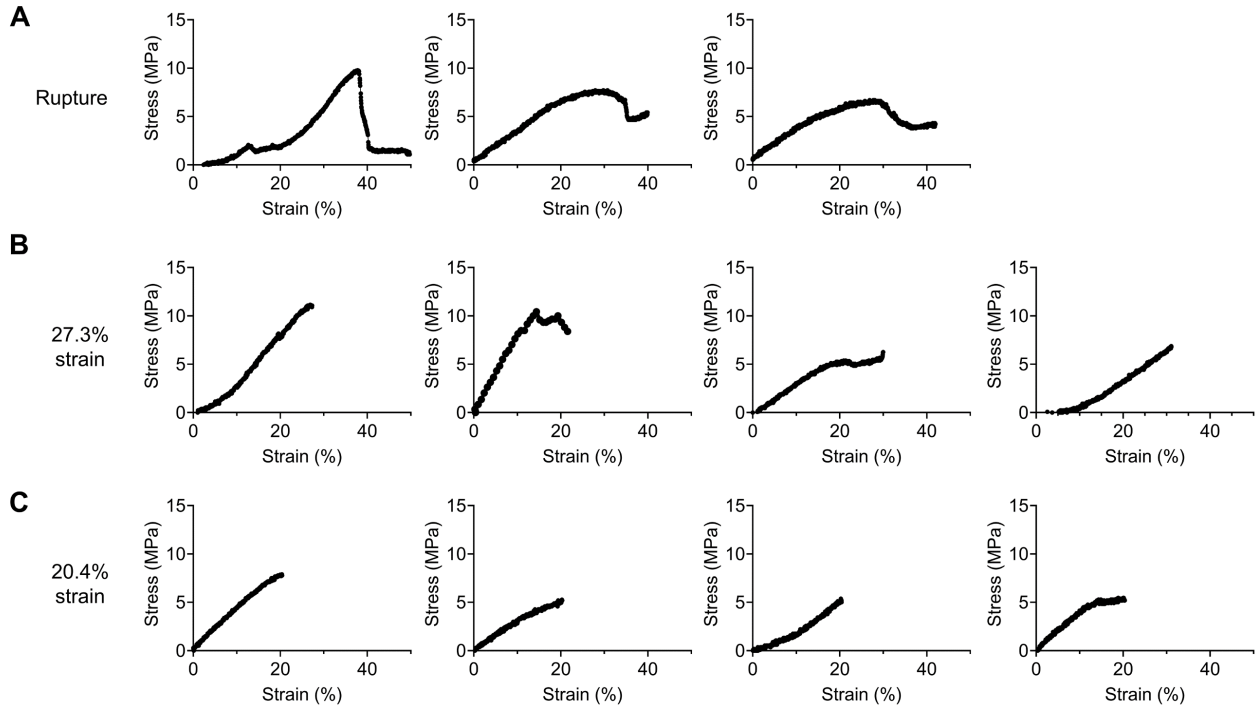

**Fig. S2. The *in vitro* mechanical tensile testing of rat Achilles tendons.** Stress-strain curves for the SD rats' Achilles tendons loaded *in vitro* with an increase of 0.05% strain per second until rupture (**A**), or up to 27.3% (**B**) and 20.4% strain (**C**), which were approximately 80% and 60% of the estimated failure strain, respectively.

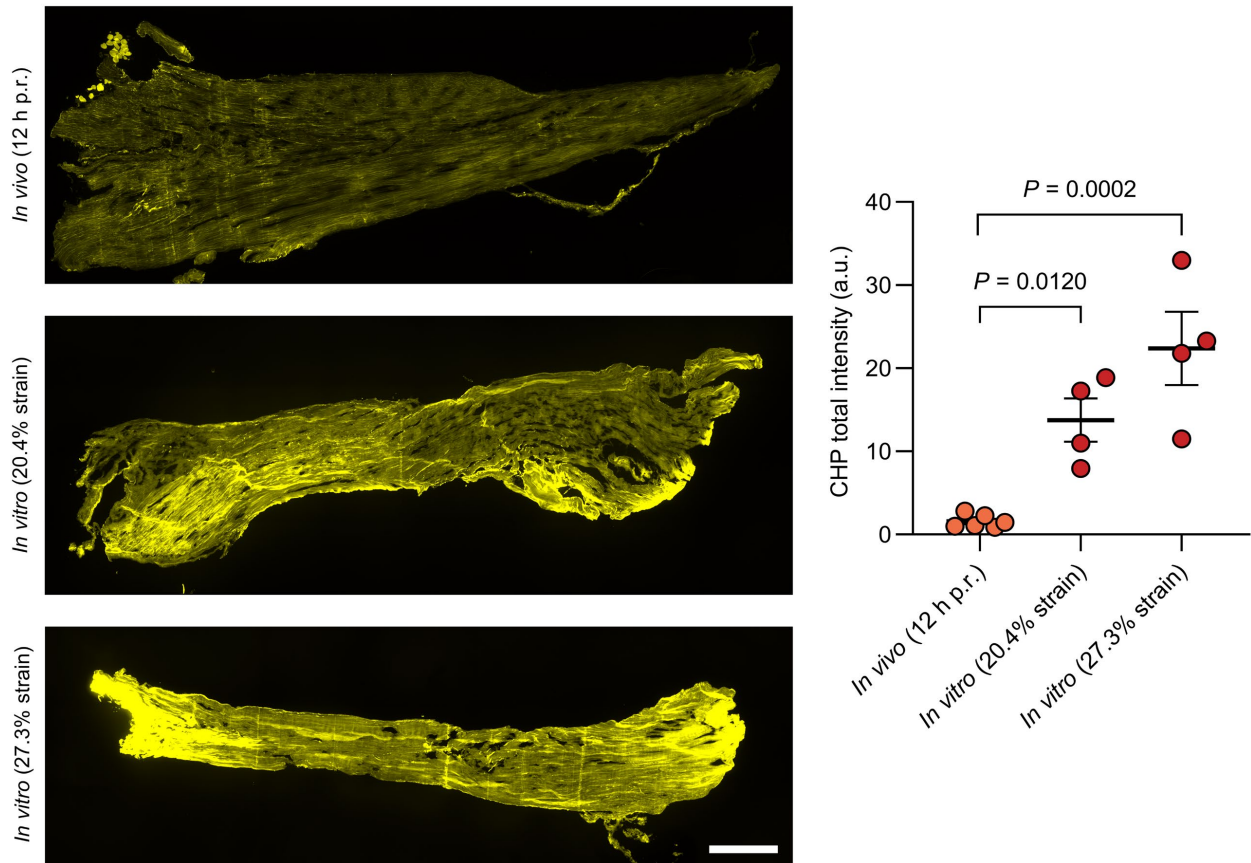

**Fig. S3.** Comparison between the level of collagen denaturation caused by running (*in vivo*) and tensile loading (*in vitro*). Under identical fluorescence imaging conditions, the Cy5-CHP-stained cryosections of the Achilles tendons showed that the levels of collagen denaturation in the mechanically loaded groups were greater than the 12 h p.r. group over an order of magnitude. Each image was representative of similar results from all the rats within each group. The CHP intensity quantifies the total fluorescence signals from each scan of the whole tissue section. Scale bar: 1 mm. Data were expressed as mean  $\pm$  s.e.m.; statistical analysis: one-way ANOVA and Tukey.

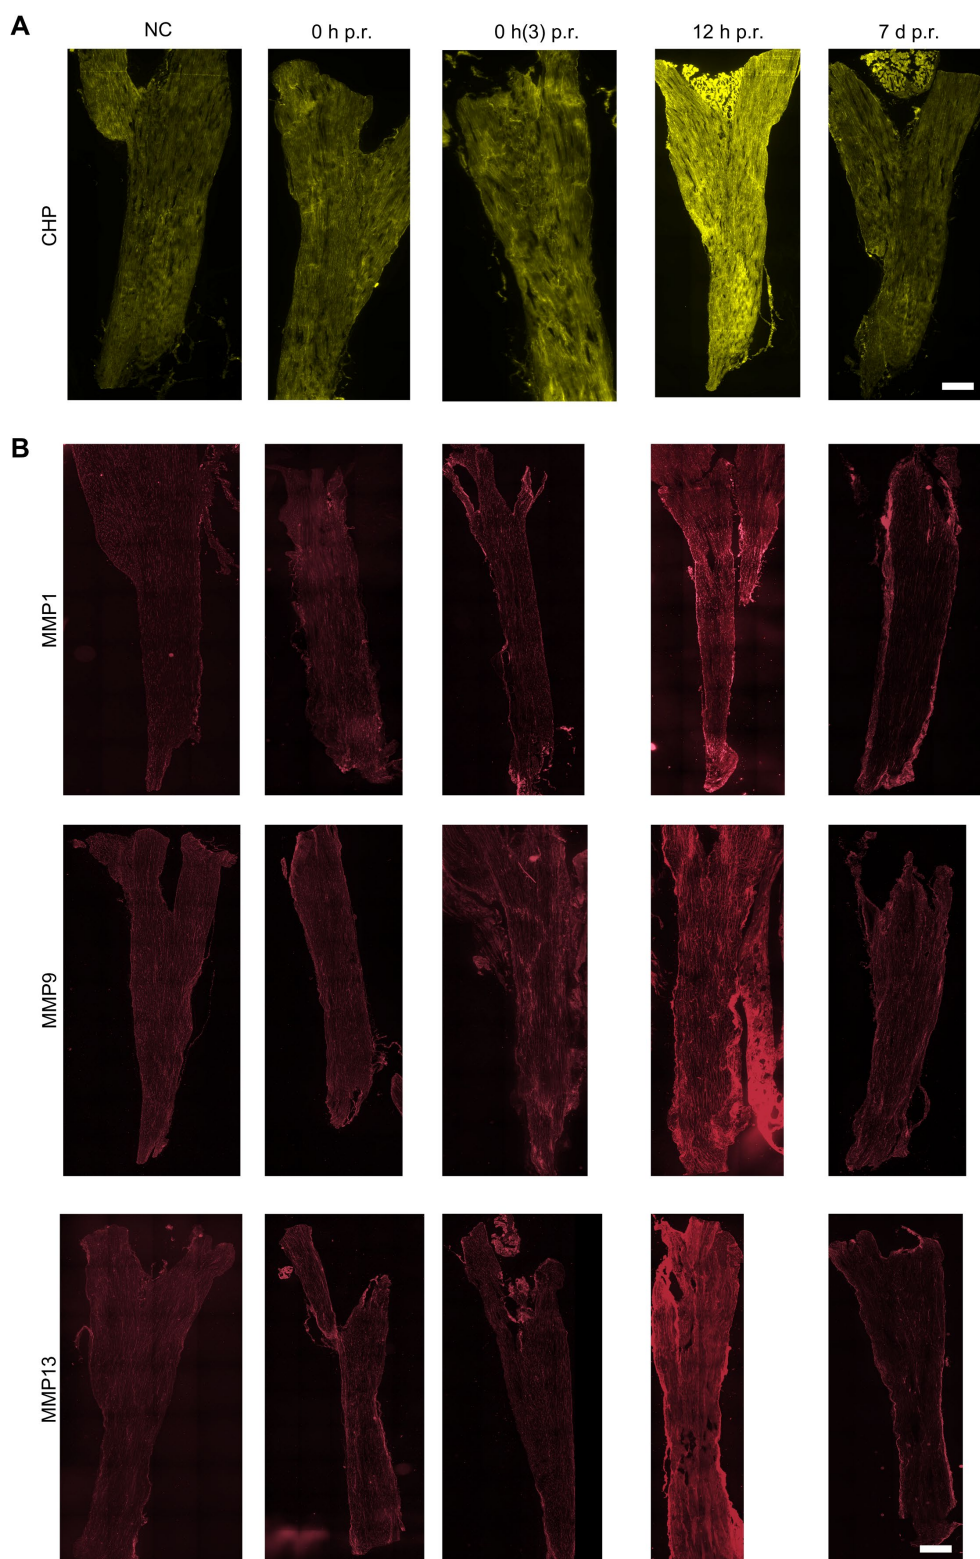

**Fig. S4. The CHP and MMP immunostaining of the rat Achilles tendons from the one-time treadmill running experiment.** Fluorescence scans of Cy5-CHP staining (**A**) and MMP1, 9, 13 immunofluorescence staining (**B**) of cryosections of the Achilles tendons of the SD rats from the one-time treadmill running test. Each scan was representative of similar results from six rats within each group. Scale bars: 1 mm.

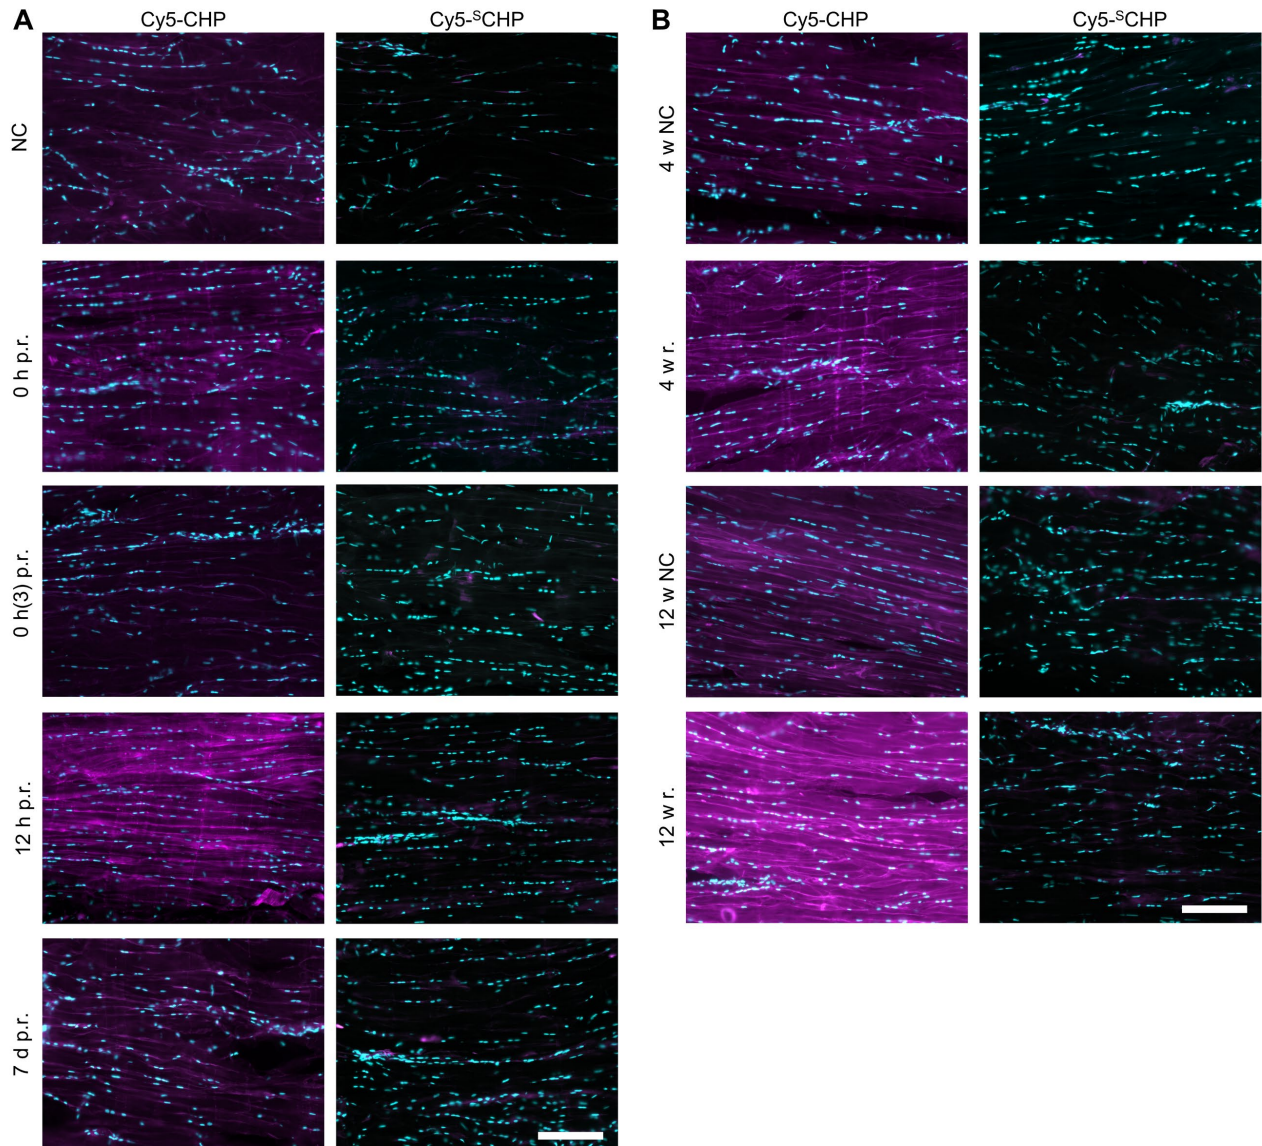

**Fig. S5. Validation of the triple-helix hybridization of CHP staining.** Fluorescence images of the cryosections of the Achilles tendons from the one-time (**A**) and long-term treadmill running groups (**B**) stained by Cy5-CHP / Cy5-SCHP (magenta) and DAPI (cyan). Denatured collagen was undetectable by our control probe Cy5-SCHP with a scrambled CHP sequence (Cy5-Ahx-PGOGPGPOPOGOGOPPGOOGPGOOPPG, MALDI-MS, calcd 3160.37 [M+Na]<sup>+</sup>, observed 3160.42 [M+Na]<sup>+</sup>). Each image was representative of similar results from six rats within each group. Panels A and B were imaged with different parameters. Scale bars: 75  $\mu$ m.

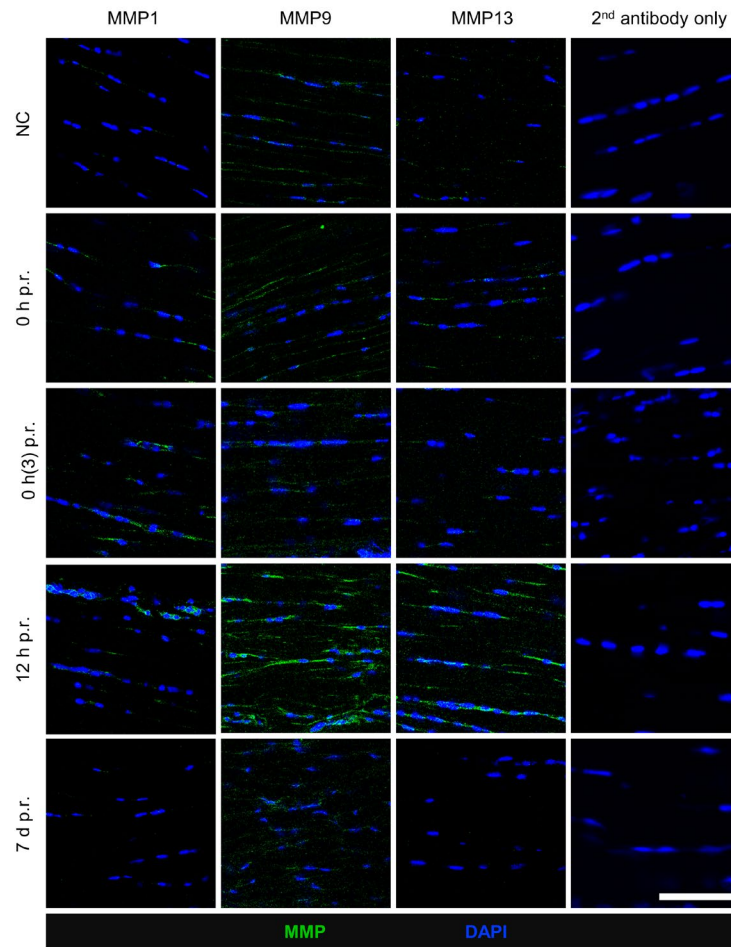

**Fig. S6. Validation of the specificity of immunofluorescence against MMP1, 9, 13.** Confocal fluorescence microscopy images of the rat Achilles tendon cryosections from the 12 h p.r. group stained with DAPI and anti-MMP antibodies. For the 2<sup>nd</sup>-antibody-only group, the tissue sections were stained as usual without using the primary MMP antibodies (same as in Fig. 1H); the lack of fluorescence signals in this group demonstrated that the detected fluorescence from the immunostaining of the MMP1, 9, 13 groups is not due to tissue autofluorescence, background fluorescence, or non-specific binding of the 2<sup>nd</sup> antibody. Scale bar: 75  $\mu$ m.

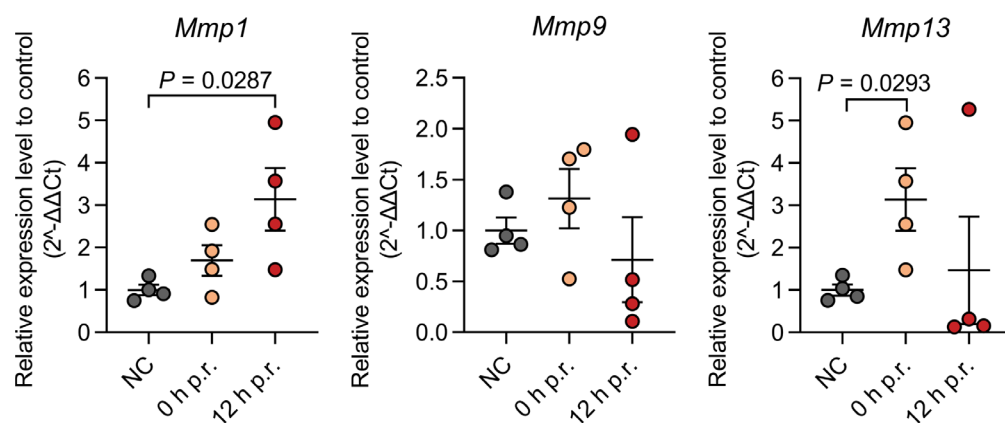

**Fig. S7. Quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR) measurement of the *Mmp* gene transcription in the rat Achilles tendons from the one-time treadmill running study.** Gene expression for qRT-PCR was normalized to *Gapdh*. Data were presented as mean  $\pm$  s.e.m. after being normalized to the mean value of the NC group; statistical analysis: one-way ANOVA and Tukey.

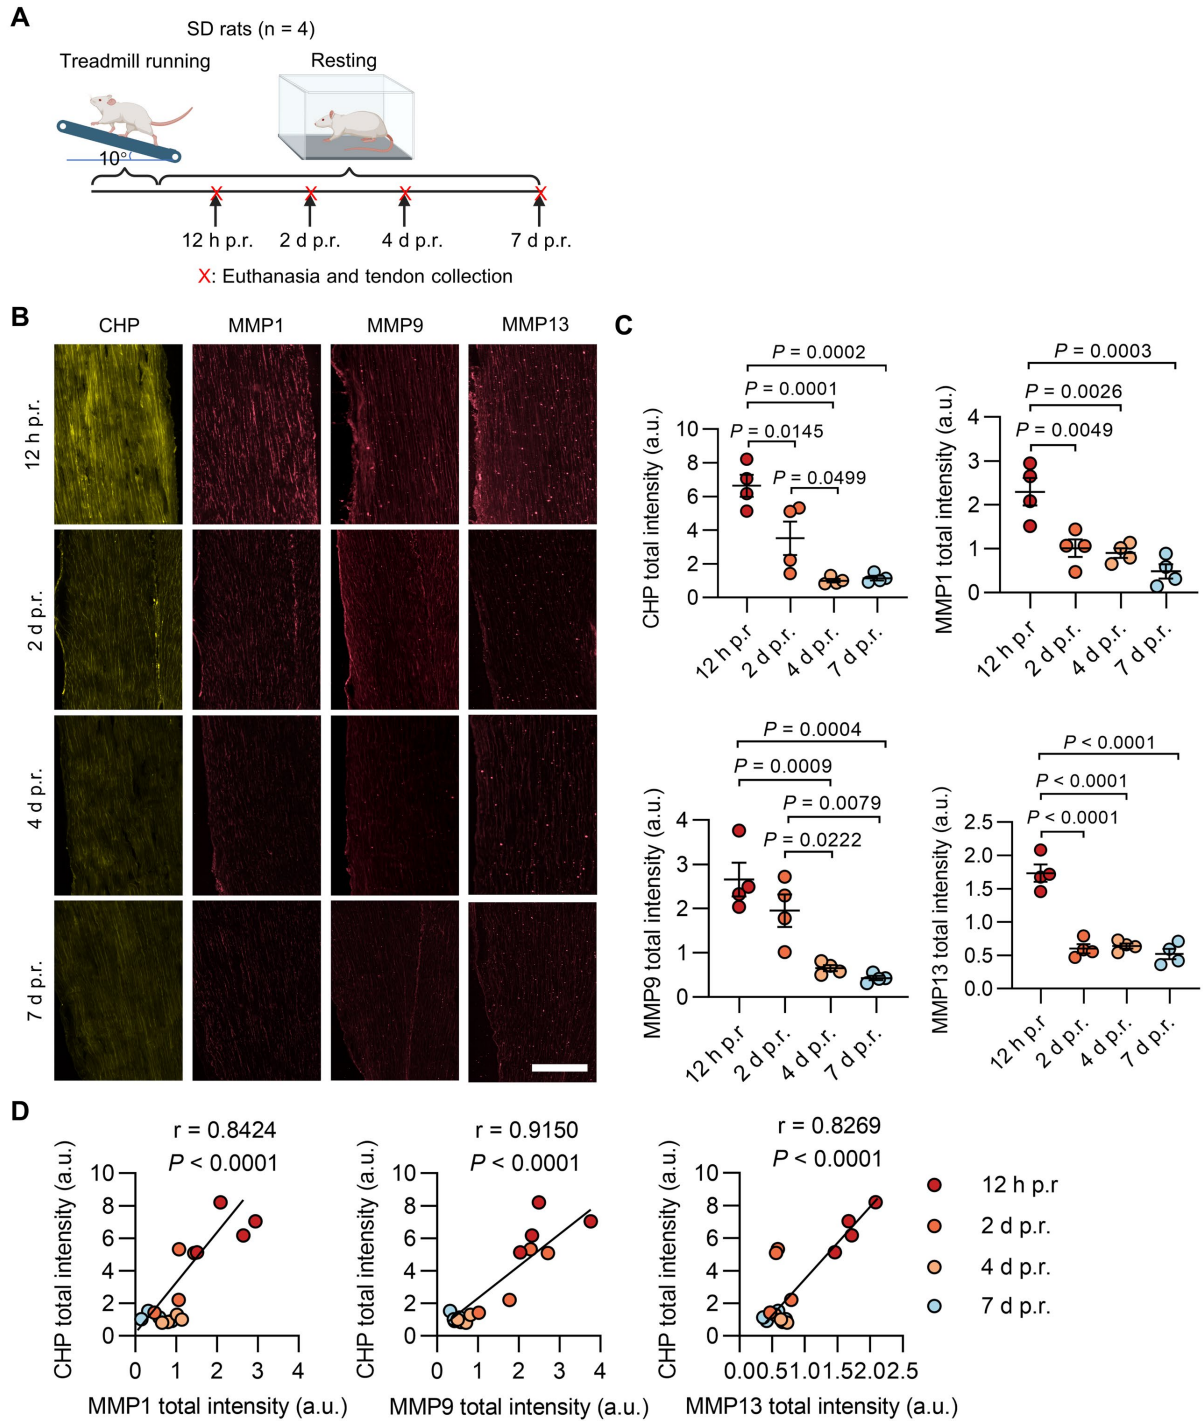

**Fig. S8. *In vivo* collagen denaturation in the recovery stage of the Achilles tendons after 1-hour treadmill running.** (A) Study design. Rats were euthanized to collect their Achilles tendons at 12 h, 2 d, 4 d, and 7 d p.r. (B) Representative images of the cryosections of the Achilles tendon with Cy5-CHP staining and immunostaining against MMP1, 9, 13 at each time point. (C) Quantified total Cy5-CHP, MMP1, 9, and 13 fluorescence intensities of the whole-section scans of the Achilles tendons from each group. (D) Correlation analysis between the signals of MMP1, 9, 13 and the CHP signals on cryosections of Achilles tendons, respectively, interpreted by the Pearson correlation coefficient ( $r$ ). The fluorescence images are representative of similar results from four rats within each group (B). Scale bar: 150  $\mu$ m (B). Data were expressed as mean  $\pm$  s.e.m.; statistical analysis: one-way ANOVA and Tukey (C). The fig. S8A was created with BioRender.com.

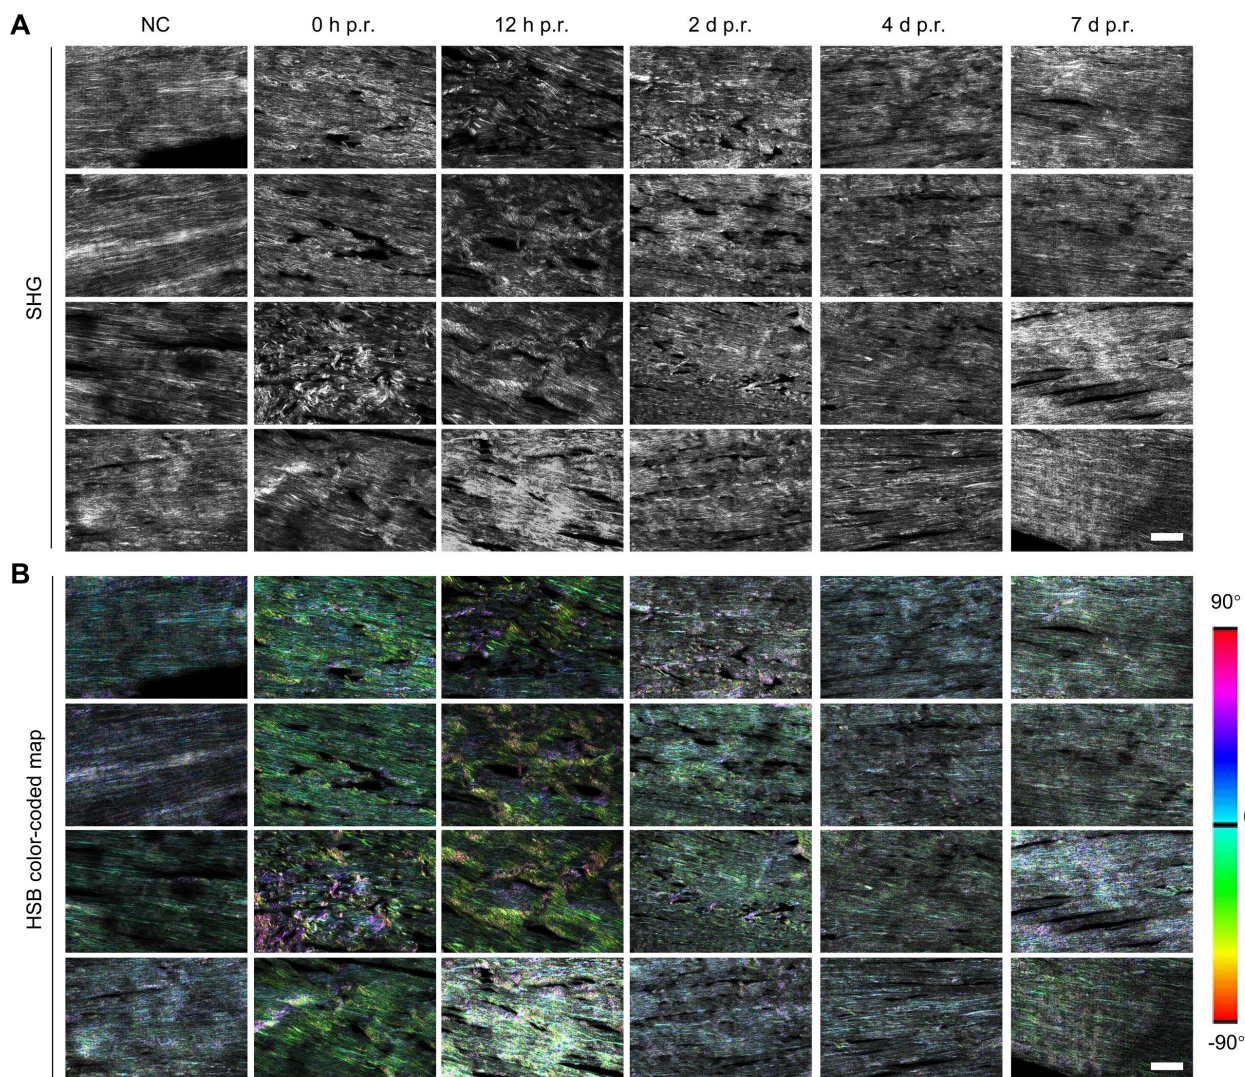

**Fig. S9. Additional SHG microscopy images of the organization of the collagen fibers in the post-run rat Achilles tendons.** For each group, four SHG images (A) were randomly acquired from two tissue cryosections. For pixel orientation visualization, a corresponding HSB color-coded map was generated for each image (B). Scale bars: 100  $\mu\text{m}$ .

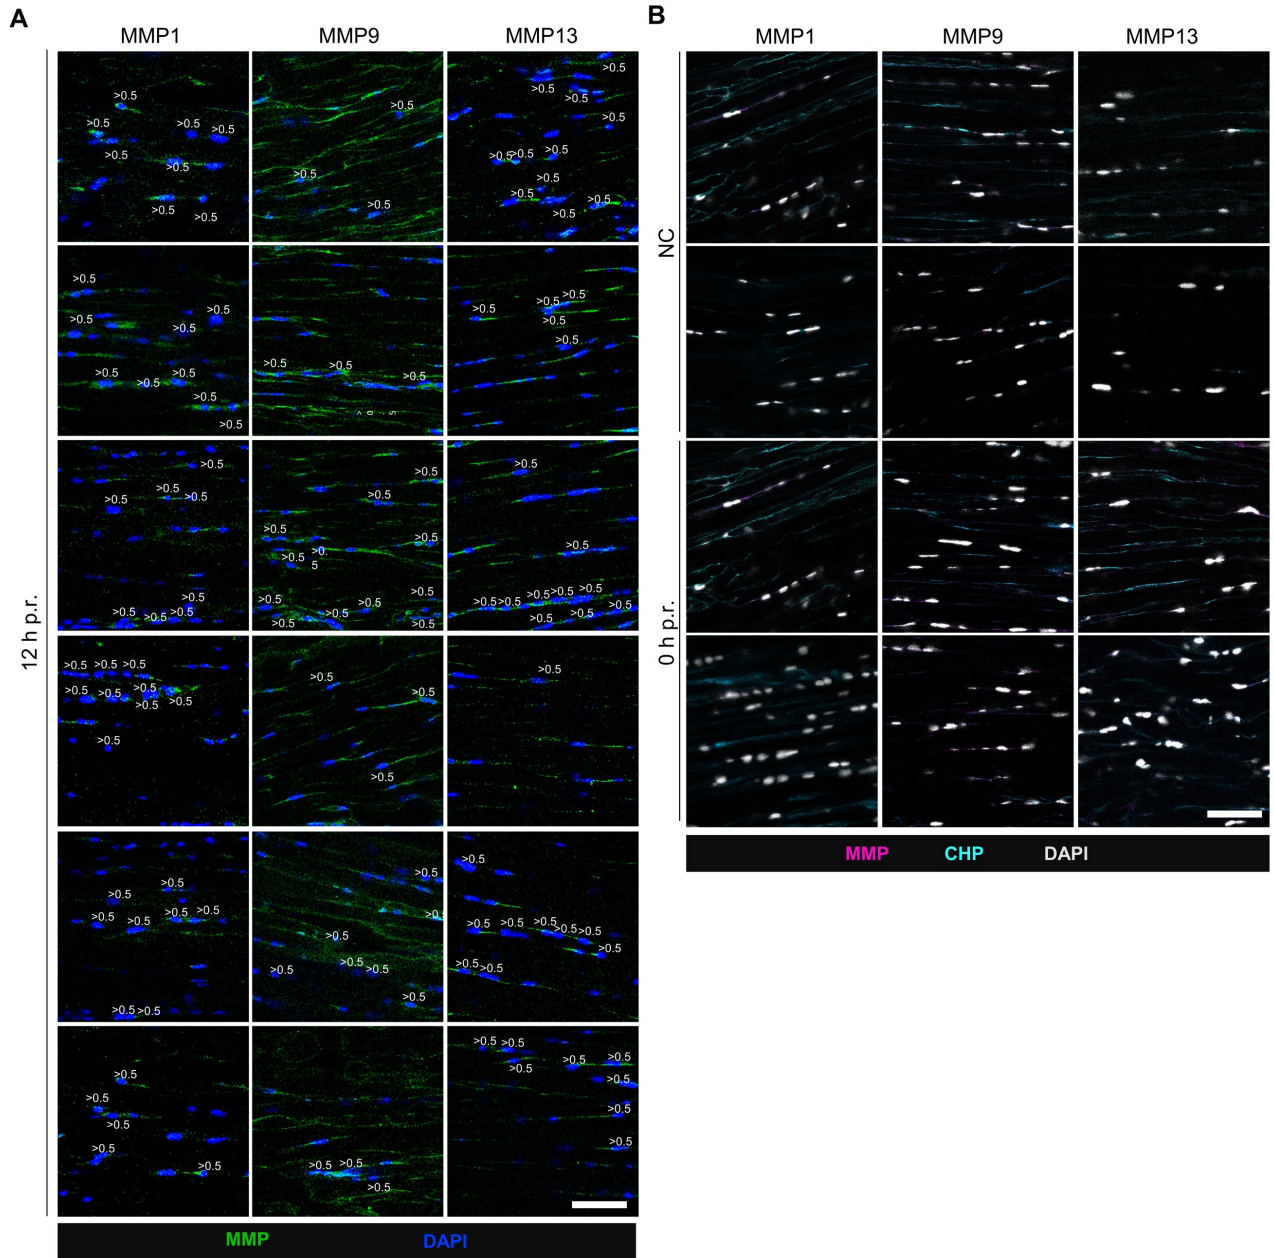

**Fig. S10. DAPI and MMPs immunostaining of the rat Achilles tendons from the 12 h p.r. group. (A)** Confocal fluorescence microscopy images of cryosections of the rat Achilles tendons from the 12 h p.r. group stained with DAPI (blue) and MMP antibodies (green) showed high populations of round tenocyte nuclei. The nuclei with a circularity greater than 0.5 were marked. Strong MMP immunofluorescence signals were primarily located near the tenocytes with high nuclear circularity. Six microscopic views randomly acquired from 6 slides were displayed for each MMP stain. **(B)** Representative confocal fluorescence microscopy images of the rat Achilles tendon cryosections from the 0 h p.r. and NC groups, stained with DAPI, Cy5-CHP, and anti-MMP antibodies. The results from the 12 h p.r. group are in Fig. 3C. The images represent similar results from at least five rats within each group. Scale bars: 50  $\mu$ m.

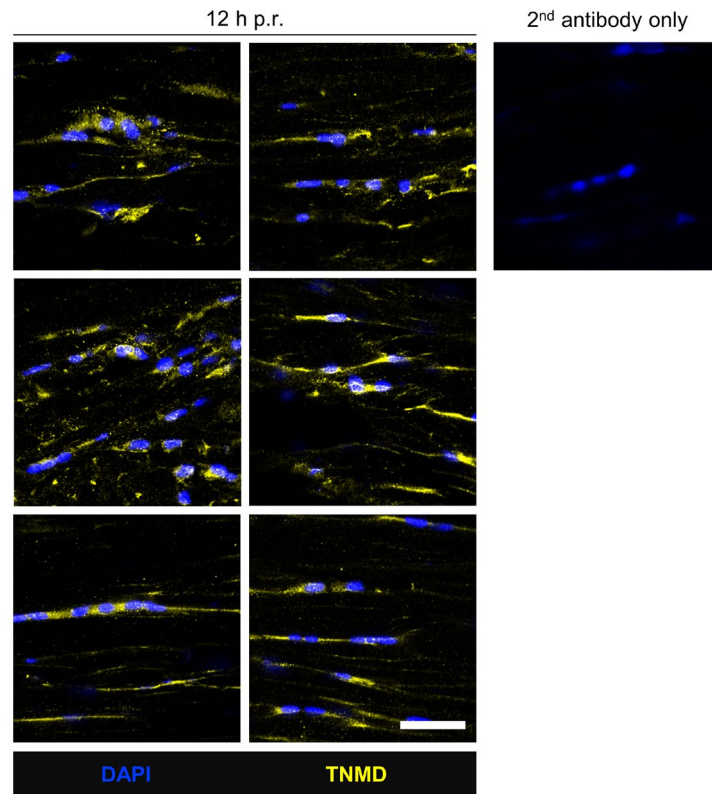

**Fig. S11. Representative confocal fluorescence microscopy images of the rat Achilles tendon cryosections from the 12 h p.r. group, stained with DAPI and an anti-tenomodulin (TNMD) antibody.** TNMD is a membrane protein marker specific for tenocytes. For the 2<sup>nd</sup>-antibody-only group, the tissue sections were stained as usual without using the primary anti-TNMD antibody (as a negative control). These images validated that the cells with the rounded nuclear morphology are indeed tenocytes and not immune or vascular cells. The images represent similar results from five rats within each group. Scale bar: 50  $\mu$ m.

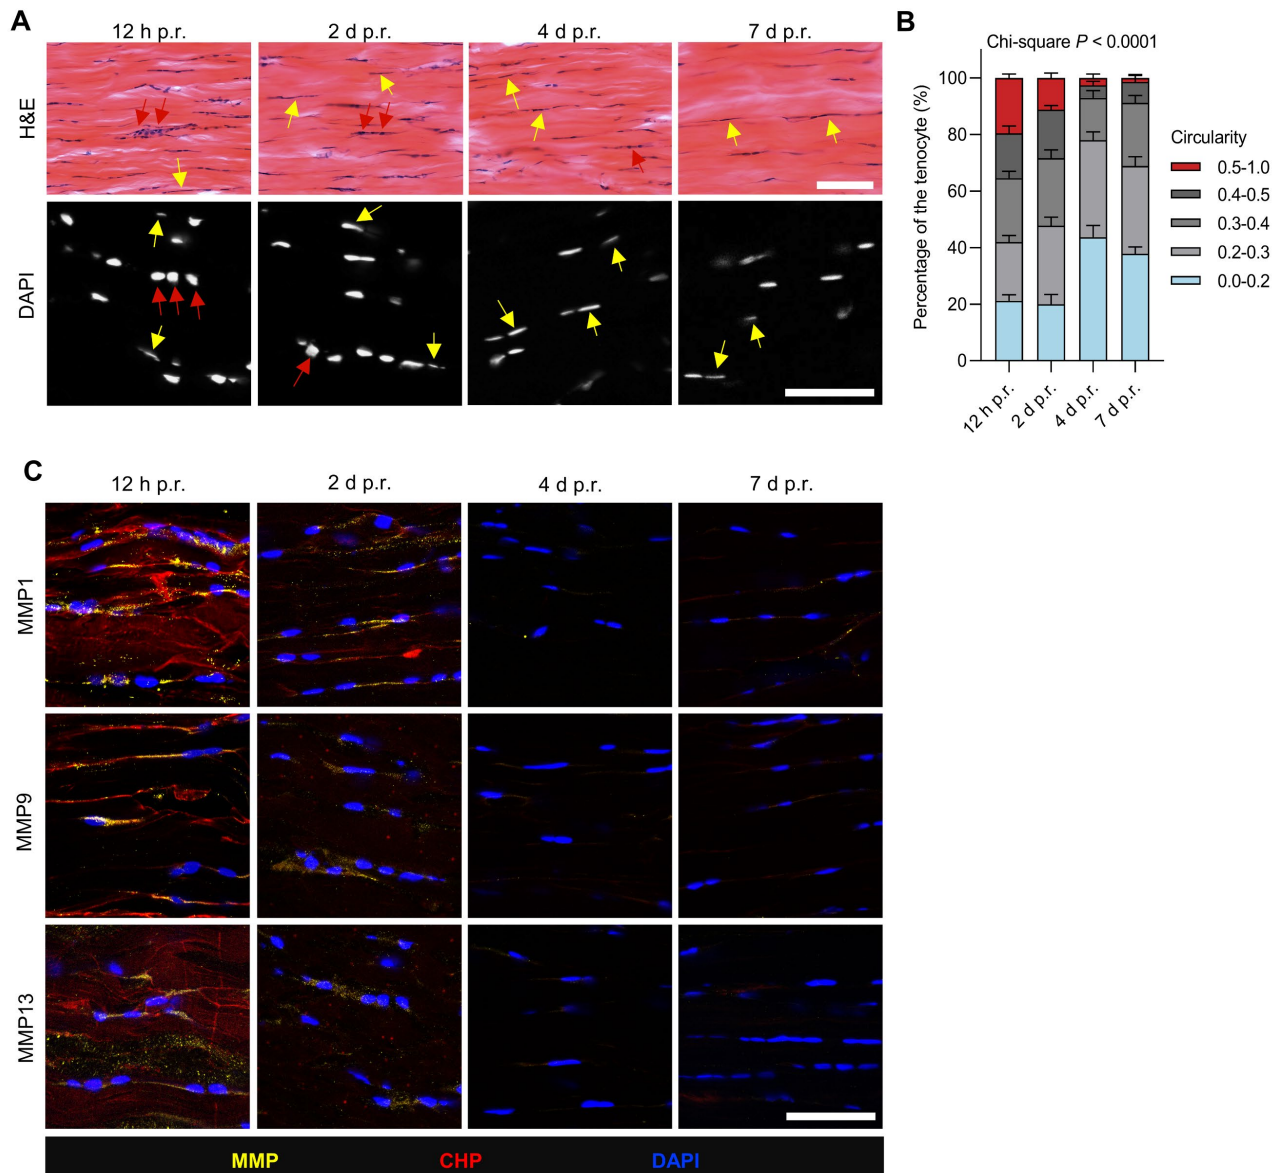

**Fig. S12. Morphological changes and MMP expression in the Achilles tenocytes during the post-run recovery.** (A) Micrographs showing the H&E and DAPI staining of the Achilles tendon cryosections from the recovery phase following 1-hour treadmill running (yellow arrows: elongated nuclei, red arrows: round nuclei). (B) The percentage of the tenocytes with various nuclei circularities quantified from the confocal microscopy images of the DAPI staining of 12 Achilles tendon sections from each group (3 fields of view per slide, data were expressed as mean + s.e.m.,  $P < 0.0001$ , chi-squared test). (C) Representative confocal fluorescence microscopy images of the rat Achilles tendon cryosections from the recovery phase following 1-hour treadmill running, stained with DAPI, Cy5-CHP, and anti-MMP antibodies. The images represent similar results from four rats within each group (A, C). Scale bars: 75  $\mu$ m (A, C).

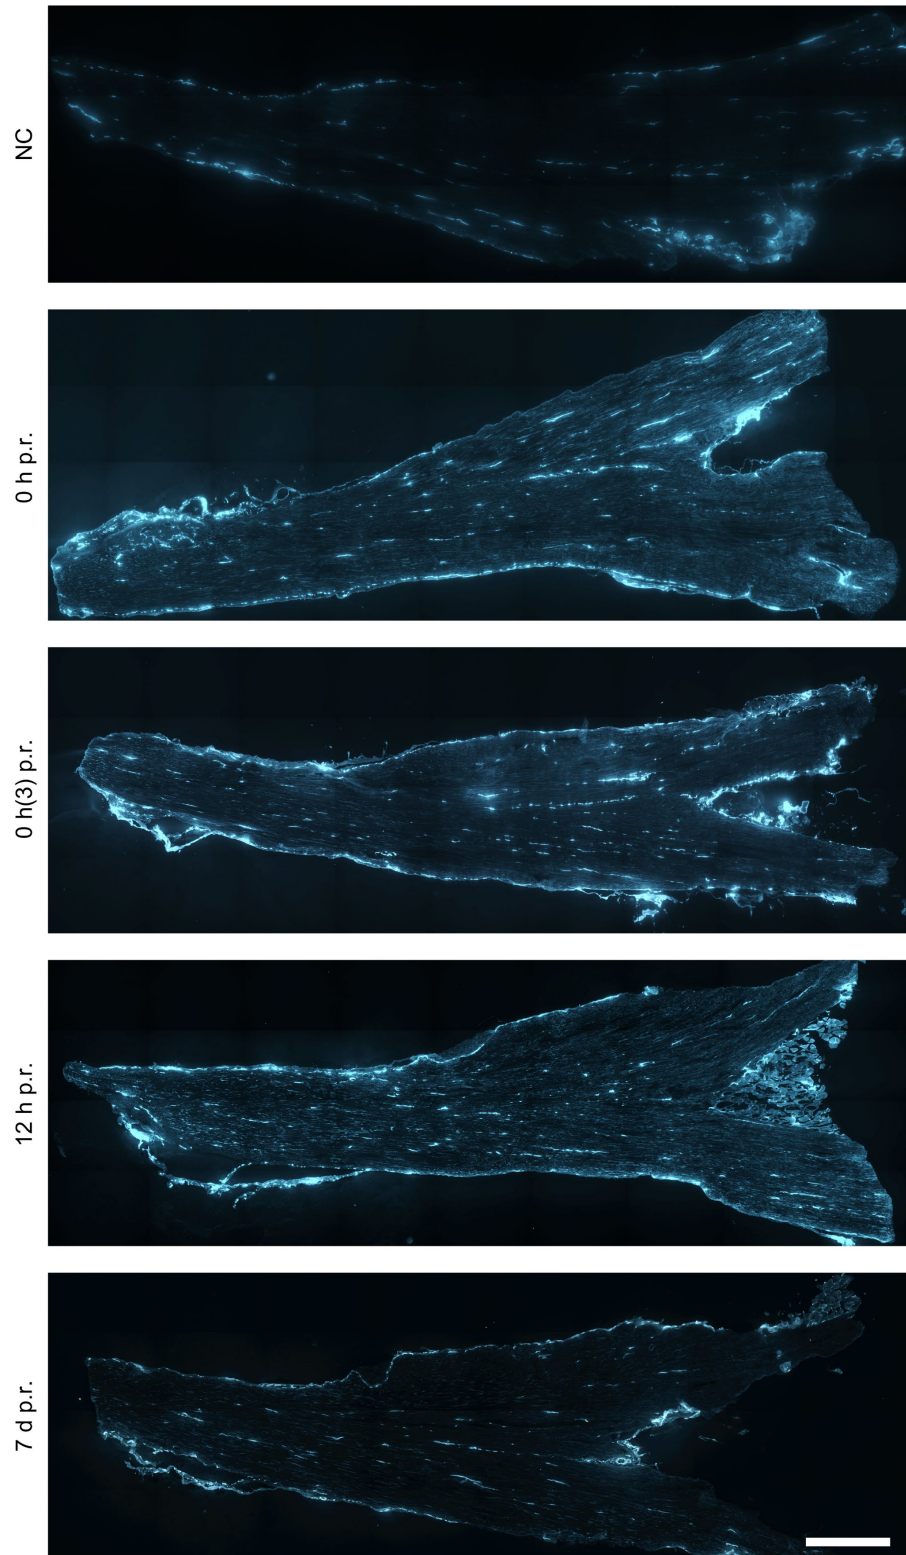

**Fig. S13. The  $\alpha$ -SMA immunostaining of the rat Achilles tendons from the one-time treadmill experiment.** Fluorescence scans of  $\alpha$ -SMA immunostaining of cryosections of the rat Achilles tendons from the one-time treadmill running experiment. Each image was representative of similar results from 6 rats within each group. Scale bar: 1 mm.

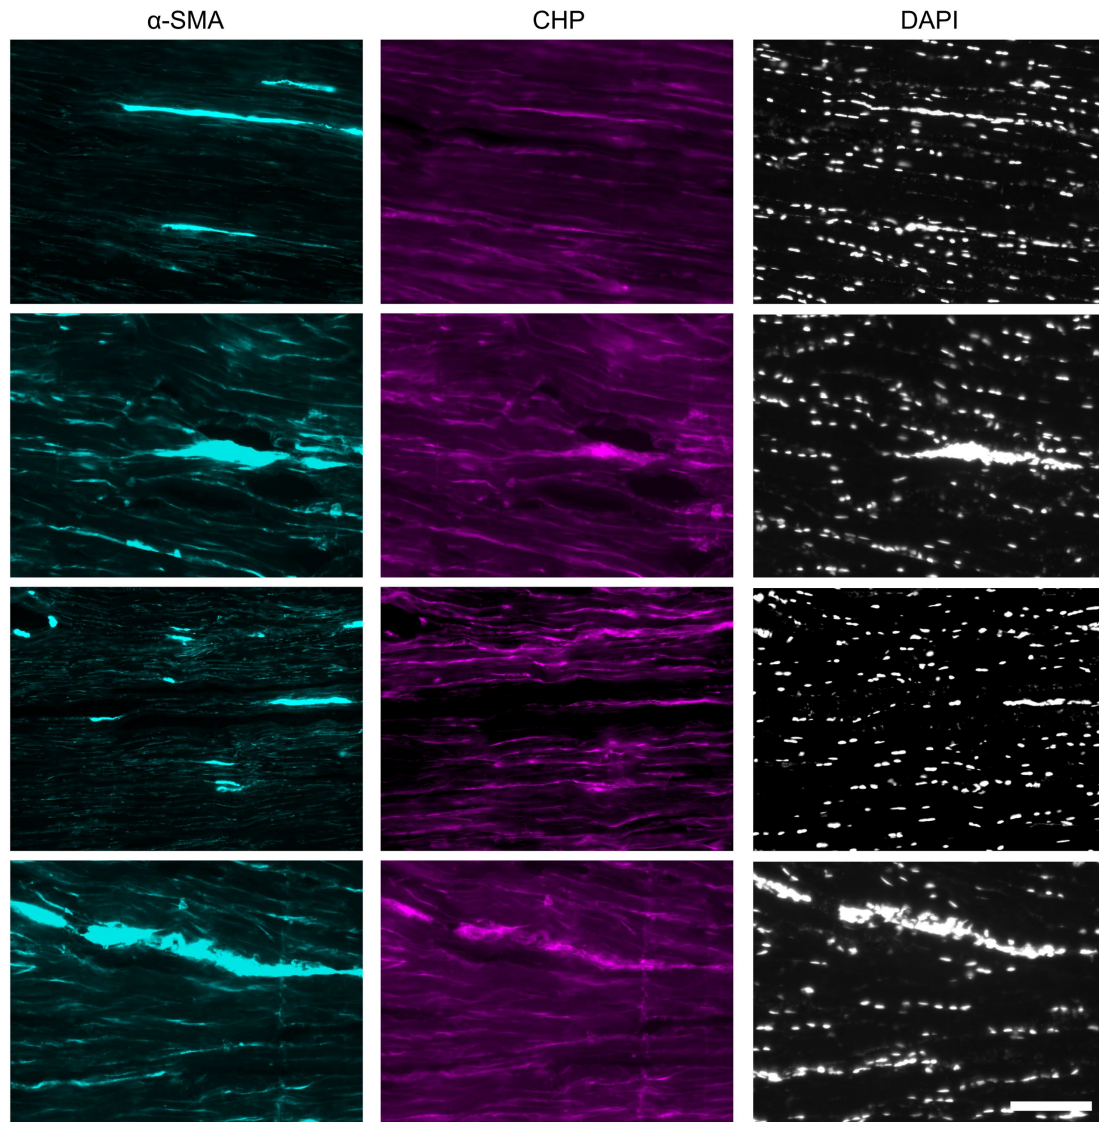

**Fig. S14. The CHP,  $\alpha$ -SMA, and DAPI co-staining of the rat Achilles tendons in the 12 h post-run group.** Representative fluorescence images of the cryosections of SD rats' Achilles tendon in the 12 h post-run group stained with an  $\alpha$ -SMA antibody (cyan), Cy5-CHP (magenta), and DAPI (white). The images revealed CHP fluorescence intensity in close proximity to the activated tenocytes with a high  $\alpha$ -SMA expression at 12 h post-run. Representative microscopic views randomly acquired from 6 slides were displayed. Scale bar: 75  $\mu$ m.

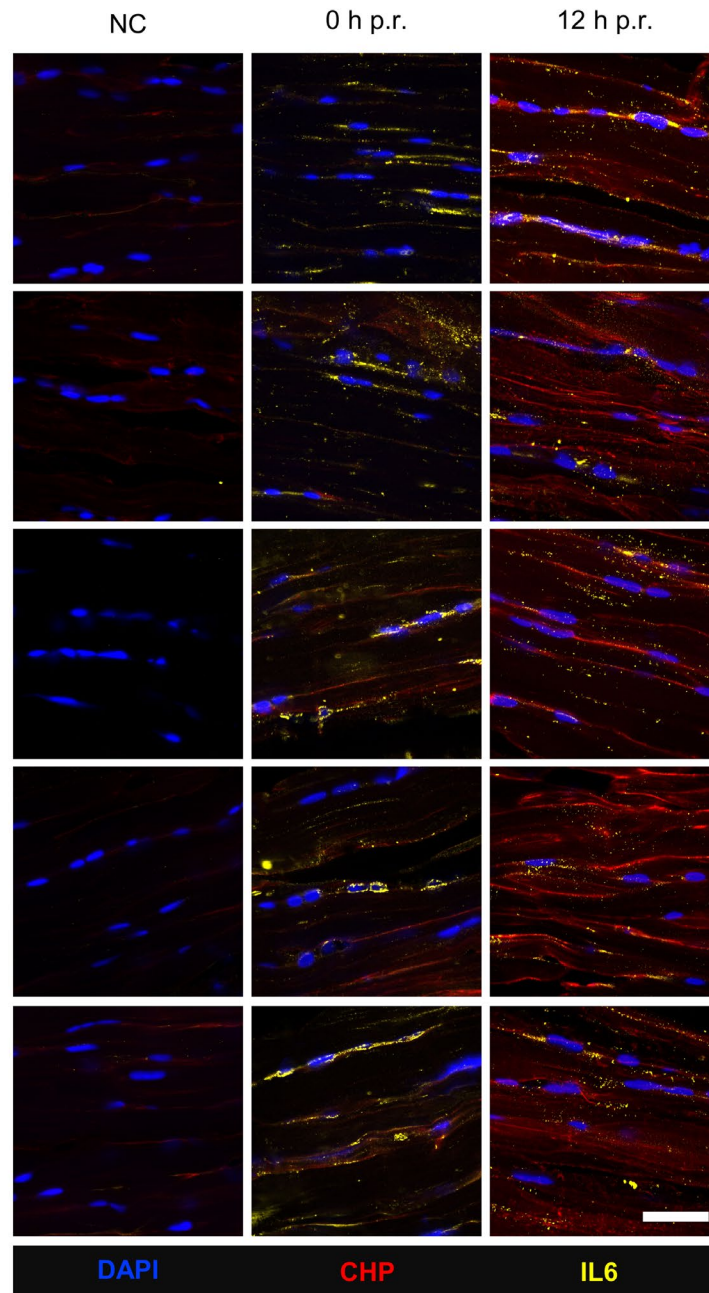

**Fig. S15. Representative confocal microscopy images of the rat Achilles tendon cryosections collected at 12 h post-run, stained with DAPI, CHP, and an anti-IL6 antibody.** These images indicated a notably up-regulated protein expression of IL6 at 0 h p.r. (particularly around the tenocyte nuclei), but to a reduced extent at 12 h p.r. The images represent similar results from five rats within each group. Scale bar: 50  $\mu$ m.

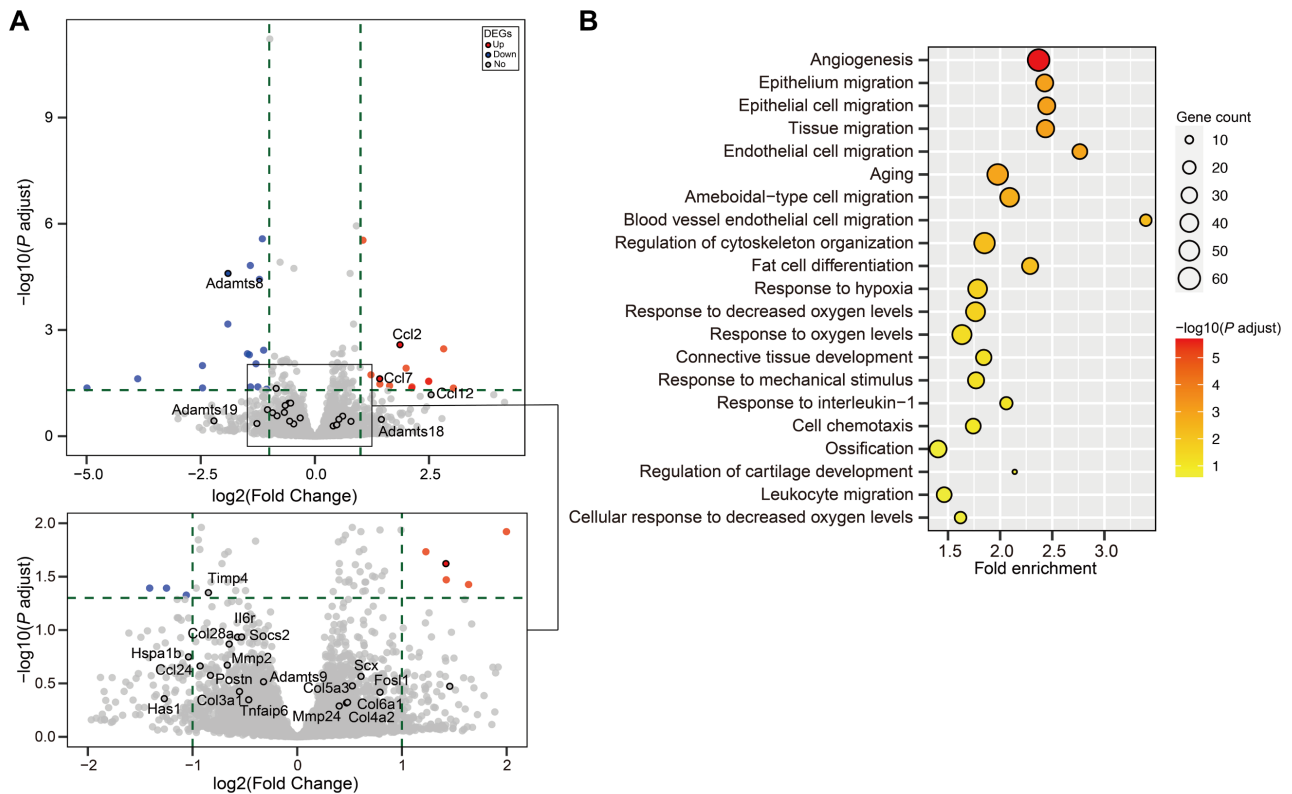

**Fig. S16. RNA-seq analysis of the Achilles tendons from the NC and 12 h p.r. rats. (A)** Volcano plot of the differentially expressed genes (12 h p.r. versus NC; fold change  $\geq 2$ ; adjust  $P$  value  $< 0.05$ ). Significantly up-regulated genes are represented in red. Significantly down-regulated genes are in blue. Nonsignificant genes are in gray. Green vertical dotted lines highlight log fold changes of  $-1$  and  $1$ , whereas the green horizontal dotted line represents  $-\log_{10}(\text{adjust } P \text{ value})$  of  $1.30$ . According to this threshold: we found up-regulation of the expression of  $51$  protein-coding genes and down-regulation of the expression of  $42$  protein-coding genes in the Achilles tendon at  $12$  h p.r. compared to the NC group. **(B)** GO enrichment analysis for the rat Achilles tendons at  $12$  h p.r. showing that the fold enrichment for the biological processes displayed in Fig. 4C, including responses to hypoxia or mechanical stimulus, was notably decreased.

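In the authors' deposited table of the 12 h p.r. against NC comparison, 51 protein-coding genes were higher and 42 lower with an adjusted p value under 0.05 at any fold change. With a fold change of at least 2 as well, the authors' deposited table holds 12 protein-coding genes higher and 16 lower. Of the 93 protein-coding genes at any fold change, 90 were tested by edgeR's quasi-likelihood test. All 90 changed in the same direction there, with unadjusted p values of at most 0.0152, and 1 had an adjusted p value under 0.05. The rats of the 2 groups did not overlap in 82 of the 93 genes, against 2.86% of genes by chance, although the genes were called from the same counts and so this is no separate test. Fig. S16A labels 24 genes, of which 23 had enough counts for edgeR. Of these, 9 were higher and 14 lower at 12 h p.r., 19 had an unadjusted p value under 0.05 and 0 an adjusted p value under 0.05. By the authors' own DESeq2 comparison, *Adamts8*, *Ccl2*, *Ccl7*, and *Timp4* had an adjusted p value under 0.05. The other labelled genes did not reach it there either, as with *Mmp2* (0.213) and *Scx* (0.272). *Adamts8* (ENSRNOG00000005574) was at 1.9 ± 0.949 CPM (SD, n = 4 rats) at 12 h p.r. and 7.18 ± 0.270 CPM (SD, n = 4) in the NC group, a log2 fold change of −1.9 (standard error 0.33, edgeR adjusted p = 0.314). *Timp4* (ENSRNOG00000007955) was at 37.8 ± 11.8 CPM (SD, n = 4) and 67.6 ± 14.3 CPM (SD, n = 4), a log2 fold change of −0.84 (standard error 0.22, edgeR adjusted p = 0.422). In both genes every 12 h p.r. rat was below every NC rat. With DESeq2 and the same adjustment, *Adamts8* had an adjusted p of 2.8e-05 and *Timp4* an adjusted p of 0.0498. *Scx*, a transcription factor gene of tenocytes, had a log2 fold change of 0.62 (standard error 0.22, edgeR adjusted p = 0.452), and *Mmp2* one of −0.66 (standard error 0.24, edgeR adjusted p = 0.464), with NC replicate 2 lower in *Mmp2* than the other NC rats. *Ccl12* was below the filter on low counts, at 1.99 ± 1.33 CPM (SD, n = 4) at 12 h p.r. and 0.324 ± 0.255 CPM (SD, n = 4) in the NC group.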

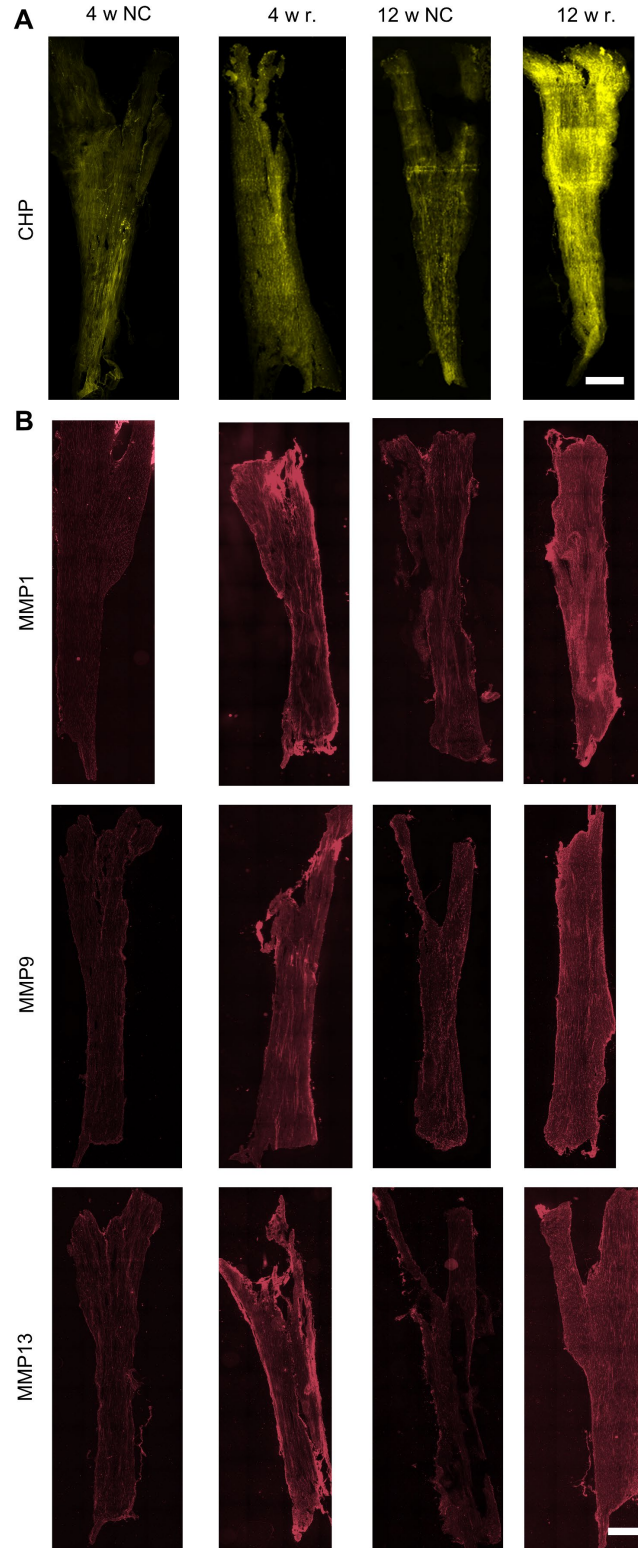

**Fig. S17. The CHP and MMP immunostaining of the rat Achilles tendons from the long-term treadmill running experiment.** Fluorescence scans of the Cy5-CHP staining (**A**) and MMP1, 9, 13 immunofluorescence staining (**B**) of cryosections of the Achilles tendons of the SD rats from the running groups (4 w r. and 12 w r.) and control group (4 w NC and 12 w NC). Each image was representative of similar results from 6 rats within each group. Scale bars: 1 mm.

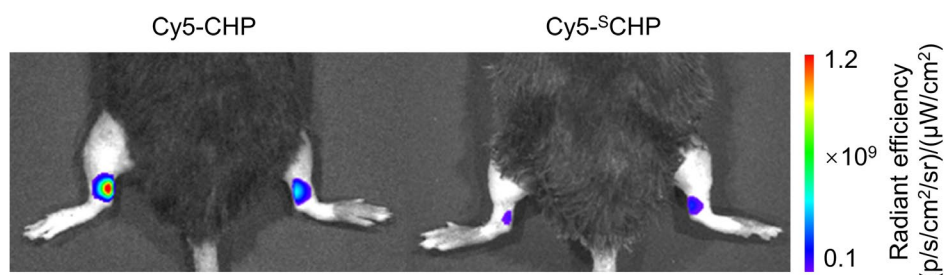

**Fig. S18. *In vivo* fluorescence imaging of CHP hybridization in mice with collagenase-induced Achilles tendon injury.** Representative *in vivo* fluorescence images of the mice with collagenase-injured Achilles tendons (left ankles) 2 h after subcutaneous, peritendinous injection of 0.04 nmol of Cy5-CHP / Cy5-SCHP to each ankle. Denatured collagen was undetectable by our control probe Cy5-SCHP with a scrambled CHP sequence (Cy5-Ahx-OfGGOfGfGfOfOGOfGOOfGGOOffG, MADLI-MS, calcd 3343.3 [M+Na]<sup>+</sup>, observed 3343.6 [M+Na]<sup>+</sup>). Each image was representative of similar results from three mice within each group.

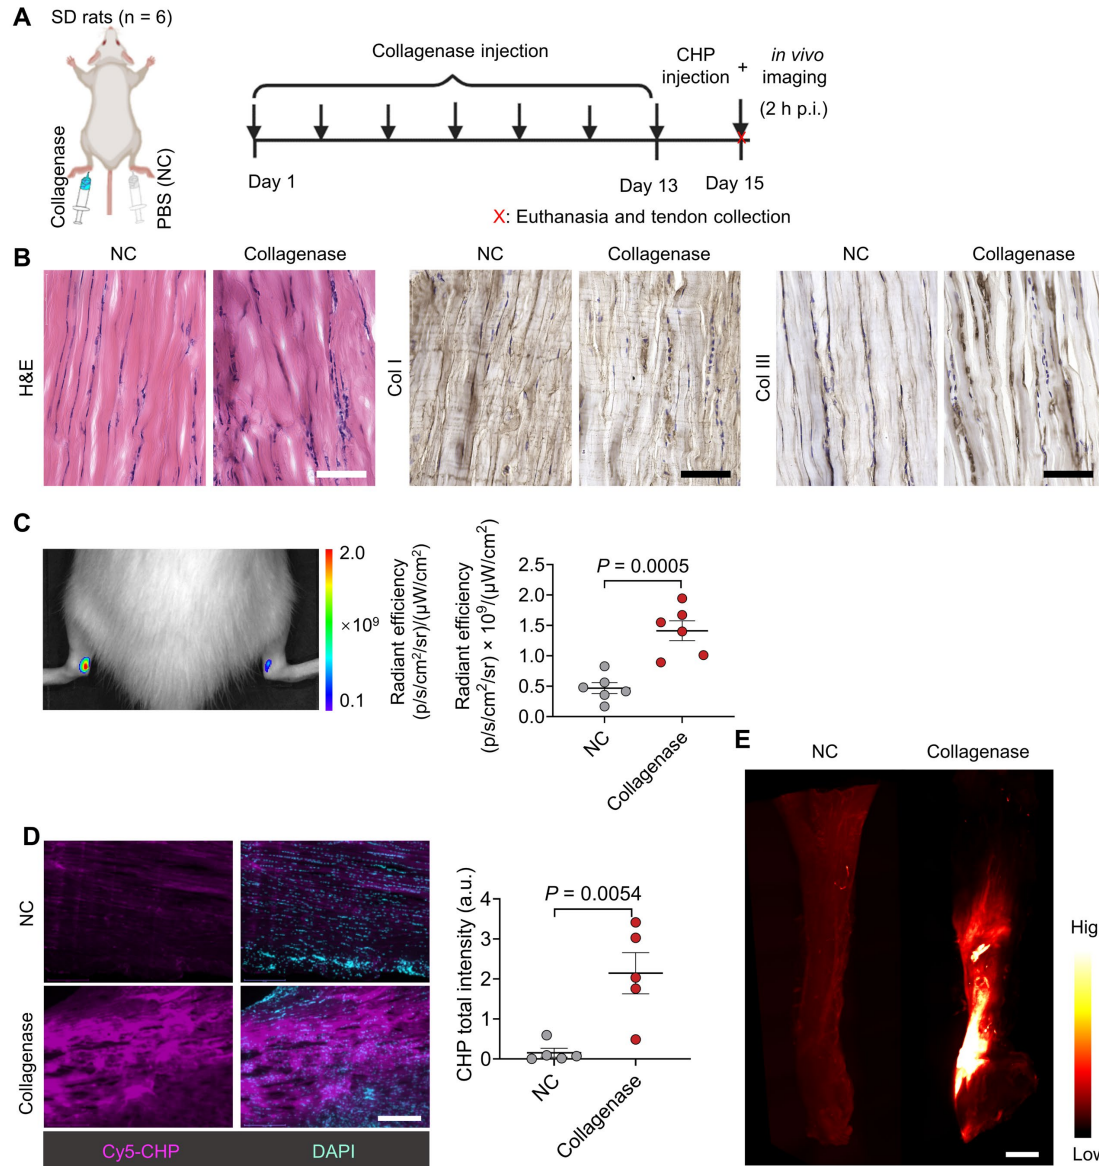

**Fig. S19. *In vivo* fluorescence imaging of collagen denaturation in a rat model of collagenase-induced Achilles tendon injury.** (A) Schematic of the SD rat model of the collagenase-injured Achilles tendon and the *in vivo* imaging timeline. Collagenase I (5 mg/mL in 60 μL of TESCA buffer solution) was injected subcutaneously in the left Achilles tendons of the rats every 2 days for 2 weeks to induce the Achilles tendon injury. Probe Cy5-CHP (0.1 nmol in 5 μL) was injected subcutaneously into both of the Achilles tendons of each rat 2 h before *in vivo* fluorescence imaging. (B) H&E staining and immunohistochemical staining showed disordered collagen fibers with slightly reduced collagen I and increased collagen III contents in the collagenase-injected rat Achilles tendons. (C) Representative *in vivo* fluorescence images and quantitative results of the rats with the collagenase-injected Achilles tendons showed that CHP fluorescence in the diseased ankles was about 2.8 times that of the control side. (D) Fluorescence images and quantitative analysis of cryosections showed that the CHP fluorescence intensity from the collagenase-injured tendons was over 10 times higher than that of the control ones. (E) Light-sheet fluorescence microscopy imaging of a model rat's Achilles tendons stained by Cy5-CHP *in vitro*. Each image was representative of similar results from all the rats within each group. Scale bars: 75 μm (B&D), and 1500 μm (E). Data were expressed as mean ± s.e.m.; statistical analysis: t-test (C&D). The fig. S19A was created with BioRender.com.

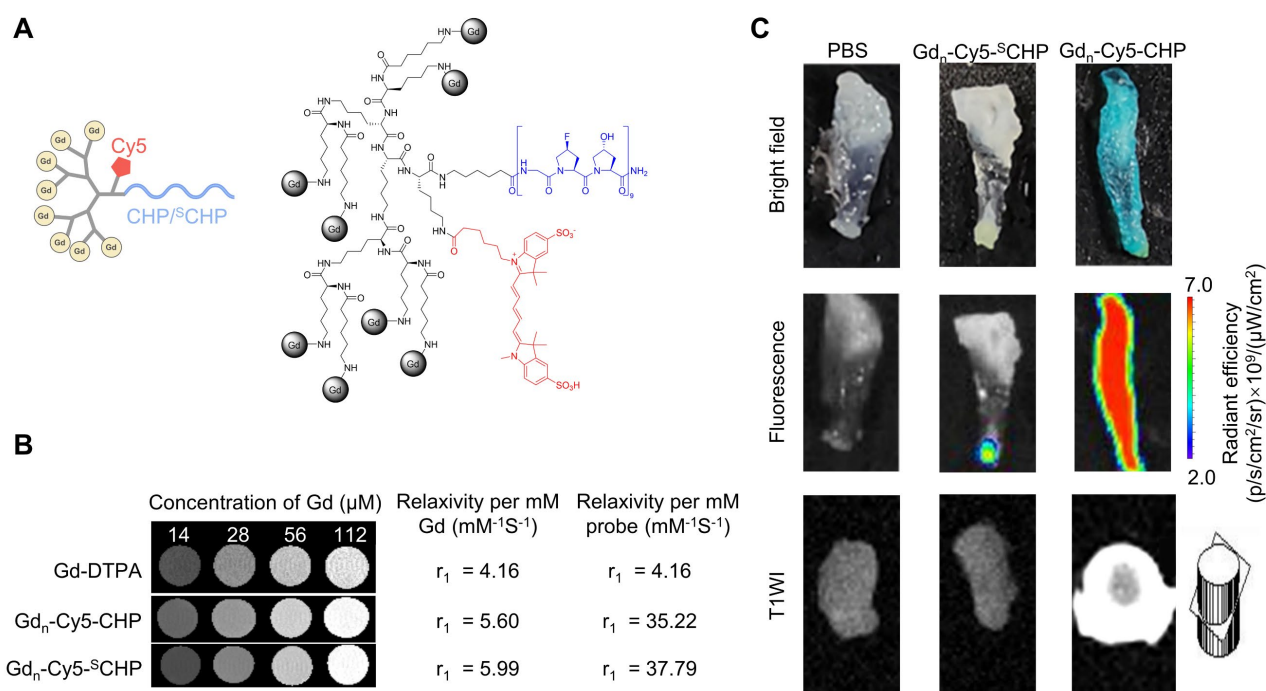

**Fig. S20. Design and the *in vitro* T1-weighted MRI enhancement testing of the fluorescence MR contrast agent Gd<sub>n</sub>-Cy5-CHP.** (A) Schematic and chemical structures of the fluorescent MR probe Gd<sub>n</sub>-Cy5-CHP. (B) T1 relaxivity of Magnevist (Gadopentetate Dimeglumine, Gd-DTPA), Gd<sub>n</sub>-Cy5-CHP, and Gd<sub>n</sub>-Cy5-<sup>s</sup>CHP measured by 9.4 T magnetic resonance (MR) *in vitro*. (C) *In vitro* MR and fluorescence imaging of heat-denatured rat Achilles tendons treated with the Gd<sub>n</sub>-Cy5-CHP probes. As positive controls to test the binding of the probes, nine rat Achilles tendon samples were heat denatured in boiling water for 1 min before being separated into three groups to be incubated at 4 °C overnight in 5 mL of PBS, Gdn-Cy5-CHP, and Gdn-Cy5-<sup>s</sup>CHP, respectively (n = 3, probe concentration: 5  $\mu\text{M}$ ). Following extensive wash with PBS, the samples were fluorescently imaged with an IVIS Spectrum imager and scanned by a 9.4 T MRI scanner using a T1-RARE sequence. Under the bright field, the tendons incubated with Gd<sub>n</sub>-Cy5-CHP were stained blue. The fluorescence intensity of the Achilles tendons stained with Gd<sub>n</sub>-Cy5-CHP was extremely high. Strong signals were only visible from the group treated with Gd<sub>n</sub>-Cy5-CHP in the transverse cross-sections of the samples scanned by MR using T1-RARE sequence. Each image was representative of similar results from three samples within each group.

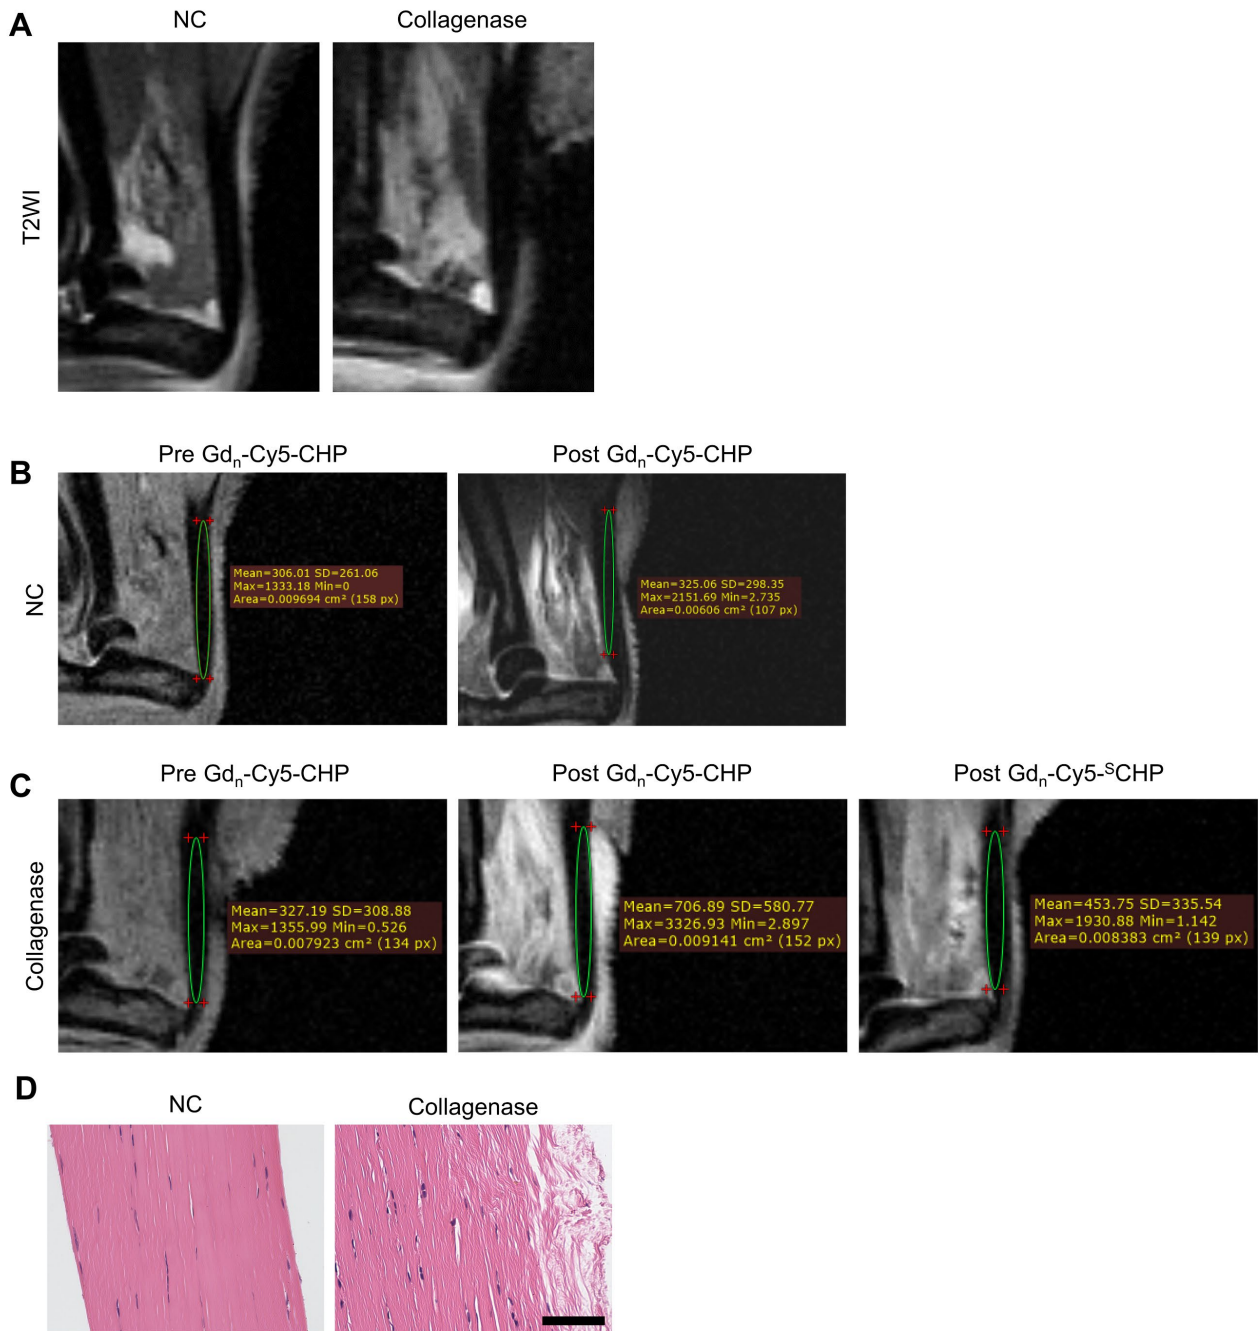

**Fig. S21. Magnetic resonance imaging and histology of collagen-injured Achilles tendon in a mouse model.** (A) Conventional sagittal scans with a T2W sequence of the model mice's normal and diseased Achilles tendons failed to show the lesion of Achilles tendinopathy. T2-FSE sequence: (TE = 30.0 ms; TR = 1500 ms; slice thickness: 0.3 mm; FOV = 20 × 20 mm; matrix dimensions = 228 × 228; bandwidth = 219.3 kHz; ETL = 8). (B-C) Illustration of the regions of interest (ROI) within the Achilles tendons for the quantitative analysis of the averaged T1WI signals pre- and post-injection of Gd<sub>n</sub>-Cy5-CHP or Gd<sub>n</sub>-Cy5-<sup>S</sup>CHP. (D) The H&E histology images of the Achilles tendons collected from the model mice following *in vivo* MRI, which showed loose and irregularly aligned collagen fibers at the peripherals of the diseased tendons. Scale bar: 75 μm (D).

## Tables

**Table S1. Design of the animal studies.**

| Model                       | Animal       | Study aim                                                                                                                     | Group sizes                                                                                                                    | Schematic | Remark                                                                                                                                                                                                                                                                                                |
|-----------------------------|--------------|-------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------|-----------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| One-time treadmill running  | SD rats      | To study molecular collagen damage following one-time running                                                                 | Five groups (n = 6 per group):<br>- 0 h post-run<br>- 0 h(3) post-run<br>- 12 h post-run<br>- 7 d post-run<br>- normal control | Fig. 1D   |                                                                                                                                                                                                                                                                                                       |
|                             |              | To study molecular collagen denaturation during post-run resting                                                              | Four groups (n = 4 per group):<br>- 12 h post-run<br>- 2 d post-run<br>- 4 d post-run<br>- 7 d post-run                        | fig. S8A  |                                                                                                                                                                                                                                                                                                       |
| Long-term treadmill running | SD rats      | To study molecular collagen damage following long-term repeated running                                                       | Four groups (n = 5 per group):<br>- 4-week running<br>- 12-week running<br>- 4-week control<br>- 12-week control               | Fig. 5A   |                                                                                                                                                                                                                                                                                                       |
| Collagenase-injured tendons | SD rats      | To study and fluorescently image the pathological, molecular collagen damage in the Achilles tendons in vivo in small animals | n = 6:<br>- Left ankle: PBS injection<br>- Right ankle: collagenase injection                                                  | fig. S19A | We carried out studies in both mice and rats to verify and exclude the possible species differences in rodents.                                                                                                                                                                                       |
|                             | C57BL/6 mice |                                                                                                                               | n = 5:<br>- Left ankle: PBS injection<br>- Right ankle: collagenase injection                                                  | Fig. 6A   |                                                                                                                                                                                                                                                                                                       |
|                             | C57BL/6 mice | To image the pathological, molecular collagen damage by MR in the Achilles tendons in vivo in small animals.                  | n = 5:<br>- Left ankle: PBS injection<br>- Right ankle: collagenase injection                                                  | Fig. 7A   | We chose to perform this study in mice because the collagenase-injury model is commonly utilized and reported in mice to mimic human tendinopathy. Also, it is cost-inhibitive to develop and test the Gd <sub>n</sub> -Cy5-CHP agents in rats due to the drastically higher dosage compared to mice. |

**Table S2. Running distance of SD rats in the one-time treadmill running groups.**

| Group       | Running time (h) | Running distance (m) |
|-------------|------------------|----------------------|
| 0 h p.r.    | 1                | 943.7 ± 154.6        |
| 0 h(3) p.r. | 3                | 2752.6 ± 269.3       |
| 12 h p.r.   | 1                | 973.2 ± 119.1        |
| 2 d p.r.    | 1                | 1009.8 ± 17.9        |
| 4 d p.r.    | 1                | 1001.0 ± 19.0        |
| 7 d p.r.    | 1                | 964.2 ± 128.4        |

**Table S3. Top 20 most significant biological processes differentially regulated in rat Achilles tendons at 0 h post-running from GO analysis.** Differentially expressed genes (geneID) enriched in these biological processes are also included in the table.

| Biological process description           | p value                | p.adj                  | q value                | geneID                                                                                                                                                                                                                                                                                                                                                                      | Count |
|------------------------------------------|------------------------|------------------------|------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|
| fat cell differentiation                 | $1.12 \times 10^{-11}$ | $8.26 \times 10^{-9}$  | $5.76 \times 10^{-9}$  | Zfp36/Clip3/Ffar2/Cebpa/Pex11a/Fam57b/Lgals12/Ffar4/Fabp4/Noct/Lep/Nr4a2/Frz3/Bmp2/Cebpb/Runx1t1/Nr4a3/Klf4/Zc3h12a/Wif1/Nr4a1/Smad3/Ppargc1a/Ptgs2/Socs1/Sox8/Msx2/Id4/Wnt5a/Mrap/Hes1/Adipoq/Cebpd/Snai2/Egr2/Retn/Medag/Trpv4                                                                                                                                            | 38    |
| blood circulation                        | $1.61 \times 10^{-11}$ | $1.04 \times 10^{-8}$  | $7.26 \times 10^{-9}$  | Dlil1/Ppp1r13/Csrp3/Sult1a1/Pcsk5/F2r11/Pde4d/Npr3/Postn/Casq2/Ddah1/Ptger3/Lep/Adra2b/Edn3/Hrh3/Pde4b/Zc3h12a/Kcne5/Hif1a/Icam1/Scn2b/Smad3/Tpm1/Htr1b/Cxcr2/Nppc/Alb/Corin/Cd38/Adora1/Ptgs2/Cacna1e/Crp/Adra1b/Map2k3/Alox12/Uts2r/Gch1/Myh6/Adra1a/Stc1/Ryr2/Prkcg/Casr/Adipoq/Dsg2/Hbegf/Hmox1/Irx5/Myk3/Agt/Ier3/Bcr/Gja1/Nos1/Trpv4                                  | 57    |
| circulatory system process               | $2.28 \times 10^{-11}$ | $1.31 \times 10^{-8}$  | $9.12 \times 10^{-9}$  | Dlil1/Ppp1r13/Csrp3/Sult1a1/Pcsk5/F2r11/Pde4d/Npr3/Postn/Casq2/Ddah1/Ptger3/Lep/Adra2b/Edn3/Hrh3/Pde4b/Zc3h12a/Kcne5/Hif1a/Icam1/Scn2b/Smad3/Tpm1/Htr1b/Cxcr2/Nppc/Alb/Corin/Cd38/Adora1/Ptgs2/Cacna1e/Crp/Adra1b/Map2k3/Alox12/Uts2r/Gch1/Myh6/Adra1a/Stc1/Ryr2/Prkcg/Casr/Adipoq/Dsg2/Hbegf/Hmox1/Irx5/Myk3/Agt/Ier3/Bcr/Gja1/Nos1/Trpv4                                  | 57    |
| response to purine-containing compound   | $4.61 \times 10^{-11}$ | $2.38 \times 10^{-8}$  | $1.66 \times 10^{-8}$  | Ezr/Fosb/Ppp1r15a/Aqp8/Fosl1/Pygm/Pde4d/Hmgcs2/Casq2/Il6/Mat2a/Il1b/Pck1/Fosl2/Hif1a/Slc8a3/Fos/Cib2/Ptpm/Ppargc1a/Ptgs2/Dusp1/Ccl2/Sphk1/Stc1/Crem/Ryr2/Jund/Plat/Atp7b/Adipoq/P2rx6/Egr1/Cd1/Junb/Serpine1                                                                                                                                                                | 36    |
| ossification                             | $6.08 \times 10^{-11}$ | $2.86 \times 10^{-8}$  | $1.99 \times 10^{-8}$  | Cebpa/Acan/Ifttm5/Noct/Bglap/Lep/Atp6v0a4/Cat/Grem1/Bmp2/Cebpb/Impad1/Runx3/Wnt4/Alpl/Phex/Six2/Osr1/Hif1a/Col2a1/Sp7/Nfe2/Mmp13/Smad3/Ccr1/Fn1/Ihh/Nppc/Spp1/Mepe/Ibsp/Dmp1/Fignl1/Myog/Ptgs2/Sox8/Fgf18/Sost/Sox9/Fasn/Stc1/Msx2/Id4/Wnt5a/Jund/Runx1/Casr/Cebpd/Snai2/Junb/Egr2/Gja1                                                                                     | 52    |
| connective tissue development            | $1.05 \times 10^{-10}$ | $4.53 \times 10^{-8}$  | $3.16 \times 10^{-8}$  | Gpr4/Acan/Dgat2/Sox6/Hmgcs2/Wnt2b/Lep/Slc25a25/Frz3/Cd44/Grem1/Thbs1/Bmp2/Impad1/Runx3/Timp1/Six2/Osr1/Hif1a/Col2a1/Mmp13/Barx2/Smad3/Arid5a/Ihh/Nppc/Ppargc1a/Sox8/Fgf18/Sox9/Stc1/Msx2/Id4/Wnt5a/Runx1/Casr/Snai2/Egr1/Trpv4                                                                                                                                              | 39    |
| response to mechanical stimulus          | $1.64 \times 10^{-10}$ | $6.54 \times 10^{-8}$  | $4.56 \times 10^{-8}$  | Fosb/Csrp3/Acan/Bag3/Fosl1/Ccnb1/Slc1a3/Postn/Bglap/Il6/Thbs1/Il1b/Bmp2/Slc2a1/Nrxn1/Fosl2/Hif1a/Fos/Myc/Col2a1/Mmp13/Stra6/Ihh/Serpine2/Kit/Btg2/Chi311/Ptgs2/Ccl2/Mpo/Sost/Sox9/Ryr2/Jund/Egr1/Junb/Agt/Hspa1b/Gja1/Retn/Serpine1/Nos1                                                                                                                                    | 42    |

|                                                |                        |                        |                        |                                                                                                                                                                                                                                                                                                                             |    |
|------------------------------------------------|------------------------|------------------------|------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|
| cellular divalent inorganic cation homeostasis | $5.01 \times 10^{-10}$ | $1.73 \times 10^{-07}$ | $1.20 \times 10^{-07}$ | Gipr/Gpr4/Csrp3/Trpm1/Cemip/Pygm/F2rl1/Pde4d/Rxfp3/Casq2/Ptger3/Aplnr/Il1b/Jph2/Edn3/Hrh3/Slc24a2/Pgm1/Gpr3/Gpr157/Atp2b3/Kenk3/Slc8a3/Gpr65/Epor/Cib2/Smad3/Ccr1/Cxcr2/Cxcl2/Cxcl1/Cd38/Cd55/Slc41a1/Grin2a/Stc2/Adra1b/Ccl2/Ccl5/Uts2r/Adra1a/Stc1/Slc39a14/Lpar6/Ryr2/Mt1/Atp7b/Casr/Mt2A/Agg/Gja1/Cd24/Nos1/Trpv4       | 54 |
| positive regulation of cell migration          | $7.41 \times 10^{-10}$ | $2.40 \times 10^{-07}$ | $1.67 \times 10^{-07}$ | Wdr62/Cemip/Pcsk5/Kif20b/F2rl1/Pde4d/Postn/Ptger3/Tcaf2/Atoh8/Tnfaip6/Thbs1/Sema6d/Il1b/Bmp2/Angpt4/Lbp/Edn3/Zc3h12a/Hif1a/Myc/Icam1/Plet1/Smad3/Ccr1/Ptp4a1/Fn1/Cxcr2/Ackr3/Cxcl2/Cxcl1/Kit/Ptgs2/Tnfsf18/Sele/Selp/Fgf18/Alox12/Ccl2/Ccl7/Ccl5/Itga3/Sox9/Sphk1/Wnt5a/Irs2/Snai2/Egr1/Hbegf/Foxf1/Agg/Retn/Serpine1/Trpv4 | 54 |
| response to organophosphorus                   | $9.87 \times 10^{-10}$ | $2.91 \times 10^{-07}$ | $2.03 \times 10^{-07}$ | Ezr/Fosb/Aqp8/Fos1/Pygm/Pde4d/Hmgcs2/Mat2a/Il1b/Pck1/Fos12/Slc8a3/Fos/Cib2/Ptpn/Ptgs2/Dusp1/Trim16/Ccl2/Sphk1/Stc1/Crem/Jund/Plat/Atp7b/Adipoq/P2rx6/Egr1/Cdo1/Junb/Serpine1                                                                                                                                                | 31 |
| divalent inorganic cation homeostasis          | $1.05 \times 10^{-09}$ | $2.91 \times 10^{-07}$ | $2.03 \times 10^{-07}$ | Gipr/Gpr4/Csrp3/Trpm1/Cemip/Pygm/F2rl1/Pde4d/Rxfp3/Casq2/Ptger3/Aplnr/Il1b/Jph2/Edn3/Hrh3/Slc24a2/Pgm1/Gpr3/Gpr157/Atp2b3/Kenk3/Slc8a3/Gpr65/Epor/Cib2/Smad3/Ccr1/Cnnm4/Cxcr2/Cxcl2/Cxcl1/Cd38/Cd55/Slc41a1/Grin2a/Stc2/Adra1b/Ccl2/Ccl5/Uts2r/Adra1a/Stc1/Slc39a14/Lpar6/Ryr2/Mt1/Atp7b/Casr/Mt2A/Agg/Gja1/Cd24/Nos1/Trpv4 | 55 |
| multi-multicellular organism process           | $1.07 \times 10^{-09}$ | $2.91 \times 10^{-07}$ | $2.03 \times 10^{-07}$ | Fosb/Fos1/Pcsk5/Ptger3/Lep/Il1rn/Acvr1c/Adra2b/Slc2a1/Wnt4/Timp1/Fos12/Hif1a/Fos/Slc38a1/Mmp13/Epor/Mst1/Ihh/Serpine2/Corin/Cd38/Lif/Cd55/Ptgs2/Stc2/Havcr2/Ccl2/Itga3/Sphk1/Stc1/Hpgd/Aqp4/Dsg2/Junb/Agg/Gja1/Serpine1/Nos1                                                                                                | 39 |
| regulation of blood circulation                | $1.18 \times 10^{-09}$ | $3.05 \times 10^{-07}$ | $2.13 \times 10^{-07}$ | Csrp3/F2rl1/Pde4d/Casq2/Ptger3/Lep/Adra2b/Edn3/Pde4b/Zc3h12a/Kcne5/Hif1a/Icam1/Scn2b/Tpm1/Cd38/Adora1/Ptgs2/Cacna1e/Adra1b/Gjd3/Uts2r/Geh1/Myh6/Adra1a/Stc1/Ryr2/Prckq/Casr/Dsg2/Hbegf/Irx5/Agg/Gja1/Nos1                                                                                                                   | 35 |
| muscle cell proliferation                      | $2.95 \times 10^{-09}$ | $7.26 \times 10^{-07}$ | $5.06 \times 10^{-07}$ | Tnfaip3/Ptger3/Tenm4/Pcsk5/Rbp4/Ccnb1/Pde4d/Npr3/Il6/Thbs1/Nr4a3/Klf4/Hif1a/Trib1/Myc/Tpm1/Htr1b/Nppe/Ppargc1a/Myog/Ptgs2/Myocd/Alox12/Ccl5/Hpgd/Adipoq/Egr1/Hbegf/Hmox1/Agg/Pim1/Gja1/Retn                                                                                                                                 | 33 |

**Table S4. Top 20 most significant biological processes differentially regulated in rat Achilles tendons at 12 h post-running from GO analysis.** Differentially expressed genes (geneID) enriched in these biological processes are also included in the table.

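Table S4 prints 314 different gene symbols for its 20 processes, between 12 and 60 per process, and 19 of the symbols as printed matched no gene of the count table. Of the symbols, 293 had enough counts for edgeR's quasi-likelihood test of 12 h p.r. against NC. At an unadjusted p value under 0.05, 248 of these differed (84.6%), against 9.51% of all genes tested. With Benjamini-Hochberg adjustment over all genes, 0 had an adjusted p value under 0.05. In the authors' deposited table, which lists 294 of the symbols, 293 (99.7%) had an unadjusted p value under 0.05, 27 an adjusted p value under 0.05, and 9 an adjusted p value under 0.05 with a fold change of at least 2. The symbols were chosen by the authors from this same comparison, so the share with a small p value does not test the genes a second time. The number of table S4 genes with an unadjusted p value under 0.05 moved most, to 165, when NC replicate 4 was left out.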

| Biological process description                  | p value                | p.adj                 | q value               | geneID                                                                                                                                                                                                                                                                                                                                                             | Count |
|-------------------------------------------------|------------------------|-----------------------|-----------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|
| angiogenesis                                    | $3.79 \times 10^{-10}$ | $1.99 \times 10^{-6}$ | $1.76 \times 10^{-6}$ | Rspo3/Pdcd6/Gpr4/Rasip1/Rnh1/Thbs4/Esm1/Pik3ca/Sfrp2/Rbm15/F3/Emcn/C1galt1/Cav1/Epha1/Vhl/Plxnd1/Apold1/Egfl7/Abi1/Eng/Calcr1/Aplnr/Angpt4/Pofut1/Sox18/B4galt1/Klf4/Tie1/Ephb2/Foxo4/Vash1/Notch3/Angpt4/Elk3/Hdac7/Nr4a1/Bmper/Ets1/Ctsh/Hyal1/Ccl2/Ccl12/Tmem100/Hoxb3/Hdac5/Sphk1/Loxl2/Egr3/Rgcc/Jcad/Angpt2/Col4a2/Fgfl/Cx3cl1/Mmp2/Cdh13/Pnpla6/Ephb4/Ccl24 | 60    |
| tissue migration                                | $4.54 \times 10^{-7}$  | 0.000922              | 0.000814              | Pdcd6/Atoh8/Actg2/Vhl/Plxnd1/Strap/Abi1/Angpt4/Sox18/Klf4/Vash1/Akt1/Ptpr/Hdac7/Nr4a1/Amotl1/Bmper/Ets1/Ctsh/Hyal1/Tgfb3/Tgfb2/Prox1/Pdpk1/Pfn1/Itga3/Hdac5/Loxl2/Egr3/Rgcc/Jcad/Angpt2/Hbegf/Fgfl/Cdh13/Ephb4/Scarb1                                                                                                                                              | 37    |
| epithelial cell migration                       | $5.74 \times 10^{-7}$  | 0.000922              | 0.000814              | Pdcd6/Atoh8/Vhl/Plxnd1/Strap/Abi1/Angpt4/Sox18/Klf4/Vash1/Akt1/Ptpr/Hdac7/Nr4a1/Amotl1/Bmper/Ets1/Ctsh/Hyal1/Tgfb3/Tgfb2/Prox1/Pdpk1/Pfn1/Itga3/Hdac5/Loxl2/Egr3/Rgcc/Jcad/Angpt2/Hbegf/Fgfl/Cdh13/Ephb4/Scarb1                                                                                                                                                    | 36    |
| epithelium migration                            | $7.02 \times 10^{-7}$  | 0.000922              | 0.000814              | Pdcd6/Atoh8/Vhl/Plxnd1/Strap/Abi1/Angpt4/Sox18/Klf4/Vash1/Akt1/Ptpr/Hdac7/Nr4a1/Amotl1/Bmper/Ets1/Ctsh/Hyal1/Tgfb3/Tgfb2/Prox1/Pdpk1/Pfn1/Itga3/Hdac5/Loxl2/Egr3/Rgcc/Jcad/Angpt2/Hbegf/Fgfl/Cdh13/Ephb4/Scarb1                                                                                                                                                    | 36    |
| aging                                           | $1.26 \times 10^{-6}$  | 0.001204              | 0.001064              | Nup62/Ctsc/Picalm/Ucp3/Arntl/Ypel3/Smc5/Mme/Ngf/Vcam1/F3/Ci sd2/Cav1/Rxra/Abi1/Eng/Bcl2l1/Pck1/C1qb/Foxo4/Xdh/Eif2s1/Tgfb3/Vash1/Akt1/Eef2/Nuak1/Soes2/Hspa8/Ncam1/Eef1a1/Gsta1/Col3a1/Creb1/Ppargc1a/Igfbp3/Tgfb2/Kcnmb1/Ccl2/Ppp1r9b/Aoc3/Top2b/Myh6/Htr2a/Hnmpk/Npy1r/Adrb3/Apod/Cldn1/Cx3cl1/Amfr/Mmp2/Hmgal/Jmjd1c                                            | 54    |
| endothelial cell migration                      | $1.37 \times 10^{-6}$  | 0.001204              | 0.001064              | Pdcd6/Atoh8/Vhl/Plxnd1/Abi1/Angpt4/Sox18/Klf4/Vash1/Akt1/Hdac7/Nr4a1/Amotl1/Bmper/Ets1/Prox1/Pdpk1/Hdac5/Loxl2/Egr3/Rgcc/Jcad/Angpt2/Fgfl/Cdh13/Ephb4/Scarb1                                                                                                                                                                                                       | 27    |
| ameboidal-type cell migration                   | $2.82 \times 10^{-6}$  | 0.002116              | 0.001869              | Pdcd6/Has1/Lrp5/Sema3c/Atoh8/Vhl/Plxnd1/Strap/Abi1/Acvr1c/Angpt4/Sdc4/Sox18/Klf4/Vash1/Akt1/Ptpr/Hdac7/Nr4a1/Amotl1/Bmper/Ets1/Ctsh/Hyal1/Sema3f/Tgfb3/Tgfb2/Prox1/Pdpk1/Pfn1/Itga3/Hdac5/Loxl2/Egr3/Rgcc/Jcad/Angpt2/Arhgef7/Hbegf/Fgfl/Cdh13/Gna12/Ephb4/Scarb1                                                                                                  | 44    |
| blood vessel endothelial cell migration         | $7.51 \times 10^{-6}$  | 0.004933              | 0.004358              | Vhl/Abi1/Angpt4/Sox18/Klf4/Vash1/Akt1/Hdac7/Nr4a1/Amotl1/Hdac5/Egr3/Rgcc/Jcad/Angpt2/Ephb4/Scarb1                                                                                                                                                                                                                                                                  | 17    |
| fat cell differentiation                        | $1.02 \times 10^{-5}$  | 0.00579               | 0.005115              | Sirt2/LOC108348122/Atf5/Tph1/Arntl/Lrp5/Wwtr1/Sfrp2/Steap4/Rarres2/Wnt5b/Adig/Nr4a3/Klf4/Akt1/Wif1/Nr4a1/Zfp385a/Zbtb16/Smad6/Creb1/Per2/Lrrc8c/Ppargc1a/Lamb3/Nr1d1/Htr2a/Id4/Ccdc3/Adrb3/Hes1/Zfpml                                                                                                                                                              | 32    |
| regulation of cytoskeleton organization         | $1.10 \times 10^{-5}$  | 0.00579               | 0.005115              | Myadm/Cdc42ep5/LOC108348122/Atf5/Nup62/Akap13/Mapk3/Cttn/Rbm14/Map3k1/Stmn2/Cav1/LOC100909784/Epha1/Arhgef5/Dctn1/Abi1/Sdc4/Tmem67/Lpar1/Asap3/Mid1/Plekhh2/Tgfb3/Mdm1/Tripob/Pick1/Parp3/Tpr/Tgfb2/Prox1/Arf1/Arhgap44/Pfn1/Ssh2/Inpp5k/Myo1c/Spag5/Cltc/Stmn4/Rgcc/Mk1/Dlc1/Cep97/Diaph1/Synpo/Chmp1a/Hspa1b/Ranbp2/Arpc1b/Fscn1/Ccl24/Hip1r                     | 53    |
| endothelial cell proliferation                  | $1.36 \times 10^{-5}$  | 0.006518              | 0.005758              | Pdcd6/Thbs4/F3/Cav1/Atoh8/Egfl7/Eng/Xdh/Vash1/Akt1/Nr4a1/Bmper/Prox1/Ccl2/Loxl2/Egr3/Rgcc/Jcad/Cdh13/Ccl24/Scarb1                                                                                                                                                                                                                                                  | 21    |
| iron ion transport                              | $2.00 \times 10^{-5}$  | 0.008753              | 0.007732              | LOC100360087/Picalm/Steap4/Steap2/B2m/Ftl1/Heph/LOC100359668/Rab11b/LOC100362384/Cltc/Slc39a14                                                                                                                                                                                                                                                                     | 12    |
| hexose metabolic process                        | $2.18 \times 10^{-5}$  | 0.008798              | 0.007772              | Akt2/LOC499235/Fuom/Cpt1a/Lrp5/Bad/Pik3ca/Pofut1/Pck1/B4galt1/LOC108351137/Wdte1/Eno1/G6pd/Akt1/Cry1/Per2/Ppargc1a/Man2b2/Mrfap1/Igfbp3/Atf3/Inpp5k/Pdk2/Nr1d1/Npy1r/Apod/Ptpn2/Ranbp2/Hk1                                                                                                                                                                         | 30    |
| regulation of epithelial cell migration         | $2.61 \times 10^{-5}$  | 0.008987              | 0.007939              | Pdcd6/Atoh8/Strap/Abi1/Angpt4/Klf4/Vash1/Akt1/Ptpr/Hdac7/Amotl1/Bmper/Ets1/Ctsh/Hyal1/Tgfb3/Tgfb2/Prox1/Pdpk1/Pfn1/Itga3/Hdac5/Rgcc/Jcad/Angpt2/Hbegf/Fgfl                                                                                                                                                                                                         | 27    |
| positive regulation of fat cell differentiation | $2.64 \times 10^{-5}$  | 0.008987              | 0.007939              | Tph1/Lrp5/Sfrp2/Rarres2/Wnt5b/Adig/Akt1/Wif1/Zfp385a/Zbtb16/Creb1/Htr2a/Ccdc3                                                                                                                                                                                                                                                                                      | 13    |
| regulation of vesicle-mediated transport        | $2.77 \times 10^{-5}$  | 0.008987              | 0.007939              | Prkeg/Ehd2/Axl/Akt2/LOC108348122/Nr1h2/Tbc1d17/Mex3b/Picalm/Arrb1/Mapk3/Tbc1d12/Cav1/B2m/Tbc1d20/Bcl2l1/Sdc4/Tbc1d2/Atp13a2/Gpc3/Vsnl1/Rab11b/Scyl2/Pick1/Rab3d/Hspa8/Ncam1/Rab8b/Evi5/Fcer1a/Pdpk1/Arf1/Dlg4/Ccl2/Unc13d/Tbc1d16/Lgi3/Gas1/Hnmpk/Lman2/Stam/Syt15/Adprh1/Tnk2/Rit2/Tbc1d9/Cdh13/Btbd9/Gopc/Hip1/Scarb1/Hip1r/Atp2a2                               | 53    |

|                                            |                       |          |          |                                                                                                                                                                                                                                                                                                               |    |
|--------------------------------------------|-----------------------|----------|----------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|
| regulation of actin filament-based process | $2.91 \times 10^{-5}$ | 0.008987 | 0.007939 | Myadm/Cdc42ep5/Akap13/Ctnn/Map3k1/Sri/Cav1/LOC100909784/Epha1/Arhgef5/Ab11/Sdc4/Lpar1/Pde4b/Asap3/Plekhh2/Frmd6/Tgfb3/Triobp/Pick1/Hcn4/Tnnt2/Tgfb2/Prox1/Arf1/Arhgap44/Pfn1/Ssh2/Inpp5k/Myo1c/Jup/Rgcc/Mk1/Dlc1/Dsc2/Synpo/Arpc1b/Fscn1/Ccl24/Hip1r/Atp2a2                                                   | 41 |
| positive regulation of cell migration      | $3.22 \times 10^{-5}$ | 0.009098 | 0.008037 | Pcd6/Myadm/Akt2/Mapk3/Thbs4/Postn/F3/Sema3c/Epha1/Rarres2/Atoh8/Wnt5b/Ab11/Tnfaip6/Angpt4/Lpar1/Foxo4/Akt1/Hdac7/Amot11/Ets1/Ctsh/Hyal1/Tnfsf18/Selp/Tgfb2/Prox1/Pfn1/Ssh2/Myo1c/Ccl2/Ccl7/Ccl12/Itga3/Mien1/Aoc3/Sphk1/Jcad/Plvap/Arhgef7/Hbegf/Diaph1/Fgf1/Cd74/Cx3cl1/Mmp2/Ripor1/Cdh13/Fbxo31/Ccar1/Ccl24 | 51 |
| activation of immune response              | $3.42 \times 10^{-5}$ | 0.009098 | 0.008037 | Lilrb3a/Nop53/C5ar2/Nectin2/Kcnn4/Rbm14/Cav1/Skap2/Ab11/Tyro3/Nr4a3/Pde4b/Sfpq/Gpatch3/C1qb/C1qc/Tlr7/Tspan6/Nfkbia/Cactin/Irak3/Xrcc6/Cacnb3/Plscr1/Cd38/Cd55/C4bpa/Susd4/Tlr5/Pdpk1/Lcp2/Irf1/Tnfr1/Nr1d1/Sec14l1/Rgcc/Cblb/Ptpn2/Hspa1b                                                                    | 39 |
| vesicle organization                       | $3.46 \times 10^{-5}$ | 0.009098 | 0.008037 | LOC100910446/Pcd6/Bloc1s3/Nectin2/Akt2/Plekhl1/Tbc1d17/Picalm/Syt12/LOC100361543/Stx3/Tbc1d12/Hps1/Fnbp11/Tmem127/Tbc1d20/Sdc4/Vapb/Tbc1d2/Stx12/Plekhl1/Laptn4b/Zfp385a/Rfx2/Creb1/Ptprn/Evi5/Arf1/Dlg4/Rilp/Tbc1d16/Stam/Syt15/Adprhl1/Snx2/Tbc1d9/Stx2                                                     | 37 |

**Table S5. Running protocol used for the long-term treadmill running groups.**

|             |                                                                  | Duration<br>(min) | Speed (m/min) |
|-------------|------------------------------------------------------------------|-------------------|---------------|
| Week 1      | Day 1                                                            | 20                | 10-15         |
|             | Day 2                                                            | 30                | 10-15         |
|             | Day 3                                                            | Rest              | -             |
|             | Day 4                                                            | 40                | 15-17         |
|             | Day 5                                                            | 50                | 15-17         |
|             | Day 6                                                            | 60                | 15-17         |
|             | Day 7                                                            | Rest              | -             |
| Week 2 - 12 | Run on days 1, 2, 4, 5, and 6<br>each week, rest on days 3 and 7 | 60                | 20            |

Hyphenated values in the speed column represent the gradual increase in speed at the beginning of each running session. Running began at the lower speed and was increased by 1 m/min each minute until the higher speed was achieved. Rats ran at this higher speed for the remainder of the duration.

**Table S6. Primer sequences in this study.**

| Gene         | Accession number | Sequences |                              | Product length (bp) |
|--------------|------------------|-----------|------------------------------|---------------------|
| <i>Mmp1</i>  | NM_001134530     | Forward:  | 5' TGGATGACTCTCACTGTGGTC 3'  | 123                 |
|              |                  | Reverse:  | 5' AGCAATGTGTTTCCTCTTCGT 3'  |                     |
| <i>Mmp9</i>  | NM_031055        | Forward:  | 5' CCCATGTATCACTACCACGAGG 3' | 91                  |
|              |                  | Reverse:  | 5' GGTCAGGTTTAGAGCCACGAC 3'  |                     |
| <i>Mmp13</i> | NM_133530        | Forward:  | 5' AAGACTGTGCGAACTGGACAG 3'  | 89                  |
|              |                  | Reverse:  | 5' CACTAAGGAAAGCAGGGAAGG 3'  |                     |
| <i>Gapdh</i> | NM_017008.4      | Forward:  | 5' ACGGGAAACCCATCACCATC 3'   | 80                  |
|              |                  | Reverse:  | 5' CACGACATACTCAGCACCAGCA 3' |                     |

MMP: matrix metalloproteinase; GAPDH: glyceraldehyde-3-phosphate dehydrogenase.

## **Other Supplementary Materials:**

### **MOVIES**

**Movie S1.** Video of rats running on a treadmill in a typical session.

**Movie S2.** Light sheet fluorescence microscopy imaging showing Cy5-CHP's *in vitro* binding to denatured collagen molecules within a cleared Achilles tendon, harvested from a rat model of collagenase-induced Achilles tendon injury, stained with Cy5-CHP overnight.

**Movie S3.** Light sheet fluorescence microscopy imaging showing Gd<sub>n</sub>-Cy5-CHP's *in vivo* binding to denatured collagen molecules within a cleared Achilles tendon from a mouse model of collagenase-induced Achilles tendon injury. Probe Gd<sub>n</sub>-Cy5-CHP was subcutaneously injected into the peri-Achilles tendon tissues 6 h before *in vivo* MR imaging, after which the samples were collected.

**Data S1.** Original data for Figs. 1-3 and Figs. 5-7 in tabular format.

How the deposited data were processed for this re-analysis (not part of the article)

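Gene expression was measured by sequencing polyadenylate mRNA of the right Achilles tendon of 8 rats, 4 killed 12 hours after a 1-hour treadmill run (12 h p.r.) and 4 caged control rats killed at the same time (NC). The conditions and replicate numbers were taken from the sample labels and checked against the methods of the paper. The numbers 1 to 4 are given to different rats in each group, and nothing in the paper's text pairs them. Samples of the other time points and of the other experiments of the paper were not analysed here.

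The authors aligned the reads to the rat genome Rnor_6.0 with Hisat2 2.1.0 and counted them per Ensembl gene with featureCounts 1.6.3, and the deposited counts are whole reads per gene and rat without normalization. The library protocol and the aligner setting are strand-specific, while the paper's text does not state how reads that match several genes were counted or whether the counting used the strand. The authors also deposited FPKM values for each gene and rat. These FPKM values are counts divided by gene length and by 1 factor per rat, and the factors matched the size factors of DESeq2 computed from the counts, not the total counts. The table of the authors' own comparison, made with DESeq2 1.30.1, was deposited with a log2 fold change per gene for 13825 genes, and with an unadjusted and an adjusted p-value for each of them by the authors. Its 8 columns of FPKM per rat repeat the FPKM table and were not used.

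From the counts, genes with low counts were removed with the filterByExpr function of edgeR 4.0.16, TMM factors were computed, and the groups were compared with the quasi-likelihood test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over all 13937 genes tested. Protein-coding genes were counted past a fold change of at least 2 and an adjusted p-value under 0.05, the thresholds of the paper. The standard error of a log2 fold change was taken from the quasi-likelihood F statistic. CPM values are counts per 1e6 reads of the TMM-scaled library size, and exact permutation tests of single genes used log2(CPM + 0.5) over all splits of the rats, with 2-sided p-values that cannot go below 0.0286. Lists of genes were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. R 4.3.3 and Python 3.11.15 were used.

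The genes named in the text were chosen before the data were examined. They are the genes that the paper names for its RNA-seq in the text, Fig. 4B, or fig. S16A, the genes *Mmp1*, *Mmp9*, and *Mmp13*, and, in each direction, up to 5 genes with the largest fold change among those past both thresholds with no overlap between the groups, of which there were 0 (1326 genes had an unadjusted p-value under 0.05). Lists of marker genes for cell types, clock genes, and immediate early genes were written after the files were opened and before the values of these genes were seen. The lists used to test an endothelial share and a clock phase were taken from them after their values per rat had been seen. Any other gene named was chosen after its values were seen.

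The tests were tried on simulated counts for 13937 genes, drawn from the means, library sizes, and dispersions of these rats, with 200 genes changed by known amounts. The quasi-likelihood test of edgeR called 142 genes at an adjusted p-value under 0.05, which held 137 of the changed genes (68.5%) and 5 unchanged genes. DESeq2 called 192, which held 160 of the changed genes (80.0%) and 32 unchanged genes. None was called in the wrong direction.

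The total counts ran from 7350509 to 12951397 per rat. At the smallest of these depths, a gene at 1 CPM has few reads, so changes of genes at this level rest on little data. The results were computed again with the Wald test of DESeq2 1.42.0, with relative log expression and upper-quartile factors, with no filter beyond 1 count, with a filter at a mean of 10 counts, with limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.1, with the replicate number as a block, with a skeletal muscle marker score as a covariate, with other thresholds, and without each rat in turn. The enrichment of gene ontology terms was not repeated, because no annotation of terms was used here. No coordinates are given, because the gene table used for names is of another assembly than Rnor_6.0.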

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

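The tests of skeletal muscle RNA and of cartilage or bone RNA in this part were chosen after the values were seen. The 4 rats of each group were searched for 1 rat far from the other rats in total counts, in the mean log2 CPM of marker gene lists, and in log2(CPM + 0.5) of the genes named in the paper. Among 118 groups of 4 values, 16 held such a rat by Dixon's criterion at the 0.05 level, where about 5.9 are given by chance, and genes of one tissue are counted several times among them. Total counts gave none.

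In the NC group, replicate 3 stood above the other NC rats in cartilage and bone genes. Its mean log2 CPM of these markers was 8.03, against 3.11 to 3.70 in the other NC rats. The log2 CPM of *Col2a1* was 9.21 in this rat and at most 3.50 in the others, and that of *Col9a3* was 3.88 and at most 1.18. In the running group, replicate 1 was alone with *Mmp9* at 6.44, against at most 0.70. These rats share one pattern: 7 of 8 cartilage and bone markers had the same 2 highest rats as *Mmp13*, NC replicate 3 and 12 h p.r. replicate 1, a pair that 1 of 28 pairs would be by chance for a single marker. The exception, *Acan*, was highest in NC replicate 3 and next in 12 h p.r. replicate 4. The pair holds 1 rat of each group, so the pattern does not follow the run. The RNA of cartilage or bone in the tissue may be the source, as the test of these markers allows. Whether it came in at dissection or was part of the tendon was not tested. The same NC rat was also highest among the NC rats in *Trpv4* (log2 CPM of 3.71, against at most 3.10) and in the mean of the immediate early genes (4.59, against at most 4.15), for which no explanation was tested.

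In the running group, replicate 3 had the lowest tenocyte marker mean, 8.20 against 9.34 to 9.41 in the other 12 h p.r. rats. It was also lowest in *Acan* (log2 CPM of 3.39, against at least 6.30) and *Spp1* (4.47, against at least 8.32) and highest in *Col28a1* (4.23, against at most 3.75). Most skeletal muscle markers were highest in this rat. *Acta1* was at 15730 CPM, against 712 to 2823 CPM in the other rats, and 10 of 11 muscle markers (90.9%) were highest in it. The exception was *Myh7*, at 51.2 CPM in this rat and 757 CPM in NC replicate 2. A candidate explanation of these markers is RNA of skeletal muscle in the tissue. The test set for it asked every marker to be highest in this rat. *Myh7* alone kept it from passing, so the explanation is open under that rule. The tenocyte genes were low to different degrees, from *Comp* (238 CPM, against 1348 to 2134 CPM in the other 12 h p.r. rats) and *Col1a1* (11092 CPM, against 24138 to 37602 CPM) to *Scx* (45.2 CPM, against 48.7 to 60.6 CPM). The endothelial marker mean, 7.68, was the highest of all rats. The cause of the low values was not tested. With the muscle marker score as a covariate, 0 genes had an edgeR adjusted p value under 0.05 (1501 had an unadjusted p value under 0.05).

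NC replicate 2 was lower than the other NC rats in the leukocyte marker mean (5.59, against 6.90 to 7.02), in *Timp1* (log2 CPM of 6.08, against at least 7.03), and in *Mmp2* (8.93, against at least 9.78). For the genes *Adamts19* in NC replicate 4 (log2 CPM of 2.95, against at most 1.06), *Adamts18* in 12 h p.r. replicate 1 (1.57, against at most 0.95), and *Tnfaip6* in NC replicate 1 (4.38, against at most 3.89), the rat named was the highest of its group. No explanation was tested for these values.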

How the results depend on the processing

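The 2 alternatives marked as such were chosen after seeing the data, and the others before. The numbers of protein-coding genes higher and lower at 12 h p.r. (0 and 0 with edgeR at a fold change of at least 2 and an adjusted p value under 0.05, with 1326 genes of all kinds at an unadjusted p value under 0.05) depended on the test and on the thresholds. DESeq2's Wald test at the same thresholds called 12 higher and 15 lower. The unadjusted p value with the same fold change gave 60 and 73 with edgeR. An adjusted p value under 0.05 at any fold change gave 0 and 1. DESeq2 at an adjusted p value under 0.05 and any fold change, chosen after seeing the data, gave 51 and 41. Both numbers were 0 under every other alternative run, including edgeR with robust estimation, also chosen after seeing the data, and each of the 8 fits without 1 rat, where 879 to 1580 genes had an unadjusted p value under 0.05. In these 8 fits neither *Enc1* nor any other gene reached an adjusted p value under 0.05. The cause of the difference between DESeq2 and edgeR was not settled.

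Among the genes named at 0 h p.r., 0 passed both thresholds, DESeq2 called 2 (*Ccl2* and *Ccl7*), and 3 had an unadjusted p value under 0.05 with a fold change of at least 2. The number of table S4 genes with an unadjusted p value under 0.05 ran from 165 to 215 in the fits without 1 rat and from 177 to 294 under the other alternatives, against 248.

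The median log2 fold change of the connective tissue list (0.09) reversed to −0.14 with no filter beyond 1 count, −0.0559 with limma on log2(FPKM + 1), and −0.12 with limma on log2(FPKM + 0.1), and it ran from −0.11 to 0.32 without 1 rat. The mechanical stimulus list ran from −0.11 to 0.0896 and the ossification list from −0.25 to 0.10 without 1 rat. Both were above 0 only without NC replicate 3, the rat with the highest cartilage and bone markers. The camera p value of the ossification list was under 0.05 in 6 of the 8 fits without 1 rat, the lowest being 0.00777, and between 0.0536 and 0.319 in the alternatives with all rats. The cause of the other reversals was not tested.

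Of 47 named genes over all alternatives, 755 log2 fold changes kept their direction and their side of an adjusted p value of 0.05, 34 reversed, and 4 had an adjusted p value under 0.05 with DESeq2 only (*Ccl2*, *Ccl7*, *Adamts8*, and *Timp4*, of which *Timp4* had a fold change under 2). With limma on log2(FPKM + 1), log2(FPKM + 0.1), and the muscle marker score, *Acan* was at −0.0139, −0.0865, and −0.0150, and *Spp1* at 0.42, 0.42, and 0.40. With the muscle marker score, *Col2a1* was at 0.0049 and *Mmp9* at 1.21, and with limma on log2(FPKM + 0.1) *Mmp9* was at 0.34. Without 1 rat, reversals gave ranges of −0.16 to 0.71 for *Acan*, −0.63 to 2.13 for *Spp1*, −4.81 to 2.61 for *Col2a1*, −5.08 to 5.57 for *Mmp9*, −2.19 to 0.75 for *Col9a3*, −1.81 to 1.23 for *Grem1*, −0.44 to 0.55 for *Ccl17*, −0.28 to 0.21 for *Il1b*, −0.26 to 0.10 for *Fmo1*, −0.0061 to 0.45 for *Cxcl1*, and −0.0371 to 0.43 for *Timp1*. Each of these was within its standard error of 0 with all rats.

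The rats that share a number are different animals. Their deviations from the group means had a mean correlation of 0.0186 over the 4 numbers, against −0.00492 for rats with different numbers. With the replicate number as a block, 0 genes had an adjusted p value under 0.05 and 974 an unadjusted one, and 177 table S4 genes had an unadjusted p value under 0.05. The medians were −0.06 for the mechanical stimulus list, 0.08 for connective tissue, and −0.13 for ossification. *Spp1* (1.51), *Col2a1* (0.0861), and *Mmp9* (0.52) changed direction with the paired fit.

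The depth limited the genes near 1 CPM. *Il6*, *Cxcl2*, *Mmp1*, and *Ccl12* were removed by the filter in the main comparison and have no fold change there.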

Differences from the paper's values

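The tests of these differences were the alternatives set before the data were examined, unless stated. The paper's number of up-regulated protein-coding genes at 12 h p.r. is 51, and 0 passed a fold change of at least 2 and an adjusted p value under 0.05 with edgeR. The unadjusted p value under 0.05 with a fold change of at least 2 was the only one of the alternatives set before the data were examined that came within 1.5 times the paper's number, with 60 genes. DESeq2's Wald test gave 12 at the paper's thresholds, and the other alternatives gave 0.

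The paper's number of down-regulated protein-coding genes is 42, against 0 with edgeR. None of the alternatives set before the data were examined closed this gap: DESeq2 gave 15, the unadjusted p value with the fold change of at least 2 gave 73, an adjusted p value under 0.05 at any fold change gave 1, and the others gave 0. Beside these counts of 0, 1265 protein-coding genes had an unadjusted p value under 0.05 with edgeR.

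DESeq2 with an adjusted p value under 0.05 at any fold change, chosen after seeing the values, gave 51 genes higher and 41 lower. In the authors' deposited table the same threshold at any fold change gives 51 and 42, and the stated fold change of at least 2 in addition gives 12 and 16. Of the 93 genes in the authors' deposited table, 92 were called by DESeq2 here as well.

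Fig. S16A marks *Ccl2*, *Ccl7*, and *Adamts8* as differentially expressed. Their log2 fold changes were within the standard error of the values read from that figure. With edgeR the adjusted p values were 0.385, 0.402, and 0.314, and with DESeq2, set as an alternative before the data were examined, they were 0.00293, 0.0267, and 2.8e-05. Table S4 describes its genes as differentially expressed, and 27 of the 294 that the authors' deposited table lists had an adjusted p value under 0.05 there, while 293 had an unadjusted p value under 0.05.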

Other observations

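The tests of the clock genes and of endothelial RNA were chosen after the values of their genes per rat had been seen, and the patterns of glucocorticoid-responsive genes and of *Smad6*, *Atoh8*, and *Eng* were noticed in the data and then tested with other genes, whose values had not been seen.

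The gene numbers were compared over all 35 splits of the 8 rats into 4 and 4, and each count of splits here includes the real one. The real split gave the most genes with an unadjusted p value under 0.05 by edgeR, 1326, as the only one of the 35 splits (1 of 35). The largest number in another split was 1196 and the median 670.5. The numbers of called genes did not stand out in this way. By edgeR at any fold change, 4 of 35 splits gave at least the 1 gene of the real one. By DESeq2, 4 of 35 splits gave at least the 92 protein-coding genes called at any fold change, with 136 as the largest number in another split and 12 as the median, and 8 of 35 gave at least as many at a fold change of at least 2. Of the 8 splits that part all the same-numbered rats, as the real one does, 2 gave as many DESeq2 calls at any fold change and 1, the real one, as many edgeR genes at an unadjusted p value under 0.05. A share of 8 splits cannot go under 0.05. Of the other splits, 24 part 2 of the 4 numbers and 3 part none. For the lists of table S3, 22 of 35 splits gave a camera p value as small for mechanical stimulus, 35 of 35 for connective tissue, and 19 of 35 for ossification. For the genes named at 0 h p.r., 7 of 35 splits gave at least 3 with an unadjusted p value under 0.05.

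The 92 genes called by DESeq2 and not, with 1 exception, by edgeR were compared with technical explanations. The running group had fewer counts than the NC group. With every library thinned to 7350509 counts, DESeq2 called 68 of the 92 genes again (73.9%) and 73 in all, so the difference in depth between the groups does not account for most of the calls. With the muscle marker score as a covariate, edgeR called 0% of these genes. Since edgeR called 1 gene without the covariate and the covariate takes up a degree of freedom, this test says little about muscle RNA, and the genes with an unadjusted p value under 0.05 rose from 1326 to 1501. Of the 35 splits, 4 gave as many calls, the real one included, so the calls as a number cannot be told apart from a chance split, although more genes than chance gives had an unadjusted p value under 0.05.

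The RNA of the matrix metalloproteinases that the paper follows as proteins, and by qRT-PCR in fig. S7, was uneven between rats. *Mmp13* was at 50.7 CPM in 12 h p.r. replicate 1 and 111 CPM in NC replicate 3 and at most 0.659 CPM in the other rats. *Mmp9* was at 86.6 and 110.3 CPM in the same rats and at most 1.13 CPM in the others. *Mmp1* had 8 reads in all, none of them in the 12 h p.r. rats. By qRT-PCR the paper reports *Mmp13* RNA as raised at 0 h p.r. and *Mmp1* RNA as raised at 12 h p.r. These counts show no rise of *Mmp1* at 12 h p.r., but so few reads cannot test it. *Acta2*, which encodes α-SMA and was chosen because the paper stains the protein, had a log2 fold change of 0.22 (standard error 0.15, edgeR adjusted p = 0.671).

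Several genes that respond to glucocorticoids were lower at 12 h p.r., which the paper does not report. *Fkbp5* had a log2 fold change of −1.43 (adjusted p = 0.392 by edgeR and 0.00562 by DESeq2), *Tsc22d3* −1.11 (adjusted p = 0.385 by edgeR and 0.00416 by DESeq2), and *Zbtb16* −1.40 (adjusted p = 0.221 by edgeR and 1.7e-05 by DESeq2). The 8 genes in which the pattern was noticed had a median of −0.80, and they were chosen for it. In a list of other such genes, whose values had not been seen, 13 of 13 tested were lower in the running group, with a median of −0.21 and a camera p value of 0.0113. Adjusted by Benjamini-Hochberg over 16 lists, without the list chosen for the pattern, this was 0.0903, and the exact permutation test over the rats for the mean of the list gave p = 0.0857. Lower glucocorticoid signalling at 12 h p.r. is a candidate explanation that passed the test set for it, but neither the adjustment nor the permutation of rats left it under 0.05. Differences in cell content and in the handling of the rats were not tested for this pattern.

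The clock genes *Per2* (log2 fold change of −0.88) and *Per1* (−0.70) were lower and *Arntl* (0.72) higher at 12 h p.r. *Cry1* was lower (−0.85, no overlap between the groups) and *Nr1d1* higher (0.51). Of these, *Per2* was called by DESeq2 (adjusted p of 0.00616). This was seen although the authors' description of the samples has the NC rats killed together with the 12 h p.r. rats. A different phase of the clock was tested, after the values of the genes had been seen, with *Npas2* and *Clock* against *Dbp*, *Tef*, *Ciart*, *Per3*, and *Nr1d2*. The difference between the means of the lists moved by 0.40 on the log2 scale in the direction of a shifted phase, which the rats' spread could give (2-sided exact permutation test, p = 0.229). In the first list *Npas2* was higher (0.65, standard error 0.46), while *Clock* was slightly lower (−0.05), against that direction. In the second list 4 of 5 genes were lower, and *Dbp* was higher (0.19), also against it. *Nr1d1* was not among the genes of this test, and it rose while *Nr1d2*, which was, fell (−0.28). *Per1* also responds to glucocorticoids.

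*Smad6*, *Atoh8*, and *Eng* were higher at 12 h p.r., with log2 fold changes of 0.87, 1.07, and 0.50 and no overlap between the groups. Their adjusted p values were 0.309, 0.118, and 0.385 by edgeR and 0.00367, 3.2e-06, and 0.00930 by DESeq2. Higher BMP and SMAD signalling was tested with 8 other responsive genes and gave a camera p value of 0.365. A larger share of endothelial RNA was tested with 5 endothelial markers, whose values had been seen before, and gave 0.295. This test leaves out *Egfl7* (log2 fold change of 0.40, no overlap between the groups, adjusted p of 0.392 by edgeR and 0.0165 by DESeq2). The list of endothelial markers written before its values were seen, which includes *Egfl7*, had 6 genes tested, 5 of them higher, a median of 0.19, and a camera p value of 0.0516 (exact permutation test over the rats, p = 0.0857). Neither explanation had a p value under 0.05, and a small endothelial shift is not ruled out.

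The immediate early genes, a list written before its values were seen, had a median log2 fold change of −0.47 at 12 h p.r., with 7 of 10 genes lower. The camera p value was 0.00105 and 0.0168 after the same adjustment over 16 lists, but the exact permutation test over the rats gave p = 0.257. The list varied together within rats, so the number of rats and not of genes limits this result. The leukocyte markers, also listed before their values were seen, had 6 of 6 genes lower and a median of −0.34. Their camera p value was 0.0474 and 0.175 after the same adjustment over 16 lists. The exact permutation test over the rats gave p = 0.343 for them.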
